# Sympathetic nerve–fibroblast crosstalk drives nerve injury, fibroblast activation, and matrix remodeling in pancreatic cancer

**DOI:** 10.1172/jci.insight.192814

**Published:** 2026-02-19

**Authors:** Ariana L. Sattler, Parham Diba, Kevin Hawthorne, Carl Pelz, Joe Grieco, Tetiana Korzun, Bryan Chong, M.J. Kuykendall, Rosalie C. Sears, Daniel L. Marks, Mara H. Sherman, Teresa A. Zimmers, S. Ece Eksi

**Keywords:** Cell biology, Neuroscience, Oncology, Cancer, Mouse models, Transcriptomics

## Abstract

Pancreatic cancer is a highly innervated gastrointestinal disease in which sympathetic nerves play a critical role in modulating tumor growth and the tumor microenvironment (TME). While recent studies suggest that sympathetic nerves influence various TME components, including lymphoid and myeloid immune cells, their interactions with cancer-associated fibroblasts (CAFs) remain poorly understood. CAFs are a hallmark of pancreatic tumors and are known to upregulate axon guidance and neuroactive cues, suggesting a potential feedback loop with tumor-innervating nerves. Here, we investigated the bidirectional crosstalk between sympathetic nerves and CAFs in human and mouse pancreatic tumors. Using a chemo-genetic ablation model, we selectively eliminated pancreatic sympathetic nerves and found that denervation significantly reduced tumor size in female mice. To further dissect this interaction, we established coculture systems with immortalized pancreatic fibroblasts and primary sympathetic neuron explants, identifying key transcriptional changes driven by CAF–sympathetic nerve signaling. Our findings demonstrated that sympathetic signaling enhanced CAF activation and extracellular matrix remodeling, while activated CAFs, in turn, induced transcriptional programs in sympathetic neurons associated with nerve injury response. These results establish CAFs as central mediators of the tumor-supportive role of sympathetic nerves, offering further insights into the neural regulation of pancreatic cancer progression.

## Abstract 2

We demonstrate that reciprocal signaling between sympathetic nerves and cancer-associated fibroblasts promotes nerve injury programs, fibroblast activation, and matrix remodeling in pancreatic cancer.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is an aggressive malignancy with a dismal prognosis, sustained by a dynamic and heterogeneous tumor microenvironment (TME) that promotes tumor progression (1). PDAC is a neurotrophic cancer characterized by extensive tumor innervation (2), including sensory (3), parasympathetic (4), and sympathetic (5) nerves, which collectively contribute to disease initiation, progression, and metastasis. Growing evidence links tumor-innervating nerves to adverse clinical outcomes in PDAC (6–8). Sympathetic nerves, which regulate the “fight or flight” response, can react rapidly to acute physiological stressors and adapt to chronic conditions such as cancer (9). Current evidence suggests that sympathetic signaling and associated adrenergic receptors contribute to PDAC initiation and progression (5, 10). Sympathetic nerves begin accumulating in the early stages of pancreatic cancer, known as pancreatic intraepithelial neoplasia, and increase in density in higher-grade tumors (5). Norepinephrine, the predominant sympathetic neurotransmitter, along with other sympathetic-associated signaling, can directly induce several tumor-promoting phenotypes, including cellular metabolic reprogramming (11), proliferation (12), and invasion (7, 12). Furthermore, adrenergic signaling from sympathetic nerves directly promotes CD8^+^ T cell exhaustion and immune suppression in PDAC (13). However, the specific influences of sympathetic nerves on other components of the TME, including the extracellular matrix (ECM), endothelial cells, immune cells, and cancer-associated fibroblasts (CAFs), require further investigation. Importantly, a recent study implicates CAFs as a significant cellular partner in crosstalk with PDAC-innervating nerves (14), but the specific nature and consequences of these interactions remain unclear.

Originating from tissue-resident fibroblasts, tumor-infiltrating mesenchymal stem cells, and pancreatic stellate cells (PSCs) (15), CAFs become activated in the context of cancer and compose up to 80% of a PDAC tumor (16). Their diverse origins, as well as intratumor signaling gradients, contribute to their heterogeneity (17) and the acquisition of CAF phenotypes, including inflammatory (iCAF), myofibroblast (myCAF) (18), and antigen-presenting (apCAF) (19). Although their functions may vary with cancer stage and phenotype, CAFs directly support tumor cell growth and metabolism (20, 21), epithelial-mesenchymal transition (EMT) (22), and treatment responses by secreting tumor growth factors, chemokines, and cytokines (17). Furthermore, CAFs promote angiogenesis (23) and ECM deposition and remodeling (24), thereby contributing to PDAC progression. CAFs play a critical role in managing multiple aspects of the TME, and their role in facilitating sympathetic innervation remains under investigation. Recent work in colorectal cancer supports the significance of crosstalk between sympathetic nerves and CAFs in promoting tumor progression (25), motivating us to investigate these interactions in the CAF-rich context of PDAC.

The roles of fibroblasts and sympathetic nerves in wound healing and injury responses are well established (26, 27). However, the bidirectional interactions of fibroblasts with intratumor sympathetic nerves during PDAC progression require further investigation. Fibroblast-derived molecules, such as fibroblast growth factors (FGFs) (28) and fibroblast activation protein (FAP) (29), are typically expressed during nervous system development and can serve as axon guidance cues within developing tumors. Furthermore, a defining characteristic of PSCs, a cell of origin for PDAC CAFs, is storage of esterified retinoids (30). Retinoid signaling plays a critical role in nervous system development and maintenance (31). Similarly, other CAF-derived molecules, such as leukemia inhibitory factor (LIF) (32) and extracellular vesicles containing perineural invasion–associated transcripts (PIATs) (33), can directly contribute to neuronal remodeling in PDAC. CAFs also express a variety of axon guidance cues (34), which could contribute to intratumor nerve remodeling and exacerbate tumor-supportive phenotypes in cancer cells. For example, the upregulation of the CAF-derived axon guidance molecule SLIT2 has been linked to neuronal remodeling in PDAC (35). CAF-derived SLIT2 also binds to the ROBO1 receptor on pancreatic cancer cells, activating cortactin (CTTN) and promoting migration (36). A recent study revealed that PDAC-associated CAFs are enriched for neurotropic programs, which may support neurogenesis, neuronal differentiation, and growth (37). Interestingly, these neurotropic programs uniquely overlap with iCAF signatures, but not myCAF or apCAF.

In this study, we combined analysis of human PDAC samples, a pancreas-localized sympathectomy mouse model, and nerve-CAF coculture systems to investigate the bidirectional crosstalk between sympathetic nerves and CAFs. Comparative analysis of autonomic innervation in human and murine PDAC revealed a close spatial association between sympathetic nerves and CAFs. Using a nontoxic, pancreas-specific sympathectomy model driven by the dopamine β-hydroxylase (*Dbh*) promoter, we observed significantly reduced tumor growth in female mice. To define the transcriptional impact of sympathetic signaling on CAFs, we performed bulk RNA-seq using a coculture system, leveraging primary neonatal superior cervical ganglia (SCGs) (38). Sympathetic nerve signaling enhanced CAF activation and ECM remodeling programs, while CAFs reciprocally induced gene expression signatures associated with nerve injury responses in SCGs. Altogether, these findings reveal dynamic, bidirectional interactions between CAFs and sympathetic nerves that contribute to PDAC progression and nominate nerve-stromal crosstalk as a potential therapeutic vulnerability.

## Results

### Sympathetic innervation is abundant and is tied to the survival of PDAC patients.

PDAC is known to be influenced by both sympathetic-associated adrenergic (12) and parasympathetic-associated cholinergic (4) signaling. To delineate the autonomic nerve types that physically innervate PDAC, we performed immunofluorescent staining on both human and murine PDAC samples. We observed both autonomic nerve types, parasympathetic, marked by vesicular acetylcholine transporter (VAChT), and sympathetic, marked by tyrosine hydroxylase (TH), in human PDAC sections (Figure 1A and Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.192814DS1). The spatial distribution of parasympathetic and sympathetic nerve bundles showed significant heterogeneity across distinct regions, some demonstrating a prominent VAChT^+^ parasympathetic innervation pattern and others primarily representing TH^+^ sympathetic innervation (Supplemental Figure 1A, ROI 1 and ROI 2). Intratumor nerve bundle size and localization also varied significantly (Supplemental Figure 1B, ROI 1 and ROI 2). In human tumor-adjacent pancreatic tissue, we observed a few, yet consistent nerve filaments that innervated the exocrine and endocrine areas of the pancreas (Supplemental Figure 1C, ROI 1 and ROI 2), similar to what was seen in murine tumor-adjacent tissues (Supplemental Figure 1D, ROI 1 and ROI 2).

To further evaluate the influence of intratumoral nerve-associated gene expression in PDAC, we examined the association between neuronal marker gene expression and overall survival in 208 primary PDAC tumors. These patient data originated from the recently published Oregon Pancreas Tissue Registry (OPTR) cohort (39). High expression of the pan-neuronal gene β-tubulin III (*TUBB3*) was associated with poor prognosis (Figure 1B). Elevated intratumor expression of the sensory-associated gene transient receptor potential vanilloid 1 (*TRPV1*) and the parasympathetic marker *VAChT* (human gene name: *SLC18A3*) showed positive associations with survival. In contrast, elevated *TH* expression correlated with poor prognosis (*P* < 0.05), suggesting differential effects of sensory and parasympathetic versus sympathetic innervation on PDAC survival. We further delineated these neuro-associated gene survival curves by sex and observed similar survival trends in both male and female PDAC patients (Supplemental Figure 2, A–D). We also showed that neuro-associated gene expression per PDAC stages remained relatively consistent (Supplemental Figure 2E). We further evaluated survival associated with each neuronal marker across patient stage (Supplemental Figure 2, F–J). In general, survival trends remained consistent across markers; however, the most pronounced trends were observed in patients with stage 2 disease. We also note that survival associated with high *TH* expression declined rapidly with advancing stages (Supplemental Figure 2I). These findings collectively support the hypothesis that sympathetic nerves play an instrumental role in PDAC survival.

### Murine orthotopic KPC models are innervated by sympathetic nerves.

Sympathetic nerves have been previously observed in KIC [*LSL-Kras^G12D/+^ Cdkn2a (Ink4a/Arf)^lox/lox^ Pdx1-Cre*] (5) and KPC (*Kras^LSL-G12D/+^ Trp53^LSL-R172H/+^ Pdx1-Cre*) (40) genetic mouse models of autochthonous pancreatic cancer. The KPC model, which harbors several of the most common human PDAC mutations, progresses through the established developmental stages of PDAC (41) and accurately represents the desmoplastic stroma (42). Here, we evaluated the feasibility of studying sympathetic innervation in the faster-growing orthotopic KPC model. Mouse pancreata were intentionally seeded with a low count of KPC (6419c5) (43) cells to allow sufficient time for the nerve and TME landscape to develop. Like in human PDAC, these murine orthotopic KPC tumors were innervated by VAChT^+^ parasympathetic and TH^+^ sympathetic nerves (Figure 1C). Compared with human PDAC innervation, intratumor nerve bundles in mice were typically smaller and often contained multiple separate nerve bundles near one another, suggesting decreased spatial heterogeneity in innervation. Sympathetic nerves were predominantly localized along the periphery of murine KPC tumors, with neurites often invading the tumor parenchyma (Figure 1D). We also showed similar tumor-adjacent sympathetic innervation of autocrine and paracrine areas in the KPC tumor-adjacent pancreas (Supplemental Figure 1D). Overall, these findings demonstrate that slow-growing orthotopic KPC tumors can recapitulate key features of human PDAC sympathetic innervation (5).

### CAFs surround sympathetic nerve bundles in both human and murine PDAC.

CAFs compose a significant component of the TME of PDAC (16) and can express a variety of axon guidance cues (34–36, 44, 45). To further elucidate the spatial relationship between CAFs and sympathetic nerves within PDAC, we performed immunofluorescent staining, using TH, dopamine μ-hydroxylase (DBH), and α-smooth muscle actin (aSMA) markers on both human and murine PDAC samples. Results showed that CAFs closely surrounded sympathetic nerves, and this spatial association was conserved across human and murine PDAC tumors (Figure 2, A and B, and Supplemental Figure 1, E and F). This suggests the potential positive affinity and reciprocal signaling between tumor-innervating sympathetic nerves and CAFs.

### Generating a pancreas-localized, sympathetic-specific genetic ablation murine model.

We sought to disrupt sympathetic innervation in PDAC tumors in vivo to interrogate sympathetic-specific contributions. Current murine sympathectomy models have yielded contradictory insights, and further evidence is required to definitively determine the role of sympathetic nerves in PDAC. Two previous studies blocked sympathetic activity via systemic administration of beta blockers and reported reduced PDAC cell proliferation and improved survival in tumor-bearing mice (12, 46). Other studies have selectively ablated adrenergic and dopaminergic neurons by administering the neurotoxic chemical 6-hydroxydopamine (6-OHDA), which induces oxidative stress and, consequently, neuronal death. One study showed that orthotopically implanted pancreatic tumors were smaller after denervation (14), whereas another study demonstrated that 6-OHDA treatment led to larger pancreatic tumors and enhanced metastasis (5). To clarify these differing results, we generated a nontoxic, pancreas-specific genetic sympathectomy model that can serve as a powerful tool to delineate the specific influences of sympathetic nerves on murine PDAC tumor growth and the TME composition.

To selectively target sympathetic innervation, we identified DBH as a sympathetic-specific marker, offering greater specificity than TH, given its downstream role in converting dopamine to norepinephrine, the primary sympathetic neurotransmitter (47). Immunofluorescent staining of ex vivo superior cervical ganglion (SCG) explant neurite outgrowth served as a robust model of sympathetic nerves. We showed consistent DBH expression throughout the extension of the axons, costained by the neurofilament-medium (NF-m) pan-neuronal marker (Figure 3A). Furthermore, we observed consistent DBH staining in both human and mouse PDAC innervation (Supplemental Figure 1, E and F). To achieve targeted sympathetic denervation, we generated an inducible chemo-genetic ablation murine model by crossing a heterozygous *Dbh*-Cre (B6.Cg-*Dbh^tm3.2(cre)Pjen^*/J) mouse with a homozygous *Rosa26*-iDTR [C57BL/6-*Gt(ROSA)26Sor^tm1(HBEGF)Awai^*/J] mouse line (Figure 3B). The resulting cross produced half of the offspring expressing the diphtheria toxin receptor (DTR), specifically in sympathetic neurons, rendering them susceptible to ablation upon exposure to diphtheria toxin (DT). The remaining half of the offspring served as controls, lacking Cre and therefore the DTR expression and thus not susceptible to DT-induced ablation. With this model, all mice received several intrapancreatic DT injections to ensure consistency across cohorts and to control for off-target effects of DT or potential injection-related inflammation.

Intrapancreatic DT treatment demonstrated a robust and consistent reduction of DBH expression in cleared and stained healthy pancreas tissues (Figure 3C). We observed a consistent reduction in DBH staining across low, mid, and high DT doses. Both male and female cohorts were analyzed, and tissues were evaluated 1 month after ablation to ensure that the ablations remained consistent for the duration of our slow-growing orthotopic tumor model.

Next, we applied our validated inducible denervation method to study the effects of sympathetic nerve ablation in our syngeneic orthotopic KPC tumor model. We administered 4 intrapancreatic injections of DT, immediately followed by a KPC (6419c5) cell injection (Figure 4A). Simultaneous administration was key to reducing additional stress and off-target effects and allowing the KPC tumors to initiate and progress in a sympathetically depleted pancreas. To confirm the efficacy of these intrapancreatic DT administrations, we performed immunofluorescent staining for TH expression in tumor-adjacent pancreata (Figure 4B), and normalized quantification revealed a significant reduction in sympathetic nerve density in both male and female ablated cohorts (Figure 4C). In addition to validating DBH depletion in the tumor-adjacent pancreas, we demonstrated that there was no change in TH expression in the colons, lungs, and hearts of mice in either cohort of our model (Supplemental Figure 3, A–C). We also showed representative images of male and female intratumor innervation in control and ablated animals (Supplemental Figure 3D). Furthermore, systemic health metrics, including body weight, inflammation-induced spleen changes, and glucose levels, were assessed to ensure that sympathetic ablation did not cause significant physiological distress (Supplemental Figure 3, E–H). Overall, we validated that this approach led to precise, inducible elimination of sympathetic nerves.

### Pancreas-specific sympathectomy reduced tumor size in female mice.

Despite effective pancreatic sympathectomy, initial analysis of tumor size across all samples did not show significant differences between control and denervated groups (Figure 4D). However, when stratified by sex, a distinct pattern emerged: male tumor weights remained unchanged (Figure 4E), whereas female tumor weights and sizes were significantly reduced by sympathectomy (Figure 4, F and G). Further analysis revealed a positive correlation between nerve density and tumor weight in females, suggesting a potential role for sympathetic signaling in female-specific tumor progression (Figure 4H). These results indicated that sympathetic denervation selectively impacted tumor growth in female but not male mice in our KPC model, suggesting a potential sex-dependent influence of adrenergic signaling on PDAC progression (Supplemental Figure 3I).

Given our observed differences in tumor size and the known role of adrenergic signaling in promoting PDAC cell proliferation (12), we evaluated the proliferative effects of sympathetic nerve stimulation. Using the primary SCG explant model, we assessed the impact of potential paracrine adrenergic signaling on murine KPC cancer cells and CAFs by measuring proliferation (Figure 4I). SCG-conditioned medium significantly enhanced the proliferation of KPC cell line 6419c5 cells, the same line used in our orthotopic model (Figure 4J). To investigate the effect of SCG paracrine signaling on CAF proliferation, we used the mPSC1 (PSC) cell line. This PSC cell line was derived from murine pancreatic tissue, becomes activated upon plastic adherence, and shows significant heterogeneity (20, 30), thus providing a biologically relevant framework for in vitro CAF studies. Our results demonstrated that SCG-conditioned medium also significantly enhanced PSC cell proliferation (Figure 4K). These findings suggest that sympathetic nerves simultaneously promote the proliferation of tumor cells and CAFs, which may explain the increased tumor growth observed in control mice compared with sympathectomized mice.

### SCG signaling activates CAF genes associated with poor patient outcomes.

Although CAFs regulate a variety of axon guidance cues, including Slit2 (35, 36), Sema3a (44), Sema3d (45), Netrin-1 (48), and Netrin-G1 (21), it remains unclear whether CAFs actively respond to sympathetic signaling. Using an indirect SCG explant coculture system with activated PSCs, we investigated the transcriptional effect of sympathetic signaling on activated PSCs (Figure 5). We separated SCG explants from PSCs using Transwell inserts, cocultured for 70 hours (Figure 5A), and performed bulk RNA-seq to identify differentially expressed genes in PSCs upon exposure to sympathetic-derived signaling. 

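RNA was sequenced in bulk from PSCs cultured alone (PSC, n = 3 libraries) and from PSCs cocultured with SCG explants (PSC+SCG, n = 3). The PSCs were mPSC1 cells, an immortalized line of murine pancreatic stellate cells, the quiescent fibroblasts of the pancreas that become CAFs once activated. In each coculture 10000 cells grew on an insert above 8 to 13 explants of superior cervical ganglia, sympathetic ganglia taken from newborn mice, so the cells shared medium and not contact. The authors aligned the reads to GRCm39 with STAR, counted them by strand on the genes of the GENCODE M33 basic annotation, and divided each library by its DESeq2 size factor. The deposited values are these normalized counts for 56941 genes, of which 21684 are protein-coding, and the PSC libraries were normalized apart from the nerve libraries. Dividing a library's values by their common step gives back the reads on genes, and the check of whole reads accepted this for 5 of the 6 libraries. These were 31900689 to 41632381 reads in the 3 PSC libraries (median 38428180) and 36000821 and 36521031 reads in PSC+SCG replicates 2 and 3. For PSC+SCG replicate 1, whose step lies near 1, it did not, so its reads were not used and only its normalized counts were, which summed to 36014722. The paper states a larger number of read pairs, sequenced per library, and the values here rest on the reads on genes. The normalized counts were tested as log2(count + 1) with limma, so that fold changes of genes with few reads are understated. The test covered the 21273 genes whose counts summed to at least 10 over the 6 libraries, 14541 of them protein-coding. A gene was past the threshold at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size. The paper's own model included the experimental batch, but its text ties no library to a batch, so the main test had no batch term. In an alternative set before the data were examined, the replicate number was a block. In the data, deviations from the group means were correlated between same-numbered PSC and PSC+SCG libraries, with a mean r across genes of 0.34. A further alternative kept replicates 1 and 2 as blocks and put PSC replicate 3 and PSC+SCG replicate 3 each in a block of its own, which is how the dates shown in Fig. 5B would fall if replicate numbers followed dates. That alternative gives both of these libraries no weight and compares 2 libraries with 2, with 1 residual degree of freedom.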

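Without a block, 0 of the 14541 protein-coding genes tested were past the threshold in PSC+SCG against PSC. At an unadjusted p under 0.05 there were 205, of which 145 were higher in PSC+SCG, and the smallest adjusted p from limma was 0.9999. With the replicate number as a block, 65 protein-coding genes were higher and 11 lower. The alternative that moved the count most was the block with replicates 3 apart, with 129 higher and 34 lower. The 35 genes of Fig. 5B all had a higher mean in PSC+SCG, with log2 fold changes from 0.25 to 1.85 and a median of 0.64. None of the 35 was past the threshold without a block, 24 were with the replicate block and 35 with replicates 3 apart. With adjustment over the 35 genes alone, 14 had an adjusted p of at most 0.05 without a block and 33 with the replicate block, though the list was selected by the paper on these same libraries. In 12 of the 35 genes every PSC+SCG library was above every PSC library. Groups that do not overlap, in either direction, are given by chance for 10% of genes. The smallest p an exact 2-sided permutation test of 3 libraries against 3 can give is 0.1. In 29 of the 35 genes the count was higher in PSC+SCG in all 3 same-numbered pairs, and the other 6 (Ogn, Pdgfra, Selenop, Aspn, Casp12 and Gas1) were lower in PSC+SCG replicate 3 than in PSC replicate 3. Lgr6 (ENSMUSG00000042793) lies on chromosome 1 of GRCm39 from 134911039 to 135033100. Its normalized count was 2258 ± 957 (SD, n = 3) in PSC+SCG and 823 ± 399.7 (SD, n = 3) in PSC, a log2 fold change of 1.48 (standard error 0.37) that stayed between 1.16 and 1.85 when each library was left out in turn. The adjusted p of Lgr6 from limma was 0.9999 without a block and 6.15e-08 with the replicate block. Over the alternatives it ranged from 1.11e-22 to 0.9999. Such ranges of a gene's adjusted p do not cover the fits that left out 1 library. Tnn (ENSMUSG00000026725) lies on chromosome 1 of GRCm39 from 159912599 to 159981150. Its log2 fold change, 1.85 (standard error 0.56), was the largest of the 35 genes, and it differed between same-numbered pairs (1.79, 3.00 and 0.78 in replicates 1, 2 and 3). Ptpn5 (ENSMUSG00000030854) had 379 ± 86.1 (SD, n = 3) in PSC+SCG and 148 ± 46.7 (SD, n = 3) in PSC, with no overlap between the libraries of the 2 groups. Npy1r (ENSMUSG00000036437), which encodes a receptor for the sympathetic cotransmitter neuropeptide Y, had 2238 ± 433 (SD, n = 3) in PSC+SCG and 1187 ± 276 (SD, n = 3) in PSC, a log2 fold change of 0.92 (standard error 0.21). For Aspn (ENSMUSG00000021388) the same-numbered pairs differed by 0.85, 1.04 and -0.78 on the log2 scale, and its log2 fold change of 0.37 (standard error 0.54) was smaller than its error.

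**Figure D1:**
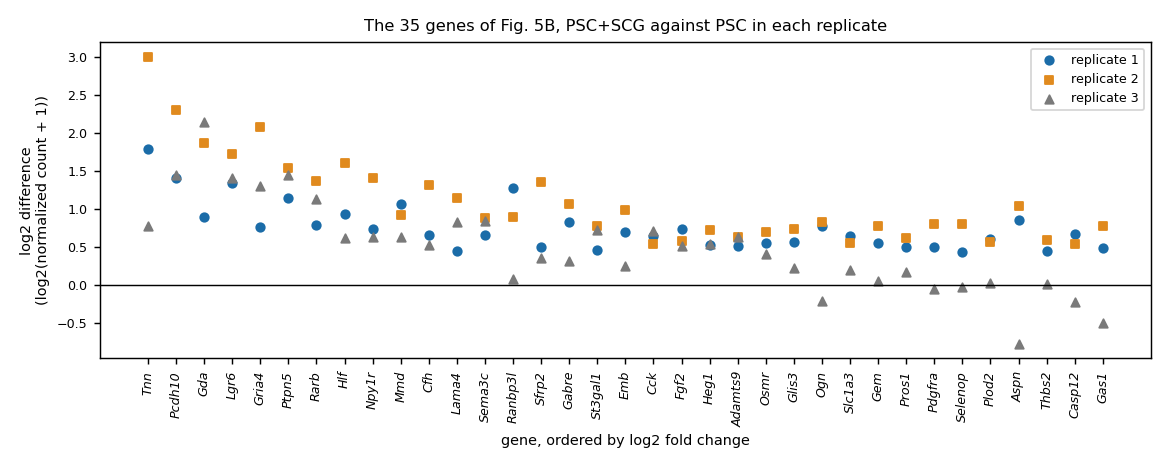
Log2 difference of the normalized count + 1 between PSC+SCG and PSC (vertical axis) for the 35 genes of Fig. 5B, ordered along the horizontal axis by log2 fold change. Each point is one same-numbered pair of libraries (blue circles, replicate 1; orange squares, replicate 2; grey triangles, replicate 3), and 6 genes lie below 0 in replicate 3.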

PSCs exposed to SCG-derived adrenergic signaling significantly upregulated 35 protein-coding genes (log_2_ fold change ≥ 0.5, adjusted *P* ≤ 0.05) (Figure 5B and Supplemental Figure 4, A–C). Upon initial evaluation, several upregulated genes, including *GAS1*, *GABRE*, *LAMA4*, *MMD*, *OSMR*, *PLOD2*, and *ST4GAL1*, were associated with poorer prognosis in the human OPTR PDAC cohort (Supplemental Figure 4D).

### SCG signaling drives CAF activation and ECM remodeling.

To further characterize PSC transcriptional shifts induced by sympathetic signaling, we performed gene set enrichment analysis (GSEA). 

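Gene sets were tested with fgsea, by 10000 permutations of the genes, on genes ranked by their signal-to-noise ratio between PSC+SCG and PSC. The sets were the mouse Reactome pathways of the fgsea package with 15 to 500 genes tested here, 706 in all, since the hallmark and Gene Ontology sets of the paper's own enrichment were not used here. Genes are not independent replicates, so these p-values describe the 6 libraries. At an adjusted p of at most 0.05, 21 sets were higher in PSC+SCG and 24 were lower. Ranking genes by limma's moderated t instead gave 60 higher and 79 lower, and the same ranking with the replicate block, gave 78 and 95. With camera, which allows for correlation between genes, 12 sets were higher and 15 lower, and 10 and 17 with the replicate block. Leaving out 1 library gave 0 and 0 without PSC+SCG replicate 1 (68 sets at an unadjusted p under 0.05), 11 and 3 without PSC+SCG replicate 2, 30 and 108 without PSC+SCG replicate 3, and 40 and 100, 25 and 25, and 41 and 2 without PSC replicates 1, 2 and 3. Sets higher in PSC+SCG included Degradation of the extracellular matrix (89 genes, normalized enrichment score 1.86, adjusted p = 0.0166) and Signaling by GPCR (309 genes, normalized enrichment score 1.76, adjusted p = 0.0144). Among sets lower in PSC+SCG were Cholesterol biosynthesis (22 genes, normalized enrichment score -2.17, adjusted p = 0.0102) and Eukaryotic Translation Initiation (148 genes, normalized enrichment score -2.01, adjusted p = 0.00961).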

A query of several upregulated pathways revealed a strong association with CAF activation and ECM remodeling (Figure 5C). 

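Fap (ENSMUSG00000000392) lies on chromosome 2 of GRCm39 from 62331286 to 62404419 and encodes fibroblast activation protein, a CAF marker. It had few reads in these PSCs, 40.4 ± 3.14 (SD, n = 3) in PSC+SCG and 26.7 ± 3.99 (SD, n = 3) in PSC. Its log2 fold change was 0.59 (standard error 0.32), with no overlap between the libraries of the 2 groups. Fgf2 (ENSMUSG00000037225) lies on chromosome 3 of GRCm39 from 37402473 to 37464257, and 3.73% of its exon bases lie in exons of Gm43439 on the same strand, which the authors' counting by strand does not part. Fgf2 had 2754 ± 725 (SD, n = 3) in PSC+SCG and 1794 ± 366 (SD, n = 3) in PSC, and the log2 fold change was 0.61 (standard error 0.22). Cxcl5 (ENSMUSG00000029371) lies on chromosome 5 of GRCm39 from 90907186 to 90909483. It rose from 754 ± 179.7 (SD, n = 3) in PSC to 1134 ± 279 (SD, n = 3) in PSC+SCG, by 0.59 (standard error 0.24) on the log2 scale. Wnt5a (ENSMUSG00000021994) lies on chromosome 14 of GRCm39 from 28226495 to 28249405. Normalized counts of 755 ± 214 (SD, n = 3) in PSC+SCG and 562 ± 153 (SD, n = 3) in PSC gave a log2 fold change of 0.43 (standard error 0.27). Each of the 4 genes was higher in PSC+SCG in all 3 same-numbered pairs, and 2 of them had an unadjusted p under 0.05. Without a block none was past the threshold (adjusted p from limma 0.9999 for each). With the replicate block the adjusted p from limma was 0.00474 for Fgf2 and 0.0188 for Cxcl5, both past the threshold, and 0.162 for Wnt5a and 0.694 for Fap. Over the alternatives other than leaving out 1 library, the adjusted p ranged from 2.41e-04 to 0.9999 for Fgf2 and 0.00346 to 0.9999 for Cxcl5. It ranged from 0.162 to 0.9999 for Wnt5a and 0.694 to 0.9999 for Fap. Of the 30 genes of Fig. 5D, 28 were tested, and all 28 had a higher mean in PSC+SCG, with log2 fold changes from 0.24 to 2.31 and a median of 0.41. Of these, 7 had an unadjusted p under 0.05, 23 were higher in every same-numbered pair, and in 5 the groups did not overlap, against 10% of genes by chance. None was past the threshold without a block, 3 were with the replicate block and 6 with replicates 3 apart. Adjusted over the list alone, 0 reached an adjusted p of 0.05 without a block and 23 did with it, in a list the paper ranked on these libraries.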

EMT-related genes were strongly enriched, with the top 30 genes including *Fap*, *Fgf2*, *Cxcl5*, and *Wnt5a* (Figure 5D). Functionally, we showed that SCG-conditioned medium increased CAF invasion (Figure 5E). 

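Of the 25 genes shown in Fig. 5F for IL-6/JAK/STAT3 signaling, 22 were tested in PSC+SCG against PSC. All 22 had a higher mean in PSC+SCG, with log2 fold changes from 0.15 to 1.26 and a median of 0.32, and 18 were higher in every same-numbered pair. In 5 of the 22 every PSC+SCG library was above every PSC library. Chance gives groups that do not overlap, in either direction, for 10% of genes. Of the 22, 5 had an unadjusted p under 0.05. In limma's test 0 were past the threshold without a block, 3 with the replicate block and 3 with replicates 3 apart, where the log2 fold change of one gene changed sign to -0.016. Adjusted over the list alone, the counts at an adjusted p of at most 0.05 were 0 without a block and 9 with the replicate block. The figure lists the genes that rank highest in these libraries, so their common direction is not a separate test.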

We also observed significant enrichment of IL-6/JAK/STAT3 signaling (Figure 5F), consistent with a shift toward an iCAF phenotype. Using the sympathetic ablation model, we evaluated the iCAF and myCAF states in response to sympathetic input. We showed that the tumors derived in female mice, which showed a significant reduction in tumor size in response to sympathectomy, had a 6% lower iCAF to myCAF ratio, whereas male-derived tumors had approximately the same ratios (Figure 5, G and H, and Supplemental Figure 5, A–D). Additionally, PSCs treated with SCG medium significantly upregulated iCAF-associated cytokines (Supplemental Figure 5, E and F).

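Of the Reactome gene sets, 5 on the extracellular matrix had been chosen for the test of PSC+SCG against PSC, because Fig. 5C shows their names. The paper found enrichment under these names in the same libraries, so their common direction is not a separate test. All 5 had a positive normalized enrichment score in fgsea. The highest score was that of Extracellular matrix organization (207 genes, normalized enrichment score 2.12, adjusted p = 0.0141). Next came Activation of Matrix Metalloproteinases (17 genes, normalized enrichment score 2.00, adjusted p = 0.0144). Then followed Collagen biosynthesis and modifying enzymes (53 genes, normalized enrichment score 1.86, adjusted p = 0.0224) and Collagen formation (63 genes, normalized enrichment score 1.84, adjusted p = 0.0202). The fifth set, Assembly of collagen fibrils and other multimeric structures (39 genes, normalized enrichment score 1.42, adjusted p = 0.252), was not past an adjusted p of 0.05. The 4 sets past it became 5 when genes were ranked by limma's moderated t with the replicate block, and 3 with camera, with and without the block. Leaving out each library in turn gave from 0 sets (without PSC+SCG replicate 1, where 4 sets had an unadjusted p under 0.05) to 5 (without PSC replicate 1). Related sets outside the 5 were also higher, Collagen degradation (52 genes, normalized enrichment score 1.89, adjusted p = 0.0202) and Integrin cell surface interactions (68 genes, normalized enrichment score 1.81, adjusted p = 0.0202) among them.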

We also identified strong enrichment for ECM remodeling pathways (Figure 5, C and I), suggesting that sympathetic nerves could influence CAF function and ECM deposition, which have previously been shown to support cancer progression and metastasis (49). Furthermore, genes enriched in extracellular structure organization revealed a broad set associated with matrix deposition, degradation, and reorganization. 

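Of the 30 genes of Fig. 5I, 26 were tested, and all 26 had a higher mean in PSC+SCG than in PSC, with log2 fold changes from 0.26 to 2.31 and a median of 0.84. An unadjusted p under 0.05 was found for 10 of them, and 22 were higher in all 3 same-numbered pairs. The groups did not overlap in 14 of the 26, against 10% of genes by chance, though the paper ranked this list on these same libraries. No gene of the list was past the threshold in limma's test without a block, while 7 were with the replicate block and 9 with replicates 3 apart. With adjustment over the 26 genes alone, 6 had an adjusted p of at most 0.05 without a block and 16 with the replicate block. From the enrichment of pathways of ECM remodeling in PSCs exposed to SCG explants, the paper proposes that sympathetic nerves act on CAF function and on the deposition of ECM.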

We evaluated ECM in the in vivo sympathetic ablation model and found a subtle yet non-significant decrease in ECM density in ablated tumors of female mice (Figure 5J and Supplemental Figure 5, G–I). Collagen fiber alignment, coherency, and orientation were unchanged between control and ablated tumors (Supplemental Figure 5, J and K). When PSCs were treated with SCG medium in vitro, PSCs were significantly less adherent to collagen I as compared with fibronectin, collagen IV, laminin I, and fibrinogen (Figure 5K), which supports the findings of SCG-induced ECM remodeling in PSCs and also the iCAF phenotypic shift.

### PSC-derived SEMA3C expression in response to sympathetic signaling enhances PDAC EMT.

In addition to CAF-related pathways, we identified 6 genes (18% of the total significantly upregulated genes) associated with cell-cell attachment and nerve-related signaling (Supplemental Figure 6A): *Cck*, *Sema3c*, *Gria4*, *Slc1a3*, *Gas1*, and *Pcdh10*. 

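Cck (ENSMUSG00000032532) lies on chromosome 9 of GRCm39 from 121315695 to 121324863 and encodes cholecystokinin, a neuropeptide. The normalized count of Cck was 7374 ± 3268 (SD, n = 3) in PSC+SCG and 4704 ± 1839.8 (SD, n = 3) in PSC, a log2 fold change of 0.63 (standard error 0.33). Sema3c (ENSMUSG00000028780) lies on chromosome 5 of GRCm39 from 17779219 to 17935648 and encodes a secreted semaphorin. It had 1398 ± 292 (SD, n = 3) in PSC+SCG and 819.6 ± 242 (SD, n = 3) in PSC, and the log2 fold change of 0.79 (standard error 0.23) came with no overlap between the libraries of the 2 groups. Gria4 (ENSMUSG00000025892) lies on chromosome 9 of GRCm39 from 4417604 to 4796326, and 0.466% of its exon bases lie in exons of Gm56143 on the same strand, which the authors' counting by strand does not part. This gene of a glutamate receptor subunit had 429 ± 152 (SD, n = 3) in PSC+SCG and 179 ± 119.8 (SD, n = 3) in PSC, higher in every same-numbered pair but with overlapping libraries in the 2 groups. Slc1a3 (ENSMUSG00000005360) lies on chromosome 15 of GRCm39 from 8663604 to 8741595 and encodes a glutamate transporter. Counts of 3173 ± 636 (SD, n = 3) in PSC+SCG and 2282 ± 178 (SD, n = 3) in PSC gave a log2 fold change of 0.46 (standard error 0.16). Gas1 (ENSMUSG00000052957) lies on chromosome 13 of GRCm39 from 60322219 to 60325179. Its counts of 6726 ± 2998 (SD, n = 3) in PSC+SCG and 5202 ± 623 (SD, n = 3) in PSC differed by less than the spread between libraries, with a log2 fold change of 0.25 (standard error 0.34) and log2 differences of 0.48, 0.78 and -0.50 in replicates 1, 2 and 3. Pcdh10 (ENSMUSG00000049100) lies on chromosome 3 of GRCm39 from 45332833 to 45390058 and encodes a protocadherin, a protein of cell adhesion. It showed the largest change of the 6 genes, 514 ± 141 (SD, n = 3) in PSC+SCG and 154 ± 28.3 (SD, n = 3) in PSC, or 1.72 (standard error 0.24) on the log2 scale, and stayed between 1.51 and 1.91 with each library left out in turn. Without a block each of the 6 had an adjusted p from limma of 0.9999, and 4 had an unadjusted p under 0.05. The replicate block brought 4 past the threshold, and the adjusted p from limma was 8.34e-06 for Pcdh10, 7.41e-04 for Gria4, 8.08e-04 for Sema3c, 0.00165 for Cck, 0.0570 for Slc1a3 and 0.762 for Gas1. Over the alternatives it ranged from 2.57e-16 to 0.9999 for Pcdh10, 1.43e-08 to 0.9999 for Gria4, 8.42e-05 to 0.9999 for Sema3c, 5.32e-04 to 0.9999 for Cck, 9.44e-04 to 0.9999 for Slc1a3 and 1.72e-04 to 0.9999 for Gas1. All 6 were past the threshold with replicates 3 apart. In 3 of the 6 the groups did not overlap, against 10% of genes by chance, and 5 were higher in PSC+SCG in every same-numbered pair.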

Although CAFs have been shown to inherently express neuro-associated genes (28, 34), our results suggest that sympathetic signaling may amplify this neuro-associated gene expression in CAFs, potentially driving a feedforward loop of nerve-stroma crosstalk within the TME that influences PDAC tumors. The axon guidance cue semaphorin 3c (SEMA3C) emerged as a key candidate, as high intratumor *SEMA3C* expression was strongly associated with poor survival in female patients with PDAC (Figure 6A and Supplemental Figure 6B). We also noted that the expression of the canonical receptors for SEMA3C, NRP1, and NRP2 was associated with poor survival in PDAC patients (Figure 6B and Supplemental Figure 6C). We validated that PSC cells significantly upregulated SEMA3C in both indirect (+SCG medium) and direct (+SCG direct) cocultures with SCGs (Figure 6, C and D). We also found that NRP1 was significantly upregulated in murine KPC tumor tissue, as compared with the tumor-adjacent pancreas (Supplemental Figure 6D), and that NRP1 was expressed in both well-differentiated and poorly differentiated regions of these KPC tumors (Supplemental Figure 6E). We further observed that NRP1 was expressed by both cancer cells and fibroblasts in murine KPC tumors (Supplemental Figure 6E) and human PDAC (Figure 6E).

Previous literature has identified SEMA3C as a contributor to EMT in pancreatic (50), prostate (51), and breast cancers (52); therefore, we further evaluated ECM-associated shifts. The treatment with recombinant SEMA3C resulted in an increase in PSC proliferation (Supplemental Figure 6F) and a significant increase in KPC cell invasion (Figure 6F). We also confirmed that both SNAIL/SLUG and Vimentin expression was increased in both murine KPC (Figure 6, G and H) and human Panc1 (Figure 6, I and J) cells upon treatment with recombinant SEMA3C. We note that recombinant mouse SEMA3C also altered PSC cytokine profiles toward an iCAF-like state, recapitulating the effects of sympathetic neuron–derived SCG medium (Supplemental Figure 5, E and F).

### KPC cells and activated fibroblasts enhance axon outgrowth.

Neuronal cell bodies are located outside the target organ, posing challenges for capturing transcriptional changes in nerves in response to cancer growth and stromal changes. A recent study used retrograde tracing to sequence pancreatic tumor–innervating nerves, identifying CAFs as potential partners in the PDAC TME (14). To model sympathetic axon outgrowth and transcriptomic changes that are induced by CAFs, we leveraged our SCG explant Transwell coculture model with activated PSCs. Our SCG explant model uniquely preserves several components of the ganglion structure and microenvironment, including glial cells, which play an essential role in neuronal maintenance and function. SCG explants were cocultured in Transwells with control fibroblast (mouse embryonic fibroblasts [MEFs], NIH 3T3 cells), activated PSC (mPSC1), or KPC (6419c5) cells (Figure 7A). Axon extension was captured using phase-contrast microscopy over a 24-hour period to quantify neuronal outgrowth (Figure 7B). Neurite extensions emanating from each individual SCG explant were traced and averaged across coculture systems. As expected, SCG explants cocultured with our positive control, KPC cells, which secrete a variety of neural growth factors, significantly increased axon outgrowth (Figure 7C). SCG explants cocultured with activated MEFs and PSCs resulted in only a marginal increase in axon extension. We also showed increased axon outgrowth rates in SCG explants cocultured directly and indirectly with activated PSCs (Supplemental Figure 7, A and B) and preferential growth toward PSCs within a Matrigel dome (Supplemental Figure 7, C and D). These observations suggest that fibroblasts might exert more subtle phenotypic effects on sympathetic nerve outgrowth.

### Activated PSCs induce injury response in SCG explants.

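SCG explants were sequenced in bulk after culture alone (SCG, n = 3 libraries), with mouse embryonic fibroblasts of the NIH 3T3 line (SCG+MEF, n = 3) or with mPSC1 cells (SCG+PSC, n = 4), across inserts and for 70 hours. Each library comes from pooled explants of neurons, glia and the other cells of the ganglion. The paper's figures show 9 of these 10 libraries. SCG+PSC replicate 4 is not among them, and the paper gives no reason, so values are given for replicates 1 to 3 first and then with replicate 4. The authors made the nerve table as they made the PSC table, with size factors of its own. Levels are compared only within it, apart from tests of RNA carried over between the cell types. Whole reads were recovered for the 9 libraries, with 100% of their values whole multiples of the library's step, and not used for SCG+PSC replicate 4, for which the check of whole reads did not accept the recovery. Reads on genes numbered 33501312 to 35756634 in SCG (median 34371391), 34049330 to 39197230 in SCG+MEF (median 35179465) and 32013901 to 35975984 in SCG+PSC replicates 1 to 3 (median 34116587). The normalized counts of SCG+PSC replicate 4 summed to 34215483. One limma model over the 3 groups was fitted to the 23491 genes whose counts summed to at least 10, 15908 of them protein-coding, with the threshold used for the PSCs. Same-numbered libraries deviated together here too, with a mean r across genes of 0.22 for SCG and SCG+PSC, 0.32 for SCG and SCG+MEF and 0.16 for SCG+MEF and SCG+PSC. Results with the replicate number as a block are given beside those without. For the alternative with replicates 3 apart, SCG replicate 3 and SCG+MEF replicate 3 shared a block and SCG+PSC replicate 3 had its own, as the dates of Fig. 8A would fall if numbers followed dates. Being alone in its block, SCG+PSC replicate 3 has no weight in SCG+PSC against SCG. On the side of SCG+PSC, those fold changes rest on replicates 1 and 2. DESeq2 and edgeR were run on the recovered reads of the 9 libraries as further alternatives.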

To investigate the impacts of MEFs versus activated PSCs on SCG transcription, we sequenced SCG explants following coculture. We identified several protein-coding genes that distinctly shifted under culturing conditions, with MEFs inducing fewer transcriptional changes than activated PSCs (Figure 8A and Supplemental Figure 7, E and F). 

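Without a block, 3 protein-coding genes were higher and 0 lower in SCG+PSC than in SCG, of 659 with an unadjusted p under 0.05 (468 of them higher). These were Mmp8 (ENSMUSG00000005800, log2 fold change 3.13 (standard error 0.35), adjusted p = 0.0255 from limma), Cyp1a1 and Ccr1. Mmp8 (ENSMUSG00000005800) lies on chromosome 9 of GRCm39 from 7558457 to 7568487 and encodes neutrophil collagenase. The normalized count of Mmp8 was 113 ± 42.7 (SD, n = 3) in SCG+PSC and 11.7 ± 3.33 (SD, n = 3) in SCG, and 109.9 in SCG+PSC replicate 4. In SCG+MEF against SCG 3 protein-coding genes were also higher and 0 lower, of 388 with an unadjusted p under 0.05 (242 higher). They were Cyp1a1, Dpep1 (ENSMUSG00000019278, log2 fold change 2.35 (standard error 0.23), adjusted p = 0.0110 from limma) and Ahrr (ENSMUSG00000021575, 2.04 (standard error 0.21), adjusted p = 0.0135). Under the replicate block, 280 genes were higher and 29 lower with PSCs, and 27 higher and 11 lower with MEFs. With replicates 3 apart in limma the counts were 276 and 22 with PSCs and 53 and 23 with MEFs. The alternative that moved the count with PSCs most was DESeq2 with the replicate block, with 359 higher and 56 lower, and 70 and 34 with MEFs. With all 4 SCG+PSC libraries and no block, 8 genes were higher and 0 lower with PSCs, and 3 higher with MEFs. SCG+PSC replicates 3 and 4 lay closer to each other than any other pair within a group, so they may not be separate preparations. The difference between the coculture conditions was tested directly. Between SCG+PSC and SCG+MEF 0 protein-coding genes were past the threshold without a block, and 488 had an unadjusted p under 0.05, 287 of them higher with PSCs. The replicate block gave 181, 152 higher with PSCs and 29 lower, and the fit with replicates 3 apart gave 143.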

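Reactome sets were tested in SCG+PSC against SCG as for the PSCs, and 733 sets had 15 to 500 genes tested. At an adjusted p of at most 0.05 from fgsea, 138 sets were higher in SCG+PSC and 21 were lower. Ranks by limma's moderated t with the replicate block gave 203 and 38, and camera gave 109 and 21. Leaving out 1 library gave from 51 higher (with 21 lower, without SCG+PSC replicate 2) to 161 higher (with 27 lower, without SCG+PSC replicate 3). Sets for cell cycle and immune response were chosen as the nearest names to terms of Fig. 8B. The paper found those terms enriched in these libraries, so the direction of the sets is not a separate test. DNA replication initiation and Interferon alpha beta signaling were also chosen, but were not among the sets of 15 to 500 genes tested. Of the 5 chosen sets that were tested, 4 were higher. For the cell cycle these were DNA Replication (100 genes, normalized enrichment score 2.57, adjusted p = 0.00187) and Cell Cycle Checkpoints (126 genes, normalized enrichment score 2.39, adjusted p = 0.00187), and for the immune response Interferon Signaling (108 genes, normalized enrichment score 2.27, adjusted p = 0.00187) and Chemokine receptors bind chemokines (32 genes, normalized enrichment score 1.82, adjusted p = 0.00902). The fifth, Mitotic Spindle Checkpoint (18 genes, normalized enrichment score 1.48, adjusted p = 0.189), was not. The count was 5 with limma's moderated t and the replicate block, 4 with camera and 3 with camera and the replicate block. It was 4 or 5 with each library left out in turn and 4 with all 4 SCG+PSC libraries, of 736 sets. Of all sets, Mitotic Prometaphase (100 genes, normalized enrichment score 2.64, adjusted p = 0.00187) had one of the highest scores. Among sets lower in SCG+PSC were Respiratory electron transport (70 genes, normalized enrichment score -2.13, adjusted p = 0.00230) and Peptide chain elongation (118 genes, normalized enrichment score -2.29, adjusted p = 0.00230).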

GSEA revealed significant enrichment in several categories previously shown to be related to nerve injury responses, such as cell cycle (53), immune response (54), metabolism (55), neuron plasticity (56), and select signaling pathways associated with injury response (57) in the setting of PSC coculture (Figure 8B). We also note that MYC signaling (58), mTORC1 (59), IL-6/JAK/STAT3 signaling (60), and EMT (61) were also enriched and are associated with peripheral nerve injury response (Supplemental Figure 7G). These results suggest that exposure to PSC-derived CAFs further exacerbates the transcriptional response to sympathetic nerve injury.

### Activated PSCs reprogram sympathetic nerve transcriptional programs toward a sustained injury response.

Beyond shifts in injury-associated transcription, we observed that activated PSCs induced greater changes in gene expression than MEFs, with only 28 protein-coding genes (7.8%) shared between conditions (Figure 8C). In contrast, 280 genes (78.2%) were significantly upregulated in response to activated PSCs, indicating a more profound impact of activated PSCs on SCG transcriptional programs.

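Without a block, 1 protein-coding gene, Cyp1a1, was past the threshold and higher with both PSCs and MEFs. It was also the one with edgeR's quasi-likelihood test on recovered reads. The number shared was 17 with the replicate block, 22 with replicates 3 apart in limma and 12 with DESeq2 without a block. With DESeq2 it was 30 with the replicate block and 28 with replicates 3 apart. With all 4 SCG+PSC libraries and no block, 2 genes were shared, Cyp1a1 and Ahrr. Leaving out each of the 9 libraries in turn gave 0 or 1. All 27 genes higher with MEFs under the replicate block were also among the 77 of DESeq2 with replicates 3 apart.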

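The protein-coding genes past the threshold with PSCs and not with MEFs numbered 2 without a block (Mmp8 and Ccr1) and 263 with the replicate block. They numbered 254 with replicates 3 apart in limma, 329 in DESeq2 with the replicate block and 281 in DESeq2 with replicates 3 apart. Genes past the threshold with MEFs alone numbered 2 without a block (Dpep1 and Ahrr), and 10, 31, 40 and 49 in the same alternatives. The settings did not call one set of genes. Of the 280 genes higher with PSCs under limma's replicate block, 201 were among the 309 of DESeq2 with replicates 3 apart. A gene past the threshold with PSCs and not with MEFs is not thereby shown to differ between them, and the direct test of SCG+PSC against SCG+MEF gave 365 genes in DESeq2 with the replicate block and 276 with replicates 3 apart. From the larger number of genes that rose with activated PSCs, the paper concludes that they act more deeply than MEFs on SCG transcription.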

Upon examination of the overlapping genes enhanced by both fibroblast cell lines, we identified several genes for nerve injury as well as ligands, receptors, and transcription factors that may influence sympathetic neuron phenotypes. 

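Ccr1 (ENSMUSG00000025804) lies on chromosome 9 of GRCm39 from 123762161 to 123768734 and encodes a receptor of CC chemokines. Its normalized count was 160.2 ± 20.7 (SD, n = 3) in SCG+PSC and 36.9 ± 6.25 (SD, n = 3) in SCG, with 137 in SCG+PSC replicate 4, and 90.7 ± 8.54 (SD, n = 3) in SCG+MEF. Ntm (ENSMUSG00000059974) lies on chromosome 9 of GRCm39 from 28906045 to 29874437 and encodes neurotrimin, an adhesion protein of neurons. It had 836 ± 93.6 (SD, n = 3) in SCG+PSC and 250.4 ± 108 (SD, n = 3) in SCG, with 849 in SCG+PSC replicate 4, and 569.7 ± 202 (SD, n = 3) in SCG+MEF. Sema3a (ENSMUSG00000028883) lies on chromosome 5 of GRCm39 from 13175288 to 13653578 and encodes a secreted axon guidance cue. Counts were 207 ± 48.5 (SD, n = 3) in SCG+PSC and 69.3 ± 27.4 (SD, n = 3) in SCG, with 307 in SCG+PSC replicate 4, and 351 ± 186 (SD, n = 3) in SCG+MEF. Ccl6 (ENSMUSG00000018927) lies on chromosome 11 of GRCm39 from 83478708 to 83483913 and encodes a CC chemokine. Its normalized count was 475 ± 182 (SD, n = 3) in SCG+PSC and 84.5 ± 30.4 (SD, n = 3) in SCG, with 453 in SCG+PSC replicate 4, and 161 ± 20.3 (SD, n = 3) in SCG+MEF. Pf4 (ENSMUSG00000029373) lies on chromosome 5 of GRCm39 from 90918479 to 90922110 and encodes platelet factor 4, a CXC chemokine. It had 230.4 ± 116 (SD, n = 3) in SCG+PSC and 36.4 ± 20.3 (SD, n = 3) in SCG, with 211 in SCG+PSC replicate 4, and 123 ± 50.9 (SD, n = 3) in SCG+MEF. Mmp12 (ENSMUSG00000049723) lies on chromosome 9 of GRCm39 from 7344381 to 7369499 and encodes macrophage metalloelastase. Counts were 1785 ± 47.6 (SD, n = 3) in SCG+PSC and 736 ± 409 (SD, n = 3) in SCG, with 2366 in SCG+PSC replicate 4, and 1117 ± 426 (SD, n = 3) in SCG+MEF. Cyp1a1 (ENSMUSG00000032315) lies on chromosome 9 of GRCm39 from 57595211 to 57611107 and encodes a cytochrome P450 enzyme. Its normalized count was 2904 ± 846 (SD, n = 3) in SCG+PSC and 315 ± 20.2 (SD, n = 3) in SCG, with 2807 in SCG+PSC replicate 4, and 2092 ± 689 (SD, n = 3) in SCG+MEF. Il4ra (ENSMUSG00000030748) lies on chromosome 7 of GRCm39 from 125151079 to 125182844 and encodes a subunit of the IL-4 receptor. It had 5855 ± 551 (SD, n = 3) in SCG+PSC and 3622 ± 423 (SD, n = 3) in SCG, with 5577 in SCG+PSC replicate 4, and 5982 ± 1116 (SD, n = 3) in SCG+MEF. The log2 fold changes with PSCs and with MEFs were 2.09 (standard error 0.22) and 1.28 (standard error 0.22) for Ccr1, 1.83 (standard error 0.33) and 1.23 (standard error 0.33) for Ntm, 1.61 (standard error 0.37) and 2.27 (standard error 0.37) for Sema3a and 2.48 (standard error 0.31) and 0.98 (standard error 0.31) for Ccl6. They were 2.59 (standard error 0.53) and 1.76 (standard error 0.53) for Pf4, 1.49 (standard error 0.45) and 0.72 (standard error 0.45) for Mmp12, 3.16 (standard error 0.25) and 2.68 (standard error 0.25) for Cyp1a1 and 0.69 (standard error 0.15) and 0.71 (standard error 0.15) for Il4ra. Without a block Ccr1 (adjusted p = 0.0255 from limma) and Cyp1a1 (0.00287) were past the threshold with PSCs, and of these genes Cyp1a1 alone was with MEFs (0.0110). With the replicate block the adjusted p from limma with PSCs was 0.00129 for Ccr1, 9.47e-04 for Ntm, 0.0355 for Sema3a, 0.00129 for Ccl6, 0.00929 for Pf4, 0.0156 for Mmp12, 3.45e-07 for Cyp1a1 and 0.00681 for Il4ra, so that all 8 were past it. Over the alternatives other than leaving out 1 library, the adjusted p with PSCs ranged from 3.18e-14 to 0.278 for Ccr1 and 7.19e-22 to 0.949 for Ntm. It ranged from 0.0295 to 0.9999 for Sema3a, 9.10e-20 to 0.369 for Ccl6, 9.58e-06 to 0.9996 for Pf4 and 2.72e-07 to 1 for Mmp12. The ranges were 4.73e-120 to 0.0100 for Cyp1a1 and 1.60e-08 to 0.978 for Il4ra. Without SCG+PSC replicate 3 the smallest adjusted p of any gene with PSCs was 0.0380, so Cyp1a1 was above its range there. With MEFs and the replicate block, Ccl6, Pf4 and Mmp12 were not past the threshold. Their adjusted p from limma was 0.226, 0.146 and 0.523, within ranges of 0.0269 to 1, 1.10e-05 to 1 and 1.25e-04 to 1 over the same alternatives. All 15 genes of Fig. 8D were higher than in SCG with PSCs (log2 fold changes 0.69 to 3.16, median 1.49) and with MEFs (0.64 to 2.68, median 1.17). The libraries did not overlap with those of SCG in 14 of the 15 with PSCs and 11 with MEFs, where chance gives 10% of genes. Past the threshold were 2 with PSCs and 2 with MEFs without a block, 15 and 9 with the replicate block, 14 and 13 with replicates 3 apart in limma and 15 and 15 in DESeq2 with replicates 3 apart. Adjusted over the 15 genes alone, 15 and 14 had an adjusted p of at most 0.05 without a block, and 15 and 15 with the replicate block. The list was taken from the paper's calls on these libraries.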

Of the 28 overlapping SCG genes enhanced by both PSCs and MEFs, *Ccr1*, *Ntm*, and *Sema3a* stood out as genes associated with nerve injury, while several ligands, such as *Ccl6*, *Pfa*, *Sema3a*, and *Mmp12*, and receptors, such as *Cyp1a1* and *Il4ra*, were upregulated (Figure 8D and Supplemental Figure 7H). Upon closer examination of the 280 genes uniquely upregulated when SCGs were cocultured with PSCs, we identified several additional genes that may contribute to a sustained injury response in sympathetic neurons. 

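The 20 genes of Fig. 8E were all higher in SCG+PSC than in SCG, with log2 fold changes from 0.61 to 4.55 and a median of 1.22. Without a block 17 had an unadjusted p under 0.05 and 0 were past the threshold. Under the replicate block 13 were past it, and with replicates 3 apart 18 in limma and 20 in DESeq2. The fits with replicates 3 apart give SCG+PSC replicate 3 no weight. Adjusted over the 20 genes alone, 16 had an adjusted p of at most 0.05 without a block and 18 with the replicate block. The list is the paper's choice from these libraries. In 12 of the 20 the libraries of the 2 groups did not overlap (10% of genes by chance), and 17 were higher in all 3 same-numbered pairs. Against SCG the same genes had log2 fold changes of 0.015 to 3.20 in SCG+MEF, with a median of 0.26, and 3 had an unadjusted p under 0.05. None was past the threshold with MEFs without a block, and 1, Cxcl3, was with the replicate block (adjusted p = 0.0295 from limma) and with replicates 3 apart in limma (0.0158) and DESeq2 (0.0192). In the direct test of SCG+PSC against SCG+MEF 19 of the 20 were higher with PSCs, with a median log2 fold change of 0.88, and 10 had an unadjusted p under 0.05. None was past the threshold in that test without a block, 5 were with the replicate block, 10 with replicates 3 apart in limma and 12 in DESeq2. Rsad2, Cxcl10 and Trim21 were lower in SCG+PSC replicate 3 than in SCG replicate 3, and Cxcl10 was the one gene of the 20 not higher with PSCs than with MEFs.

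**Figure D2:**
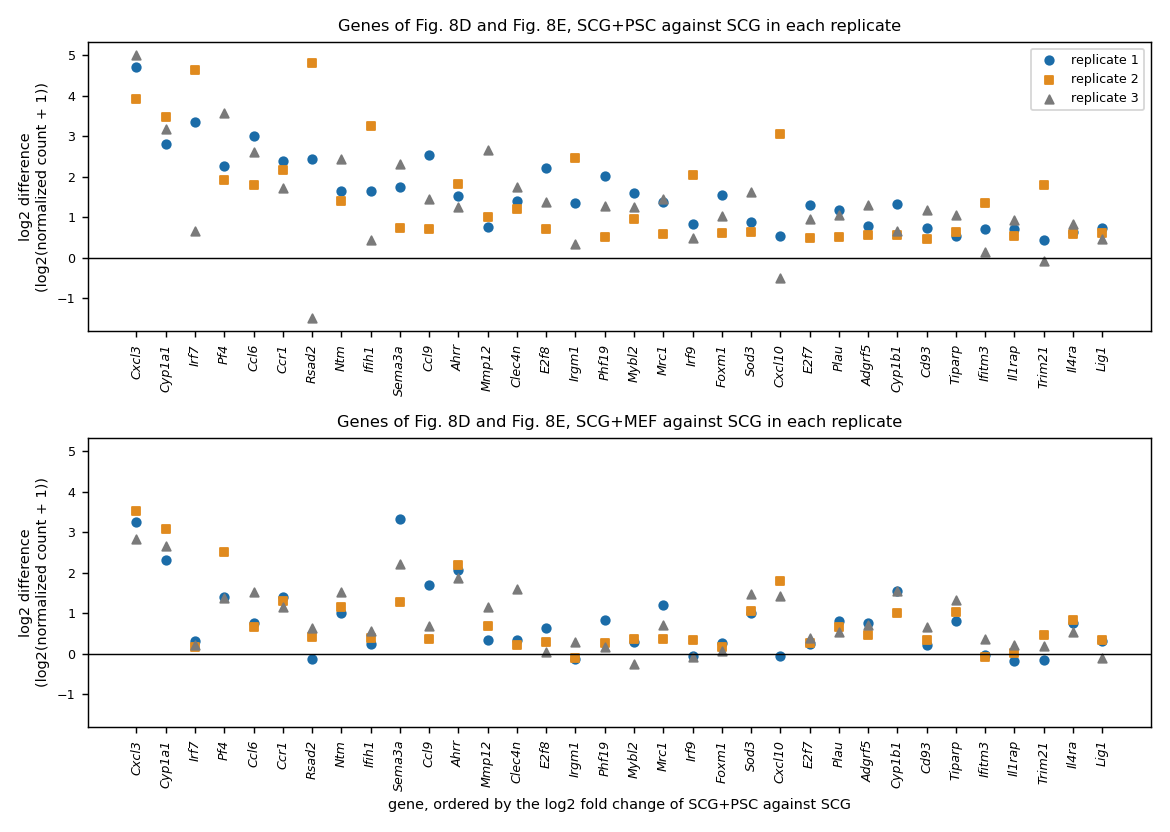
Log2 difference of the normalized count + 1 (vertical axes) for genes of Fig. 8D and Fig. 8E, in the same order in both panels, between SCG+PSC and SCG (upper panel) and between SCG+MEF and SCG (lower panel). Each point is one same-numbered pair of libraries (blue circles, replicate 1; orange squares, replicate 2; grey triangles, replicate 3), and Rsad2, Cxcl10 and Trim21 lie below 0 in replicate 3 of the upper panel.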

The nerve injury–associated genes included *Ifih1*, *Cxcl10*, *Stat1*, and *Trim21* (Figure 8E). Furthermore, upregulated ligands included *Cxcl3*, *Cxcl10*, and *Ccl9*, while upregulated receptors included *Irih1*, *Clec4n*, and *Il1rap*. 

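Ifih1 (ENSMUSG00000026896) lies on chromosome 2 of GRCm39 from 62425714 to 62476607 and encodes MDA5, a sensor of viral RNA. Its normalized count was 660.4 ± 602 (SD, n = 3) in SCG+PSC and 145 ± 18.2 (SD, n = 3) in SCG, and 278 in SCG+PSC replicate 4. Its log2 fold change was 1.78 (standard error 0.51), and the same-numbered pairs differed by 1.66, 3.26 and 0.43. Cxcl10 (ENSMUSG00000034855) lies on chromosome 5 of GRCm39 from 92494497 to 92496748 and encodes an interferon-induced chemokine. It had 92.3 ± 50.3 (SD, n = 3) in SCG+PSC and 51.7 ± 42.0 (SD, n = 3) in SCG, and 117 in SCG+PSC replicate 4. The log2 fold change of 1.03 (standard error 0.76) was within the spread between libraries, with pairs at 0.53, 3.06 and -0.50. Against SCG, Cxcl10 was 1.04 higher on the log2 scale in SCG+MEF, and its log2 fold change between SCG+PSC and SCG+MEF was -0.011 (standard error 0.76), which changed sign to 0.85 with replicates 3 apart in limma. Trim21 (ENSMUSG00000030966) lies on chromosome 7 of GRCm39 from 102207128 to 102214704 and encodes an E3 ubiquitin ligase that binds antibodies inside the cell. It had 491 ± 211 (SD, n = 3) in SCG+PSC and 287 ± 69.8 (SD, n = 3) in SCG, 344 in SCG+PSC replicate 4 and a log2 fold change of 0.72 (standard error 0.30). None of the 3 was past the threshold without a block (adjusted p from limma 1 for each) or with the replicate block (0.0713 for Ifih1, 0.564 for Cxcl10 and 0.344 for Trim21). With replicates 3 apart, Ifih1 and Trim21 were past it in limma and all 3 in DESeq2. Those calls rest on SCG+PSC replicates 1 and 2. SCG+PSC replicate 3, where Cxcl10 and Trim21 were lower than in SCG replicate 3, has no weight in them. The adjusted p ranged over the alternatives from 2.78e-05 to 1 for Ifih1, 0.00456 to 1 for Cxcl10 and 5.84e-04 to 1 for Trim21.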

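Cxcl3 (ENSMUSG00000029379) lies on chromosome 5 of GRCm39 from 90933962 to 90937459 and encodes a CXC chemokine. It was near 0 in SCG, with normalized counts of 32.3 ± 18.8 (SD, n = 3) in SCG+PSC and 0.338 ± 0.585 (SD, n = 3) in SCG, all SCG libraries being under 3 counts. Against that floor it was at least 10.8-fold higher in SCG+PSC and at least 3.87-fold higher in SCG+MEF. Its log2 fold change of 4.55 (standard error 0.60) depends on the pseudocount and was 5.32 with a pseudocount of 0.5. SCG+PSC replicate 4 had 29.2. Ccl9 (ENSMUSG00000019122) lies on chromosome 11 of GRCm39 from 83463745 to 83473161 and encodes a CC chemokine. Its count was 268 ± 13.5 (SD, n = 3) in SCG+PSC and 101 ± 60.6 (SD, n = 3) in SCG, and 339.9 in SCG+PSC replicate 4, a log2 fold change of 1.57 (standard error 0.38). Clec4n (ENSMUSG00000023349) lies on chromosome 6 of GRCm39 from 123206802 to 123223980 and encodes dectin-2, a receptor of myeloid cells. It rose to 166 ± 47.0 (SD, n = 3) in SCG+PSC from 62.2 ± 25.5 (SD, n = 3) in SCG, by 1.46 (standard error 0.35) on the log2 scale, with 197 in SCG+PSC replicate 4. Il1rap (ENSMUSG00000022514) lies on chromosome 16 of GRCm39 from 26400350 to 26548880 and encodes the accessory protein of the IL-1 receptor. It had 2430.3 ± 504 (SD, n = 3) in SCG+PSC and 1488 ± 474 (SD, n = 3) in SCG, 2539.7 in SCG+PSC replicate 4 and a log2 fold change of 0.73 (standard error 0.28). All 4 were higher in SCG+PSC in every same-numbered pair, and the libraries of the groups overlapped only for Il1rap. Without a block the adjusted p from limma was 0.0610 for Cxcl3, 0.947 for Ccl9, 0.947 for Clec4n and 1 for Il1rap, none past the threshold. With the replicate block it was 0.00255 for Cxcl3, 0.0144 for Ccl9, 0.0158 for Clec4n and 0.00625 for Il1rap, and all 4 were. The ranges over the alternatives were 0.00134 to 0.369 for Cxcl3, 2.96e-06 to 1 for Ccl9, 8.28e-05 to 0.9999 for Clec4n and 2.98e-08 to 1 for Il1rap. Against SCG, the log2 fold changes in SCG+MEF were 3.20 (standard error 0.60) for Cxcl3, 0.92 (standard error 0.38) for Ccl9, 0.71 (standard error 0.35) for Clec4n and 0.015 (standard error 0.28) for Il1rap. In the direct test of SCG+PSC against SCG+MEF they were 1.34 (standard error 0.60) for Cxcl3, 0.66 (standard error 0.38) for Ccl9, 0.74 (standard error 0.35) for Clec4n and 0.72 (standard error 0.28) for Il1rap, with an adjusted p from limma of 1 for each without a block. With the replicate block it was 0.0169 for Il1rap, the only one past the threshold, within a range of 1.89e-07 to 1 over the alternatives.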

Differentiating these unique gene changes provides insights into the general transcriptional shifts induced by activated fibroblasts and the pancreas-specific CAF-induced shifts. We also highlight that each receptor or ligand has binding potentials and that several genes encoding proteins, such as *Ccl6* (62), *Pf4* (63), *Sema3a* (44), *Cxcl3* (64), *Cxcl10* (65), and *Ccl9* (66), have been shown to have broader tumor-supportive roles in PDAC.

## Discussion

Sympathetic influences are increasingly recognized to have roles in tumor initiation, progression, and recurrence in PDAC (10, 12, 46, 48). To overcome the limitations of current mouse models of sympathetic innervation in PDAC, we developed a novel genetic sympathectomy KPC model to elucidate the direct contributions of sympathetic nerves to PDAC progression and to changes in the TME, particularly CAFs. We further identified specific transcriptional programs leveraging ganglion explant coculture systems, in which we observed that adrenergic signaling induced CAF activation and ECM remodeling, while CAF signaling exacerbated sympathetic injury response. Our results provide further understanding of the specific reciprocal interactions between sympathetic nerves and CAFs in PDAC tumors.

Previous chemical sympathectomy strategies used in PDAC have yielded seemingly contradictory results and the potential for off-target effects (5, 14, 46, 67, 68). Systemic inhibition of sympathetic signaling using beta blockers has been shown to reduce PDAC proliferation and improve survival (12, 46). In contrast, studies using chemical sympathectomy via 6-OHDA have reported divergent outcomes: one study showed decreased tumor sizes (14), whereas another observed larger tumors and increased metastasis (5). Several biological factors may account for these opposing findings. Unlike beta blockade, which functionally inhibits adrenergic signaling, 6-OHDA induces neuronal death through dopamine and norepinephrine transporter–mediated uptake and ROS-driven mitochondrial injury, introducing oxidative stress that may also alter the pancreatic microenvironment. Systemic administration or diffusion of the chemical may also affect off target organs as well as differentially influencing stromal remodeling, immune composition, and tumor-nerve dynamics, contributing to disparate outcomes across studies. In addition, the timing of denervation, whether performed during early- or late-stage tumor evolution or at differing ages and therefore interacting with developmental or hormonal differences, may further contribute to variable outcomes. These complexities motivated our development of a nontoxic, pancreas-localized chemo-genetic sympathectomy model, which enabled us to define the direct role of sympathetic nerves in PDAC independent of systemic or ROS-related effects.

Our novel chemo-genetic sympathectomy model is nontoxic, sympathetic-specific, and pancreas-localized (Figures 3 and 4). Previous studies have produced a systemic *Th* Cre-inducible, DTR-fl/stop/fl DT-inducible ablation, showing that this model’s effects cannot cross the blood-brain barrier and ablating only peripheral nerves (69). Although considered a robust sympathetic marker, TH converts upstream l-tyrosine into l-DOPA. Therefore, a limitation of this method is that it broadly targets all dopaminergic neurons and dopamine-expressing cells, including pancreatic α cells. To address sympathetic specificity, we targeted DBH, which lies downstream of TH and converts dopamine to norepinephrine. To achieve localized effects, we optimized a protocol, ultimately arriving at multiple low-volume intrapancreatic injections. In addition to validating the reduction in sympathetic innervation using 3D clearing and imaging techniques, we confirmed that our ablation model was nontoxic by observing grossly normal behavior and health measures after ablation (Supplemental Figure 3). Despite the overtly efficient and specific ablation of sympathetic nerves throughout the PDAC tumors and tumor-adjacent pancreas, a small portion of TH-staining nerves remained, potentially representing remnants of non-functional neurons. Further functional studies would be required to determine the extent of the activity of the remaining sympathetic signaling. Altogether, this nontoxic model successfully establishes a reliable, sympathetic-specific approach, introducing a novel tool to explore the local impact of sympathetic innervation in PDAC and other cancer models.

To investigate the specific influence of sympathetic nerves on PDAC, we used our sympathectomy method in a slow-growing KPC orthotopic tumor model. In vivo sympathetic nerve studies have primarily been performed using genetically engineered mouse models. We applied our sympathectomy model to orthotopic KPC tumors, characterized by rapid growth, an intact immune system, dense desmoplastic stroma, and limited responsiveness to administered treatments (70). We observed significantly smaller KPC tumor sizes in sympathectomized females, whereas male mice showed no difference (Figure 4). We note that the 6419c5 KPC cells were originally derived from female mice; therefore, there is minimal concern about cross-reactivity in these experiments. We note that autonomic regulation and downstream physiological effects can differ between males and females, which may contribute to the differential tumor susceptibility following sympathetic ablation.

Overall, our in vivo ablation results suggesting intriguing links between biological sex and sympathetic signaling in PDAC raise questions about how sex hormones interact with sympathetic nerves in the disease. Prior studies have shown that males exhibit higher sympathetic activity in certain peripheral tissues, including adipose tissue, influencing metabolic and stress-response pathways (71). Further studies have shown that males tend to have higher sympathetic activity, while females typically have higher parasympathetic activity, and that there are measurable sex differences in peripheral nerve injury responses (72). Sympathetic innervation also shapes immune function in a sex-dependent manner (73), and sex hormones further regulate immune and inflammatory signaling, including pain-related pathways (74). Females typically display a more pronounced inflammatory response, influenced in part by reduced androgen levels (75). Notably, a recent study reported that higher peritumoral β_2_-adrenergic receptor staining was associated with significantly poorer survival, specifically in female PDAC patients, suggesting a sex-specific susceptibility in the context of sympathetic signaling (10). These converging findings underscore the need for future larger-scale studies to rigorously define sex as a biological variable in PDAC-neuron interactions. Leveraging more sensitive tools, such as the chemo-genetic ablation model we generated, could provide critical insights into overall and distinct shifts in cellular composition, signaling pathways, and spatial interactions within the TME.

We demonstrated that CAFs closely surround sympathetic nerves in both murine and human PDAC (Figure 2). To better understand the interactions between sympathetic nerves and CAFs, we used SCG explants to investigate bidirectional paracrine signaling between these cell types. Although SCGs do not directly innervate the pancreas, we selected SCGs for our in vitro modeling studies because they are composed predominantly of postganglionic sympathetic neurons and provide a consistent, well-characterized source of adrenergic input by releasing norepinephrine (76) and some neuropeptide Y (NPY). No cholinergic characteristics were previously observed in these ganglia (77). It is noteworthy that celiac ganglia (CGs), which more directly innervate the pancreas, release a wider range of neurotransmitters, including norepinephrine, NPY, calcitonin gene–related peptide (CGRP), and nitric oxide (78). However, recent evidence suggests that CGs feature both noradrenergic and cholinergic characteristics by expressing somatostatin (SST) and vasoactive intestinal peptide (VIP), as neurons extending from these ganglia are specialized for gut regulation (77).

Coculturing activated pancreas-derived fibroblasts with primary SCG explants revealed changes in the transcriptional programs of the activated PSCs that may directly contribute to tumor progression (Figures 5 and 6). Because CAF subtype specification is shaped by both cell-of-origin and microenvironmental cues, our results suggest that sympathetic nerves serve as niche signals that influence fibroblast activation and fate. PSCs, which already exhibit a partial neuronal-like transcriptional program, may be particularly receptive to sympathetic neural cues, enabling neural signaling to promote iCAF differentiation and ECM remodeling, both key features of tumor progression. We found that sympathetic signaling activates these pancreas-derived CAFs through IL-6/JAK/STAT3, Notch, TGF-β, and TNF-α pathways. We also observed strong enrichment of ECM remodeling programs, a hallmark of CAF-mediated support of PDAC progression (49). Several of the upregulated genes are associated with poor survival of patients with PDAC. Importantly, multiple sympathetic signaling–induced genes encode ligands released into the TME, most notably the axon guidance cue Sema3c, which bind to receptors such as NRP1 and NRP2, which we show are associated with poor PDAC outcomes. SEMA3C upregulation is known to drive EMT in prostate cancer (51), and in PDAC it is instrumental in tumor growth and metastasis, enhancing proliferation and suppressing apoptosis through ERK1/2 activation (79). Together, these findings highlight how sympathetic signaling directly reprograms pancreas-derived CAFs toward tumor-supportive functions, reinforcing a feedforward loop within the TME. Future work could spatially resolve these receptor-ligand interactions between CAFs and sympathetic nerves in vivo and expand understanding of other TME interactions such as immune infiltration.

Our data supported that CAFs can substantially alter SCG transcription and contribute to nerve injury response (Figure 8). Although nerve bodies typically do not divide and thus would not be expected to express cell cycle genes, previous studies suggest that upregulation of cell cycle, immune response, metabolism, and neuron plasticity genes are often linked to peripheral nerve injury (53–56). It is important to note that plated SCG explants are intrinsically in an injury-response state due to their displacement from their native environment (80). However, we ensured even plating in all conditions and reduced stress on neurons by keeping them in their explant form. Our transcriptional observed shift suggests that CAFs may further contribute to neuronal stress and injury responses in PDAC. We also noted that CAFs derived from the pancreas (PSCs) exhibited a more pronounced transcriptional effect than the control fibroblasts, MEFs. Upon closer examination, we also found that the transcriptional influences are markedly different, with only 7.8% overlap between SCG explants cocultured with PSCs versus MEFs. These findings pose interesting questions about whether pancreas-derived CAFs induce a stronger nerve injury response in sympathetic nerves, facilitating their activation and reorganization during PDAC growth. A limitation of our system is its focus on paracrine crosstalk rather than direct cell-to-cell interactions, which may underestimate the extent of bidirectional transcriptional regulation. Single-cell studies could help further distinguish differences in paracrine and physical interactions between SCGs and CAFs, offering deeper insight into their dynamic interplay in PDAC.

In summary, our study highlights neuro-associated survival trends in patients with PDAC and introduces a novel sympathectomy murine model, which could serve as a powerful tool for investigating sympathetic innervation across diverse tumor models. By delineating the intricate interactions between sympathetic nerves and CAFs, we uncovered potential drivers that mediate the bidirectional communication. This work provides a framework for elucidating a deeper understanding of nerve-TME dynamics in PDAC and their contributions to tumor progression, paving the way for more effective, targeted therapeutic strategies.

## Methods

### Sex as a biological variable

Generated survival curves represented both male and female patients. Experiments examined male and female animals, and sex-dimorphic effects are reported and discussed.

### Survival curve generation

We used survival data from 208 deidentified patients diagnosed with PDAC between 2004 and 2020 (39). Kaplan-Meier plots and statistics were derived using R version 3.6.3 and the “survival” package version 3.3.1. A single primary PDAC tumor sample underwent bulk RNA-seq. Tumor high versus low expression of the selected gene was stratified using a threshold that maximized the log-rank *P* value, and the results were reported using the log-rank test. Each stratum contained at least 10 patients, and significance was assessed using a *P* value of less than 0.05. Benjamini-Hochberg FDR correction was performed to calculate adjusted *P* values.

### Murine breeding pairs for SCG dissections

Wild-type C57BL/6J (The Jackson Laboratory, 000664) female mice (aged 2–8 months) underwent 3–5 rounds of breeding to male wild-type mice (aged 2–12 months). Postnatal day 1 to day 4 mice were euthanized in accordance with our IACUC protocol and used for SCG coculture experiments.

### Generation of sympathectomy genetic cross

Homozygous C57BL/6-*Gt(ROSA)26Sor^tm1(HBEGF)Awai^*/J (The Jackson Laboratory, 007900) mice were crossed with heterozygous B6.Cg-*Dbh^tm3.2(cre)Pjen^*/J (The Jackson Laboratory, 033951) mice, generating *Rosa26*-iDTR/*Dbh*-Cre and *Rosa26*-iDTR/*Dbh*-WT offspring. Male and female mice were used, surgeries were conducted between 14 and 16 weeks of age, and tumor growth ranged between 28 and 32 days.

### Cell culture

Murine control mouse embryonic fibroblasts (NIH 3T3, ATCC CRL-1658), immortalized murine PSC cell line (mPSC1; ref. 20), and 6419c5 cells (CVCL_YM21, provided by Ben Z. Stanger, University of Pennsylvania, Philadelphia, PA, USA) were cultured in Dulbecco’s modified Eagle medium (DMEM; Gibco, 11965-092) with 10% fetal bovine serum (FBS; Gibco, Thermo Fisher Scientific Inc.) and 1% penicillin/streptomycin. Cells were maintained at 37°C in a humidified incubator containing 5% CO_2_ and split at 80% confluence for no more than 25–30 passages. Cell lines were routinely tested for mycoplasma.

### Diphtheria toxin–inducible sympathectomy

To validate the sympathectomy using diphtheria toxin (DT; Cayman Chemical, 19657), we initially performed systemic sympathectomies, delivering 500 ng DT via intraperitoneal injection (*n* = 3 *Rosa26-*iDTR/*Dbh*-WT; *n* = 3 *Rosa26*-iDTR/*Dbh*-Cre). Healthy pancreata were collected and fixed 2 weeks later. For validation of pancreas-specific sympathectomy, we injected 20 μL of DT into 4 sites along the pancreas. We tested three DT total concentrations: low, 100 ng (*n* = 1 *Rosa26-*iDTR/*Dbh*-WT; *n* = 1 *Rosa26*-iDTR/*Dbh*-Cre); mid, 250 ng (*n* = 2 iDTR/*Dbh*-WT, Cre^+^; *n* = 2 *Rosa26*-iDTR/*Dbh*-Cre); and high, 500 ng (*n* = 2 *Rosa26-*iDTR/*Dbh*-WT; *n* = 2 *Rosa26*-iDTR/*Dbh*-Cre). Pancreata were collected and fixed 4 weeks after DT injections. Both male and female mice were used for these validations, and ablations were confirmed by 3D immunofluorescent staining.

### Orthotopic PDAC transplant/allograft model

Animals were anesthetized, and 4 intrapancreatic DT injections (4 × 20 μL DT, totaling 500 ng) were delivered. Next, 2.5 × 10^3^ 6419c5 cells in 50% 1× phosphate-buffered saline (PBS) and 50% Matrigel Matrix (Corning, 356231) were injected into the pancreas. Between days 28 and 32 after transplantation, animals were euthanized and perfused with 1× PBS and then with 4% paraformaldehyde (PFA). Tumors, tumor-adjacent pancreas, liver, lungs, spleen, and colon were carefully excised, weighed, and fixed overnight in 4% PFA and transferred to 70% ethanol at 4°C for storage.

### SCG dissections and cocultures

Superior cervical ganglia (SCGs) were extracted as described by Jackson and Tourtellotte (81). Under a dissecting microscope, SCGs were located medial to the bilateral carotid arteries, identifiable by their translucent color and large nerve branch on the superior portion of the ganglia. Using fine forceps, both SCGs were carefully extracted and placed in cold 1× Hanks balanced salt solution (Gibco, 14170-112). Excess tissue was removed from the ganglia. SCGs were dissociated with collagenase type 2 (Worthington Biochemical, LS004174) for 30–35 minutes at 37°C and inverted every 10 minutes, then washed in DMEM (Gibco, 11965-092) containing 10% FBS (Gibco, Thermo Fisher Scientific Inc.), 1% penicillin/streptomycin, and 5 ng nerve growth factor (NGF 2.5S, Gibco, 2402212). Using a fiber-polished glass pipette, SCGs were triturated until the desired explant size was reached. The SCG explants were carefully plated into wells coated overnight at 37°C with a mixture of 100 μg/mL poly-d-lysine hydrobromide (MP Biomedicals, 0210269480) and 10 μg/mL laminin (Thermo Fisher Scientific Inc., 23017015). Thirty minutes before plating of SCG explants, wells were washed once with sterile water and dried at 37°C. SCG explants were either cultured directly together on the same surface or separated by an insert.

### SCG explant cultures for proliferation assays

Between 10 and 20 explants were plated in a coated 24-well plate and allowed to grow for about 70 hours. SCG explant–conditioned medium was transferred to proliferation assays.

### Axon outgrowth coculture

Between 4 and 6 explants were plated per 6-well plate. 10.0 × 10^3^ immortalized cells were added simultaneously to cell culture inserts (Falcon, 353090) and incubated for 70 hours. Phase-contrast imaging captured axon outgrowth.

### RNA-seq coculture

Between 8 and 13 explants were plated in coated 6-well plates and grown with 10.0 × 10^3^ immortalized cells on inserts (Falcon, 353090) for about 70 hours. RNA was isolated using the RNeasy Kit (QIAGEN, 74104).

### In vitro cell staining

Cells were fixed with 4% PFA, washed 3 times with PBS, and blocked in 8% bovine serum albumin (BSA). Cells were incubated overnight with primary antibodies (Supplemental Table 1) in 1% BSA at 4°C, then washed 3 times in 1× PBS for 5 minutes each. Secondary Alexa Fluor–conjugated antibodies in 1% BSA were added in 1% BSA for 2 hours (Supplemental Table 1) at room temperature. Cells were washed 3 times for 5 minutes in 1× PBS and stained with DAPI (Thermo Fisher Scientific Inc., 62248, lot XL3789541) at 1:1,000. Cells were imaged in fresh 1× PBS.

### Immunofluorescent staining of FFPE tissue sections

Sectioned formalin-fixed, paraffin-embedded (FFPE) tissues were deparaffinized and rehydrated through a xylene and ethanol series, finishing with 1× PBS. Upon antigen retrieval with Antigen Unmasking Solution (Vector Laboratories, H-3300) in a high-pressure cooker for 15 minutes, sections were washed and blocked for 30 minutes in 8% BSA at room temperature. Unconjugated primary antibodies (Supplemental Table 1) were applied in 1% BSA and incubated overnight at 4°C. Upon washing 3 times for 5 minutes with 1× PBS, secondary antibodies (Supplemental Table 1) diluted in 1% BSA were added for 2 hours. Sections were washed, quenched using the TrueVIEW reagent (Vector Laboratories, NC202386), and stained with DAPI (Thermo Fisher Scientific Inc., 62248, lot XL3789541) 1:1,000. Sections were washed and then mounted using ProLong Gold antifade reagent (Life Technologies Corp., P36930).

### iDISCO

iDISCO was performed on sections of KPC orthotopic tumors, as described by Renier et al. (82) and the associated protocol (https://idisco.info/). Fixed tumors were sectioned into 2- to 3-mm slices. Samples were first pretreated with methanol, delipidated in dichloromethane (Sigma-Aldrich, 270997-12X100ML), bleached in 5% H_2_O_2_ in methanol, rehydrated in a decreasing-concentration methanol series, and then washed with the PTx.2 mix (10× PBS and Triton X-100 [Sigma-Aldrich, X100-500ML]). Next, samples were permeabilized for 2 days (PTx.2, glycine [Sigma-Aldrich, G7126-500G], and dimethyl sulfoxide) and blocked (PTx.2, donkey serum [Jackson ImmunoResearch Labs, 017-000-12], and dimethyl sulfoxide). Samples were washed with PTwH solution (10× PBS, Tween 20 [Sigma-Aldrich, P9416-100ML], and heparin [Sigma-Aldrich, H3393-50KU]) and incubated with the primary antibody (Supplemental Table 1) for 4 days. After additional washes in PTwH solution, tissues were incubated for 4 days with secondary antibodies (Supplemental Table 1). Upon PTwH washes, samples underwent a methanol dehydration series. Lastly, samples were transferred to dibenzyl ether (DBE) (Sigma-Aldrich, 108014-1KG) and mounted in DBE on 2-sided 1.5 μm coverslip chambers constructed from a thin silicone sheet with a round cutout, secured using silicone glue.

### EZ Clear

The EZ Clear protocol was performed on tumor-adjacent pancreata and 2- to 3-mm tumor sections, as described by Hsu et al. (83). Samples were rehydrated in 1× PBS and delipidated in a 50% tetrahydrofuran (MilliporeSigma, 186562) and 50% water mixture for 2 days, then washed with 1× PBS and blocked (1× PBS, Triton X-100, donkey serum, and sodium azide [MilliporeSigma, S2002]) for 2 more days. Primary antibodies (Supplemental Table 1) were incubated in blocking solution for 3 days. Samples were washed with 1× PBS, and the secondary antibody (Supplemental Table 1) was added and incubated for 3 days. Tissues were then washed with 1× PBS, and EZ Clear solution was added (sodium phosphate, urea [MilliporeSigma, U5378], sodium azide [MilliporeSigma, S2002], and Nycodenz [Accurate Chemical & Scientific, 100334-594]) overnight. Fresh EZ Clear solution was used to mount tissues between 2-sided 1.5 μm coverslip chambers constructed from a thin silicone sheet with a round cutout, secured with silicone glue.

### Picro Sirius Red staining

Collagen fibers were visualized using the Picro Sirius Red Stain Kit (Abcam, ab150681). FFPE sections were deparaffinized and rehydrated through the following graded series: 3 × 5 minutes in 100% xylene, 2 × 2 minutes in 100%, 2 × 2 minutes in 95%, 1 × 2 minutes in 70% ethanol; and rinsed in distilled water. Sections were incubated for 2 hours with 150 μL of Picro Sirius Red solution at room temperature on a rocker, and then 200 μL of the acetic acid solution was applied twice in 4-minute incubations. Sections were then dehydrated in 95%, then 100% ethanol, and cleared in 100% xylene (4 minutes each). Coverslips were mounted using resin-based mounting medium (Permount, Electron Microscopy Sciences, 17986-01).

### Confocal microscope

Cleared tissues were imaged using an inverted laser-scanning confocal microscope with Airyscan.2 (Zeiss, LSM 980) and a ×10 air objective. Tiles were stitched and quantification was completed using Zen microscopy software (Zeiss).

### ApoTome3

Stained FFPE tissues and cells were imaged using the ApoTome3 grid-based optical sectioning microscope (Carl Zeiss). ×10 and ×20 air objectives were used. Zen microscopy software automated tile fusion and quantification.

### AxioScan slide scanner

Whole-slide scanning was performed using the Zeiss AxioScan 7 Slide scanner. The automatic scanner acquired ×20 tiled images of tissue sections. Automated tile processing fused images.

### Cytation 5

Explant axon outgrowth was imaged using digital phase contrast and was acquired using the BioTek Cytation 5. The microscope incubator was set at 37°C, and automated exposure and focusing were used. Outgrowth was quantified using ImageJ (NIH) tracing and quantification (8+ random, equally distributed locations).

### IncuCyte live-cell analysis systems

For wound healing assays, we used the IncuCyte system from Sartorius wound-healing program (×10, phase contrast).

### Proliferation assay

The CellTiter 96 AQueous One Solution Cell proliferation Assay (MTS) (Promega, G3580) was used to assess cell proliferation. 2 × 10^3^ mPSC1 or 6419c5 cells per well were plated in a 96-well plate approximately 20 hours before conditioned medium was added. The growth media were replaced with conditioned and control media, and the cells were allowed to grow for approximately 30 hours. As directed by the manufacturer’s protocol, CellTiter 96 AQueous One Solution was added and incubated at 37°C for 4 hours. Absorbance was recorded at 490 nm with a plate reader. Blank-well absorbance was subtracted from the experimental absorbance results.

### Wound healing assay

2.5 × 10^3^ mPSC1 or 7 × 10^3^ 6419c5 cells were plated in a 96-well Incucyte Imagelock plate (Sartorius). At 90%–100% confluence, mitomycin C (10 ng/mL) was added and incubated at 37°C for 2 hours. Cells were then carefully washed with 1× PBS (with Ca^2+^ and Mg^2+^). Wells were scratched with a uniform cell scratcher, treatments were applied, and cells were placed in the IncuCyte system for scanning every 3 hours. Quantification was performed using ImageJ. Recombinant Sema3c (murine, R&D Systems, 1728-S3; and human, R&D Systems, 5570-S3) was administered at 0.1, 0.5, 1, and 2 μg/mL.

### Cell adhesion assay

The CytoSelect 48-well Cell Adhesion Assay (ECM Array, Colorimetric, Cell Biolabs, CBA-070) was used to quantify cell adhesion. The manufacturer’s protocol was followed. 0.357 × 10^5^ mPSC1 cells (control and SCG medium–treated) were added and incubated for 90 minutes at 37°C. Cells were carefully washed, treated with the Cell Stain Solution, washed again, and then treated with the Extraction Solution. Absorbance was recorded at 560 nm with a plate reader.

### Cytokine array

The Proteome Profiler Mouse XL Cytokine Array (R&D Systems, ARY028) protocol was followed as described by the manufacturer. Membranes were prepared and each treated with conditioned medium filtered with Amicon Centrifugal Filter Units, 50 kDa. Blots were imaged using a chemiluminescence imager, quantified with ImageJ, and plotted using Morpheus (https://software.broadinstitute.org/morpheus/).

### Bulk RNA-seq: RNA preparation, library preparation, and sequencing

Total RNA was purified using the RNeasy Kit (QIAGEN, 74004). β-Mercaptoethanol was used as the reducing agent, and RNA extraction was performed according to the QIAGEN protocol. RNA concentration and integrity were verified using a bioanalyzer, and 50 million read pairs per library were prepared and sequenced by the Massively Parallel Sequencing Shared Resource at Oregon Health & Science University (OHSU).

### Data alignment and preprocessing

Sequencing data alignment and quantification were performed with STAR (v2.7.10b) (84). FASTQ files containing sequencing reads for each sample were aligned to the mouse genome assembly GRCm39. STAR alignment options were set to standard ENCODE parameters as detailed in the STAR manual. Gene-level quantification was performed by setting STAR quantification mode to “GeneCounts” and used the GENCODE primary assembly basic genome annotation (M33) (85). Stranded reads for each gene were collected into separate counts matrices representing PSC and nerve samples.

### RNA-seq analysis

All post-alignment RNA-seq data analysis and visualization were performed in R (v4.2.2) (86). For differential expression analysis, the standard DESeq2 (v1.38.3) (87) workflow was applied to PSC samples and nerve samples separately. DESeq2 two-factor modeling was used to compare experimental groups while accounting for the experimental batch as a covariate (6/5/2023, 7/5/2023, 8/11/2023, and 9/5/2023). Genes whose read count was cumulatively less than 10 across samples were excluded from differential expression testing in addition to the default DESeq2 low read count gene filter. PCA used read counts that were modified by DESeq2 variance-stabilizing transformation (VST) and subsequently batch-corrected with limma (v3.54.2) (88). Heatmap visualizations of DESeq2 results were generated with pheatmap (v1.0.12) using VST batch-corrected counts and set to scale data by row.

### Gene set enrichment analysis

Differentially expressed genes from the DESeq2 analysis were input into the GSEA Molecular Signatures Database (MSigDB) gene set enrichment analysis (https://www.gsea-msigdb.org/gsea/msigdb). Mouse molecular signatures collections, including hallmark gene sets (MH) and GO biological processes (M5, BP), were used to evaluate categorization.

### Statistics

Sample sizes and replicates are reported. Statistical analyses were primarily performed using GraphPad Prism software [version 10.4.0 (527)]. The unpaired 2-tailed *t* test was used to compare parametric data between 2 groups. ANOVA was performed for multiple conditions. *P* < 0.05 was considered statistically significant.

### Study approval

#### Human tissue samples.

Human PDAC patient tissue samples and informed consent were obtained from the OPTR (Institutional Review Board approved, STUDY00003609). All methods were carried out in strict compliance with the ethical regulations of the Institutional Review Board and the institution. Samples were derived from FFPE primary tumors that underwent pathological review. Tumor-rich areas were macrodissected for nucleic acid extraction and RNA-seq. Pathology review was performed at OHSU, and RNA extraction and sequencing were conducted by Tempus (GEO accession GSE205154).

#### Animal studies.

Studies were approved by the Institutional Animal Care and Use Committee (IACUC) at Oregon Health & Science University (OHSU), which reviewed and oversaw each animal model experiment in accordance with NIH guidelines for the humane treatment of animals.

### Data availability

All sequencing data from this study were deposited in the publicly available Gene Expression Omnibus database (GEO GSE318481; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE318481).

## Author contributions

ALS conducted all experiments described in this article with support from PD, JG, TK, BC, and MJK. KH analyzed the bulk RNA-seq data. CP analyzed survival data from the OPTR with support from RCS. ALS, MHS, DLM, TAZ, and SEE designed the experiments and drew conclusions from the data. SEE supervised all experiments and analyses. ALS and SEE wrote the manuscript with input from all authors.

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH grants R01CA257452 (to DLM and TAZ), R01CA250917, and Memorial Sloan Kettering Cancer Center P30CA008748 (to MHS).
- Cancer Early Detection Advanced Research Center (CEDAR), Project ID# Faculty Startup 2023-1768, Project ID# Exploratory Grants 2025-2044 and 2023-1840 (to SEE).
- Oregon Health & Science University, Knight Cancer Institute’s Scientific Operations Collaborative Grant (to ALS).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
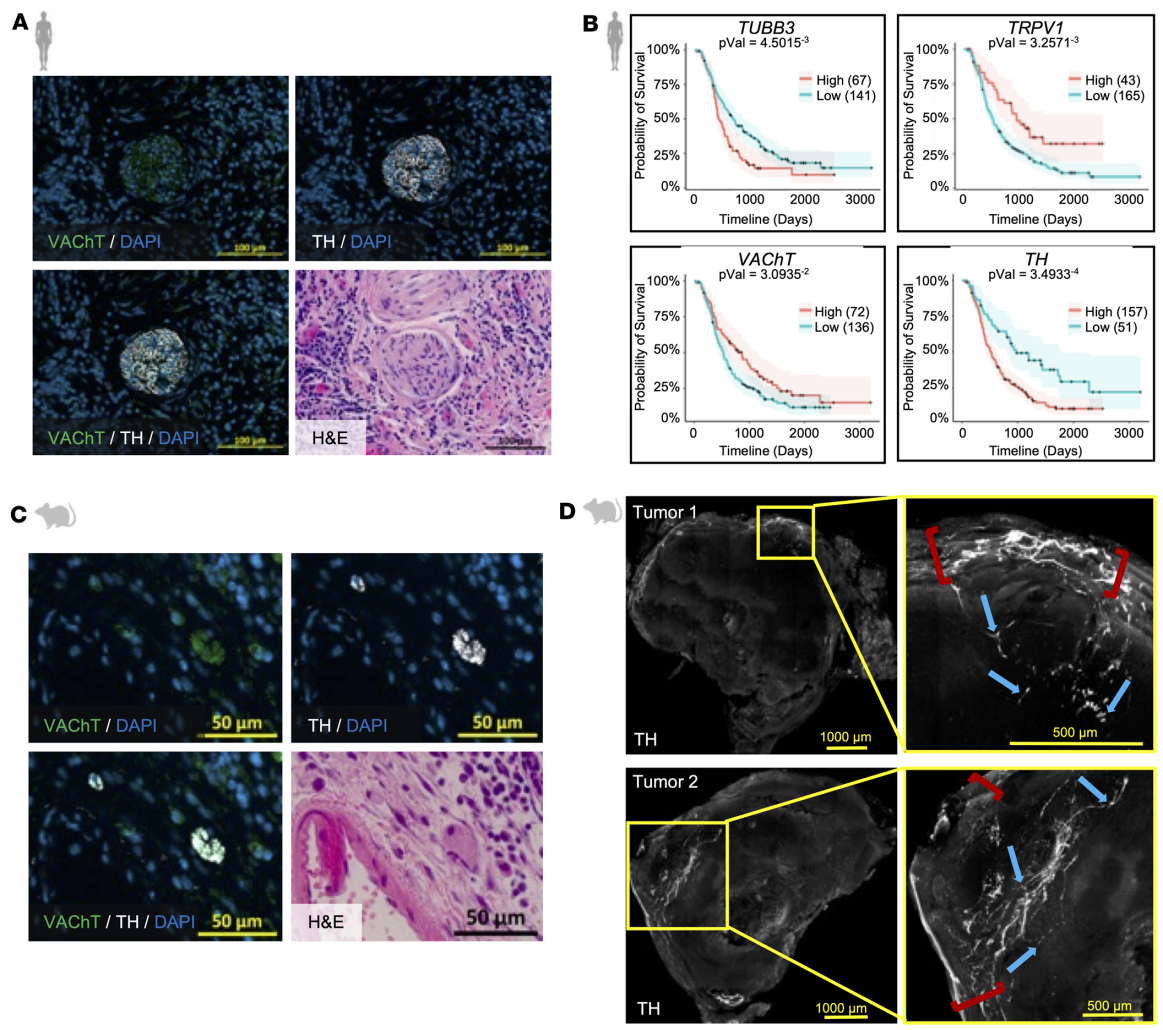
Human and murine PDAC tumors are innervated by autonomic nerves. (**A**) Co-immunofluorescent image of an intratumoral nerve bundle in human PDAC stained with VAChT (green), TH (white), and DAPI (cyan), alongside the matched H&E image. Scale bars: 100 μm. (**B**) Kaplan-Meier estimates of overall survival in patients with PDAC, stratified by primary tumor high or low gene expression of *TUBB3*, *TRPV1*, *VAChT*, and *TH* (*n* = 208). (**C**) Co-immunofluorescent image of an intratumoral nerve bundle in a murine KPC tumor stained with VAChT (green), TH (white), and DAPI (cyan), alongside the matched H&E image. Scale bars: 50 μm. (**D**) Representative cleared KPC tumors stained with TH (white). Red brackets mark tumor-encasing nerves, and blue arrows mark tumor-invading nerves. Scale bars: 500 μm and 1,000 μm.

**Figure 2:**
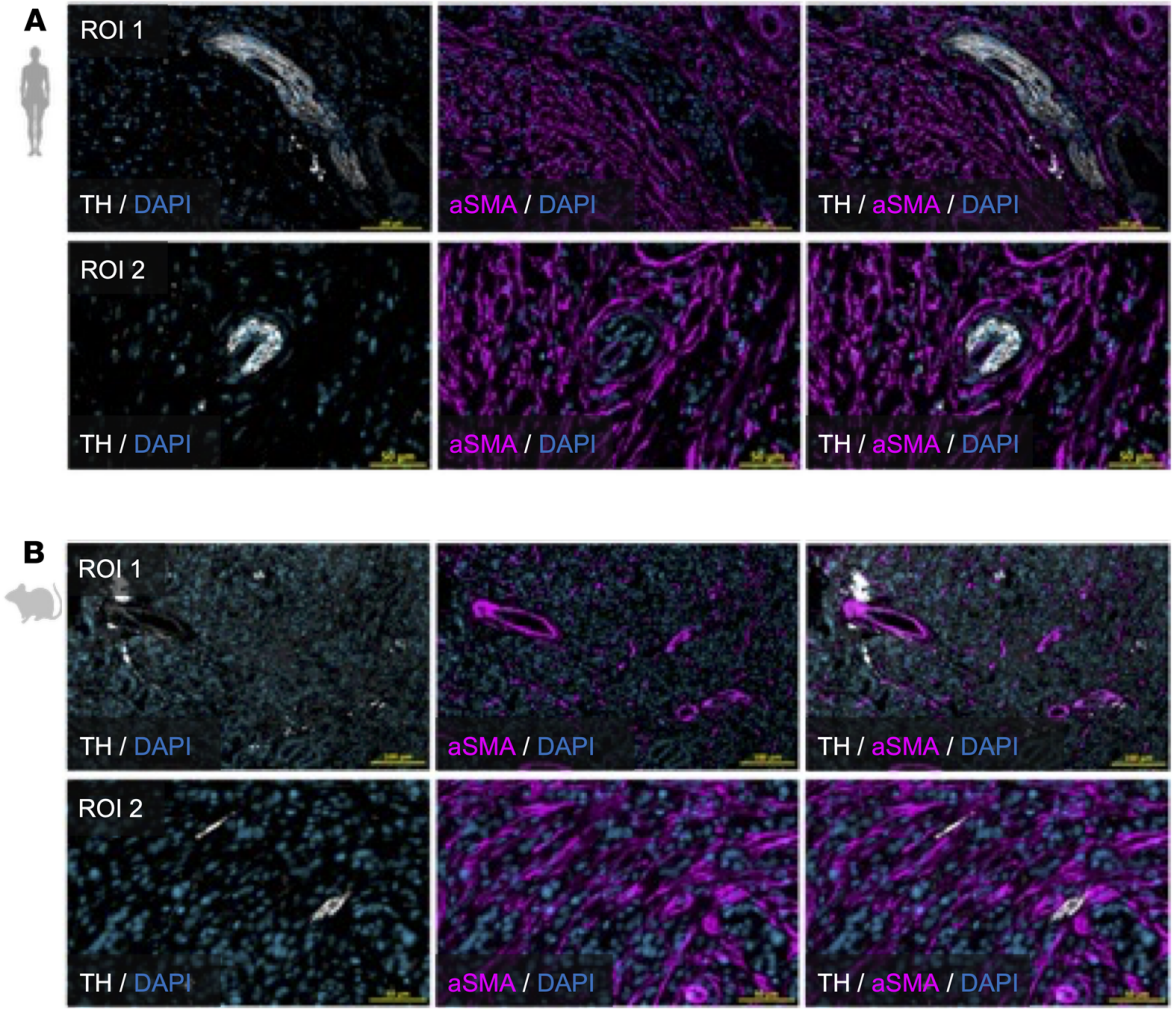
Intratumor sympathetic nerves are closely associated with CAFs. Representative co-immunofluorescent images of human (**A**) and murine (**B**) PDAC marked with TH (white), α-smooth muscle actin (aSMA) (magenta), and DAPI (cyan). Scale bars: 100 μm (top panels in **A** and **B**) and 50 μm (bottom panels in **A** and **B**).

**Figure 3:**
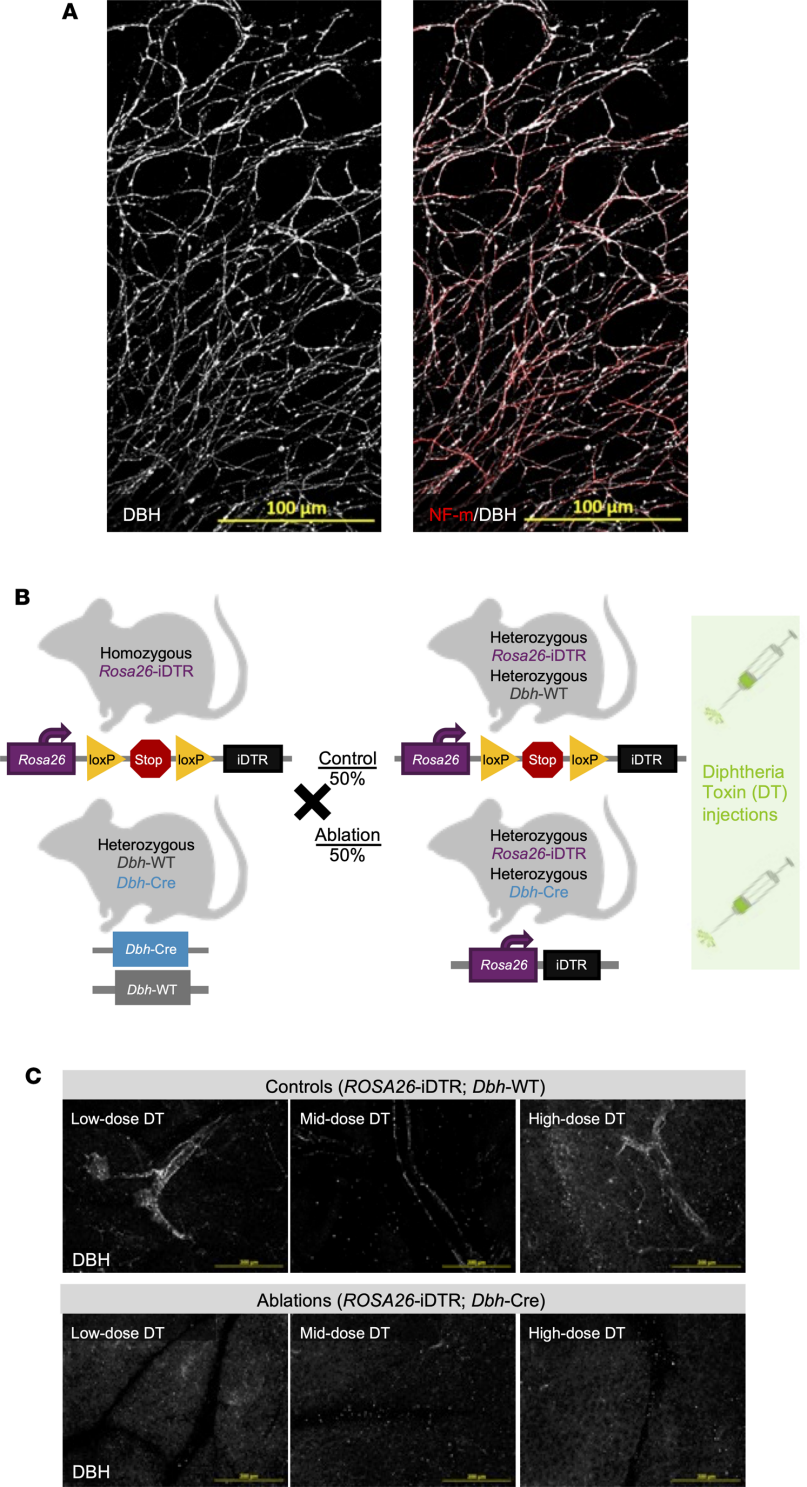
Pancreas-specific genetic ablation of sympathetic innervation. (**A**) Representative immunofluorescent image of SCG outgrowth marked with DBH (white) and neurofilament-medium (NF-m) (red). Scale bars: 100 μm. (**B**) Schematic of murine genetic sympathectomy model. Homozygous *Rosa26*-iDTR mice were crossed with heterozygous *Dbh*-Cre mice, resulting in offspring composed of 50% *Rosa26*-iDTR/*Dbh*-WT (control group) and 50% *Rosa26*-iDTR/*Dbh*-Cre (ablation group). (**C**) Representative immunofluorescent images validating healthy pancreas sympathetic ablations with low (100 ng), mid (250 ng), and high (500 ng) DT doses. Each image was acquired with the same exposure and contrast settings; maximum-intensity projections are shown. Scale bars: 200 μm.

**Figure 4:**
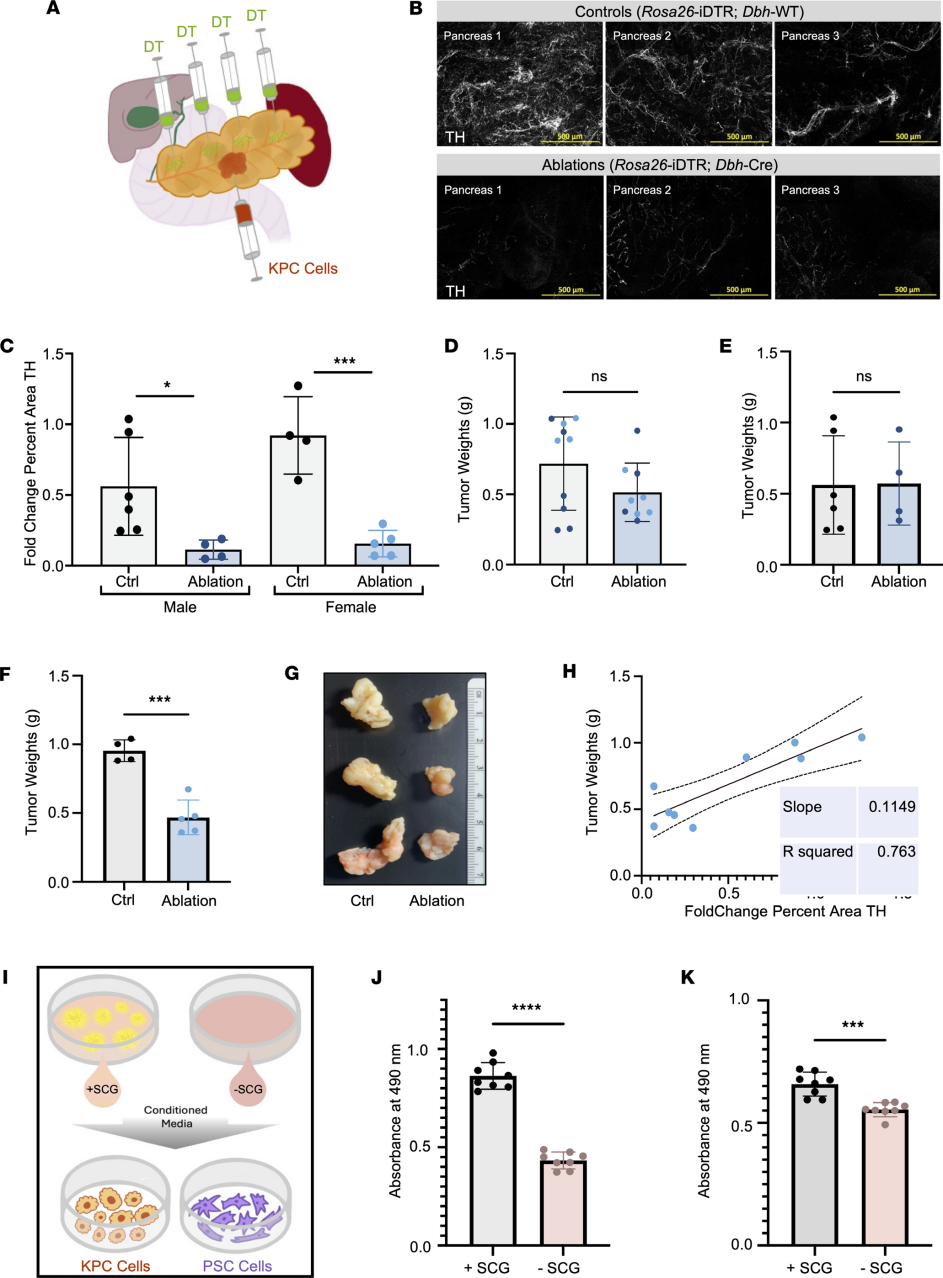
Sympathetic nerves promote female PDAC tumor growth. (**A**) Schematic of intrapancreatic DT injections combined with an orthotopic KPC (6419c5) injection. (**B**) Representative immunofluorescent staining of sympathetic nerves with TH (white) in the tumor-adjacent pancreas of control versus sympathectomized cohorts. Images were acquired with the same exposure and contrast settings; maximum-intensity projections are shown. Scale bars: 500 μm. (**C**) Quantification of normalized TH percent area (fold change) of control versus sympathectomized tumor-adjacent pancreas in male (*n* = 6 control, *n* = 4 ablation) and female (*n* = 4 control, *n* = 5 ablation) mice. Data were normalized to the mean of the control groups across staining batches. Each dot represents 1 animal, bar plot mean ± SD; *P < 0.05, ***P < 0.001; paired Wilcoxon’s signed rank test. (**D**) Combined male (dark blue) and female (light blue) tumor weights (grams) of control and sympathetic ablation groups. Each dot represents 1 animal, mean ± SD; not significant (ns) *P* > 0.05; paired Wilcoxon’s sig ned rank test. (**E** and **F**) Endpoint KPC tumor weights (grams) separated by sex: male (*n* = 6 control, *n* = 4 ablation) (**E**) and female (*n* = 4 control, *n* = 5 ablation) (**F**). Each dot represents 1 animal, bar plots mean ± SD; ***P < 0.001; unpaired, 2-tailed Student’s *t* test. (**G**) Representative endpoint tumors of female control and ablated tumors. The tape measure is marked in centimeters. (**H**) Correlation between female normalized TH percent area and KPC orthotopic tumor weights (grams). (**I**) Schematic of conditioned medium proliferation assay. (**J** and **K**) Proliferation of KPC (6419c5) (**J**) and PSC (mPSC1) (**K**) cells cultured with SCG-conditioned (+SCG) or control (–SCG) medium. *n* = 8 replicates; bar plots mean ± SD; ***P < 0.001, ****P < 0.0001; unpaired, 2-tailed Student’s *t* test.

**Figure 5:**
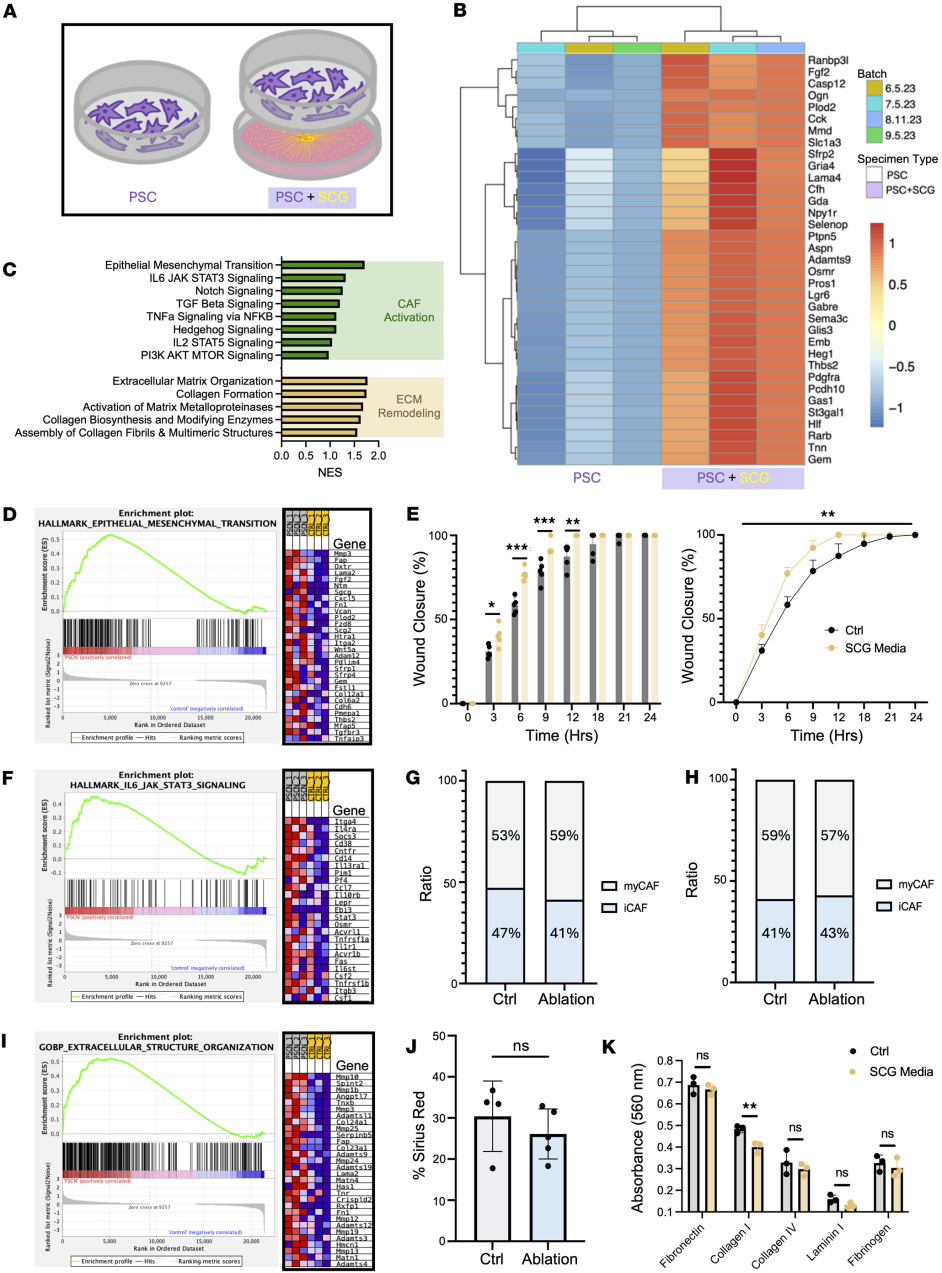
Sympathetic nerves drive CAF activation and ECM remodeling. (**A**) Schematic of indirect coculture of PSCs with SCGs. (**B**) Heatmap of all differentially expressed protein-coding genes in PSC controls compared with PSC+SCG experimental groups. (**C**) Gene set enrichment analysis (GSEA) normalized enrichment scores (NES) of signaling pathways related to CAF activation (hallmarks) and extracellular matrix remodeling (GO biological processes). (**D**) Epithelial-mesenchymal transition GSEA plot (NES = 1.71, FDR *q* value = 0.007) and top 30 significantly enriched genes. (**E**) Wound healing assay, percentage bar plot, and closure curve of PSCs treated with control (Ctrl) and SCG-conditioned medium. *n* = 5 wounds per time point, per treatment; mean ± SD; *P* > 0.05, *P < 0.05, **P < 0.01, ***P < 0.001; unpaired, 2-tailed Student’s *t* test; 2-way ANOVA, repeated measures. (**F**) IL-6/JAK/STAT3 signaling GSEA plot (NES = 1.32, FDR *q* value = 0.046) and top 25 significantly enriched genes. (**G** and **H**) Quantified ratio percentage of iCAFs to myCAFs in Ctrl and ablated tumors of female (**G**) and male (**H**) mice. (**I**) Extracellular structure reorganization GSEA plot (NES = 1.74, FDR *q* value = 0.19) and top 25 significantly enriched genes. (**J**) Quantification of ECM (percent area) in female tumors. Each dot represents 1 animal; *n* = 9; bar plot mean ± SD; ns *P* > 0.05. (**K**) Adhesion assay of PSCs treated with Ctrl medium and SCG-conditioned medium. Bar plot. *n* = 3 wells per ECM scaffolding; mean ± SD; ns *P* > 0.05, **P < 0.01; unpaired, 2-tailed Student’s *t* test.

**Figure 6:**
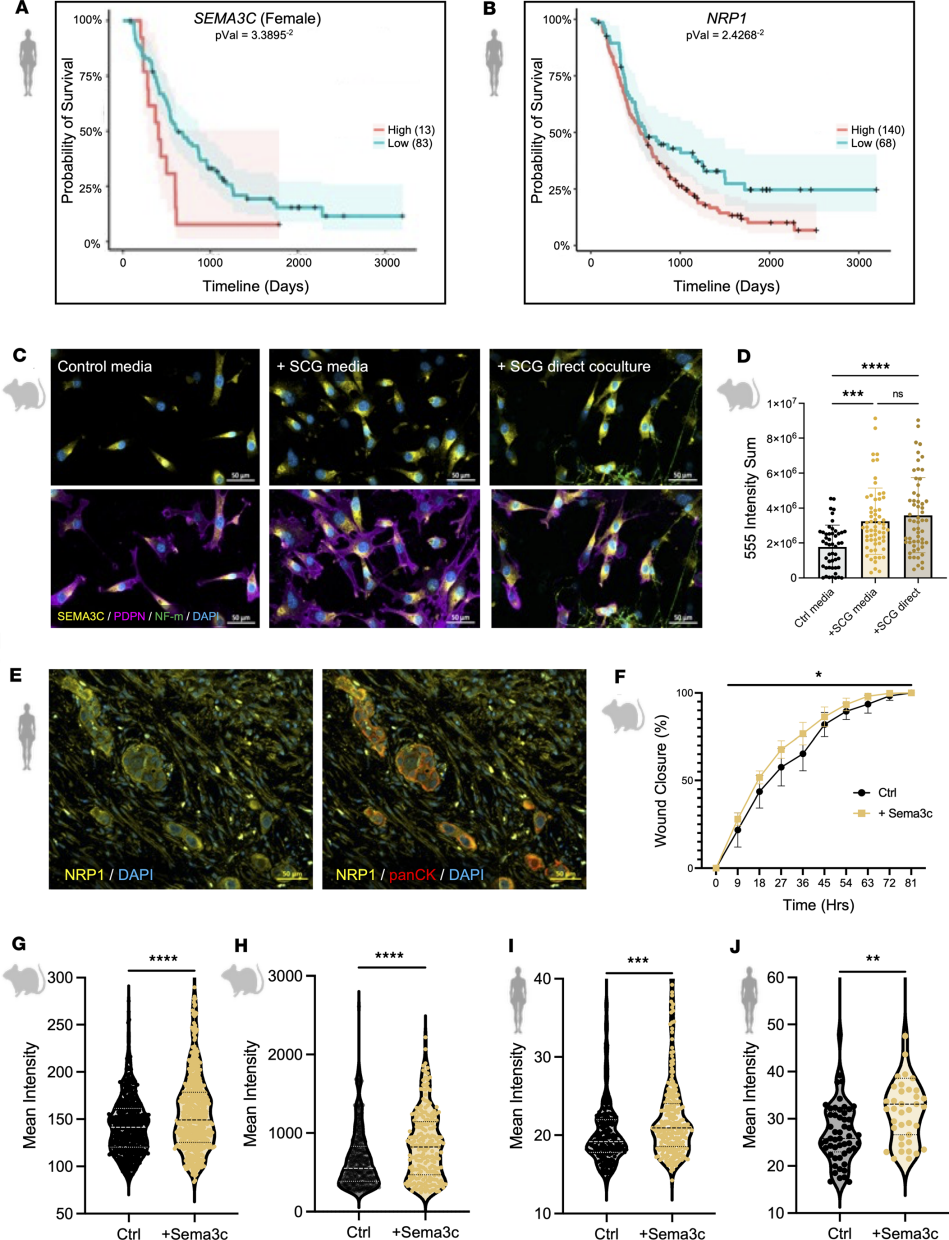
Upregulation of Sema3c enhances metastatic phenotypes. (**A** and **B**) Kaplan-Meier estimates for female PDAC patients stratified by *SEMA3C* (**A**) and *NRP1* (**B**) expression. (**C**) Co-immunofluorescent images of SEMA3C (yellow), PDPN (magenta), and NF-m (green) expressed in PSCs cocultured with SCG medium or SCGs directly. Scale bars: 50 μm. (**D**) Intensity sum of SEMA3C expression in PSCs cocultured with control medium, SCG-conditioned medium, and directly with SCGs. Each dot represents 1 cell, bar plot mean ± SD; ns *P* > 0.05, ***P < 0.001, ****P < 0.0001. (**E**) Immunofluorescent staining of NRP1 (yellow) in a human PDAC tumor section. Scale bars: 50 μm. (**F**) Wound healing assay percent closure of KPC (6419c5) cells treated with Ctrl medium and recombinant SEMA3C. *n* = 4 wounds per time point, per treatment; mean ± SD; *P < 0.05; 2-way ANOVA, repeated measures. (**G**–**J**) Mean intensity quantification of immunofluorescent staining of KPC (6419c5) cells with SNAIL/SLUG (**G**) and Vimentin (**H**) and Panc1 cells with SNAIL/SLUG (**I**) and Vimentin (**J**).

**Figure 7:**
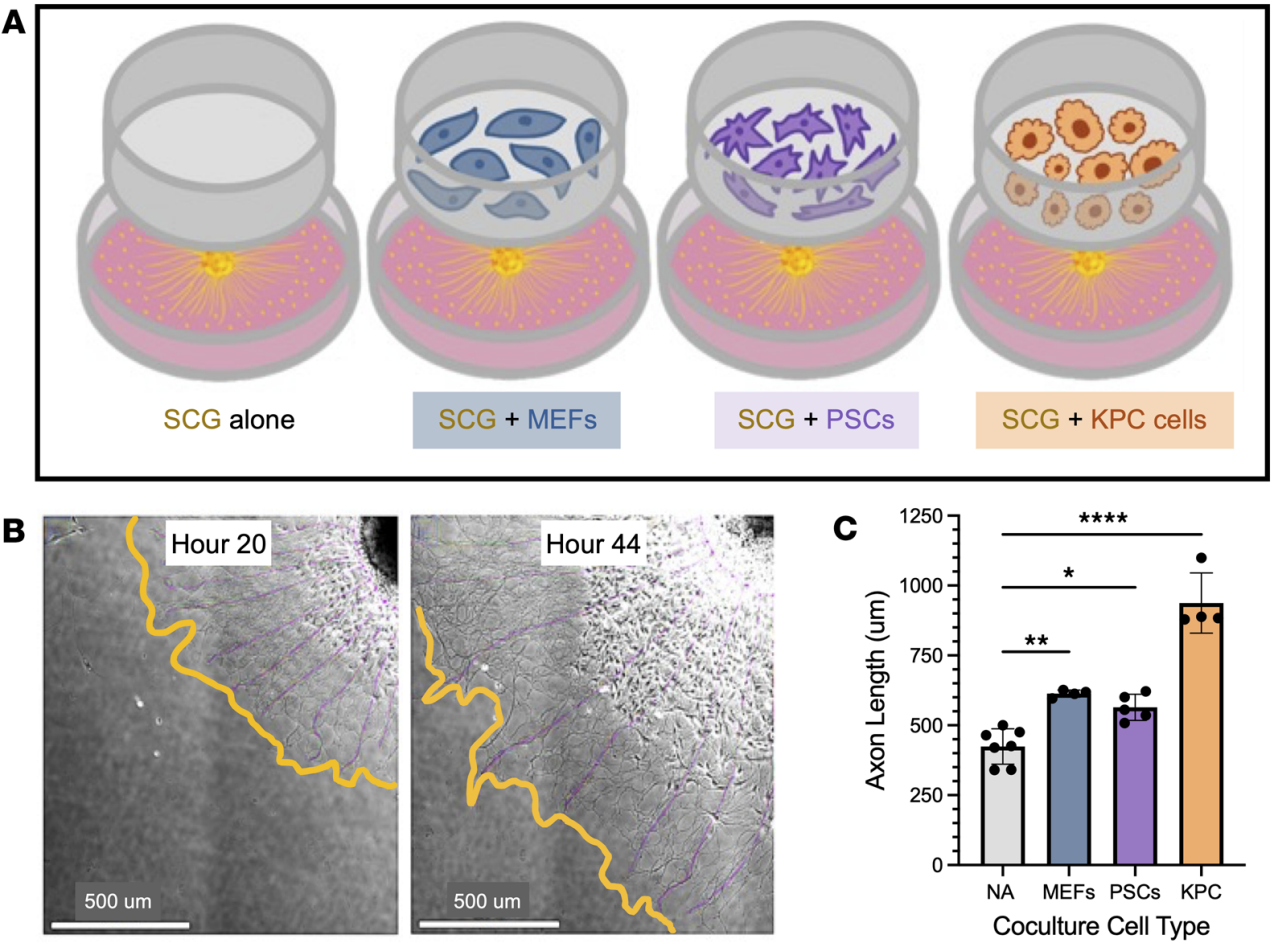
Cancer and fibroblast signaling enhances SCG axon outgrowth. (**A**) Schematic of indirect coculture systems. SCG explants (yellow) were plated on the bottom of each well (the schematic does not represent the actual number of SCG explants, typically around 8 explants per well). SCG explants were cocultured either alone (no cells) or with cells on inserts, including MEFs (control fibroblasts, blue), mPSC1 cells (pancreas-derived CAFs, violet), and 6419c5 KPC cells (orange). (**B**) Representative phase-contrast image of SCG explant radial axon outgrowth at hour 22 and hour 44 after plating. The yellow outline indicates the edge of measured averaged radial axon outgrowth, and purple represents average axon traces. Scale bars: 500 μm. (**C**) Quantification of SCG axon length of explants in coculture conditions: NA (no cells), MEFs (Ctrl fibroblasts), PSCs (mPSC1), and KPC (6419c5) cells. Each dot represents one SCG explant, mean ± SD; *P < 0.05, **P < 0.01, ****P < 0.001; 1-way ANOVA.

**Figure 8:**
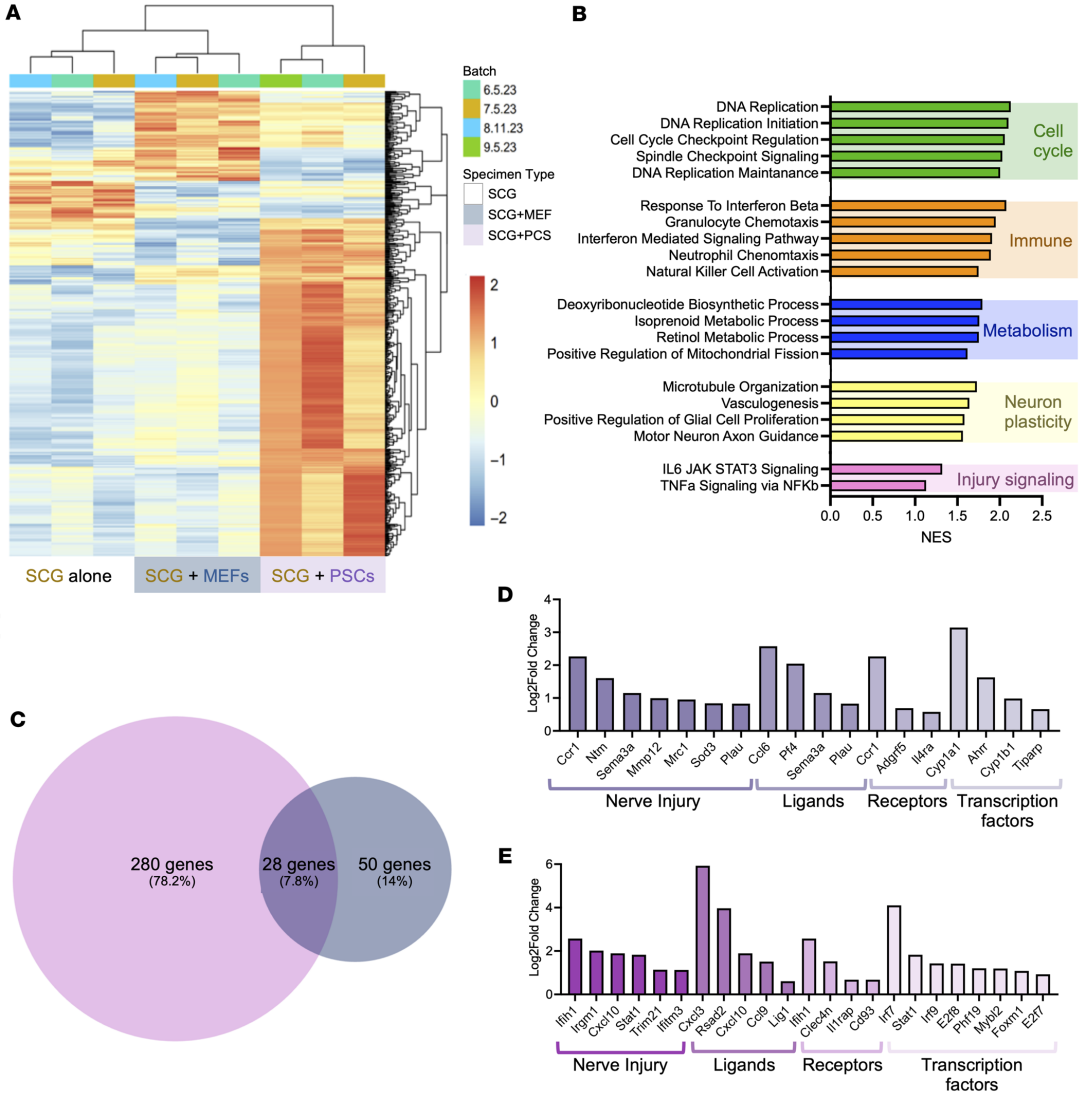
CAF-specific transcriptional effects on SCG explants. (**A**) Heatmap of differentially expressed genes comparing SCGs alone (yellow), SCGs cocultured with MEFs (blue), and PSC cells (purple). The genes shown (rows) are all significantly differentially expressed genes across all condition comparisons. (**B**) GSEA of SCG+PSC versus SCG of biological processes enriched gene sets. From top to bottom, select pathways upregulated: cell cycle (green), immune response (orange), metabolic pathways (blue), neuron plasticity (yellow), and injury signaling (pink). (**C**) Venn diagram of upregulated genes of different coculture comparisons. (**D** and **E**) Bar graphs delineating specific genes upregulated in both SCG+PSC and SCG+MEF samples (**D**) and SCG+PSC samples (**E**), categorized by nerve injury, ligands, receptors, and transcription factor (log_2_ fold change).

# Supplementary material for: Sympathetic nerve–fibroblast crosstalk drives nerve injury, fibroblast activation, and matrix remodeling in pancreatic cancer
**Source:** JCI Insight. 2026 Feb 19;11(7):e192814. doi: 10.1172/jci.insight.192814
**Supplement:** Supplemental data

## Supplemental Material

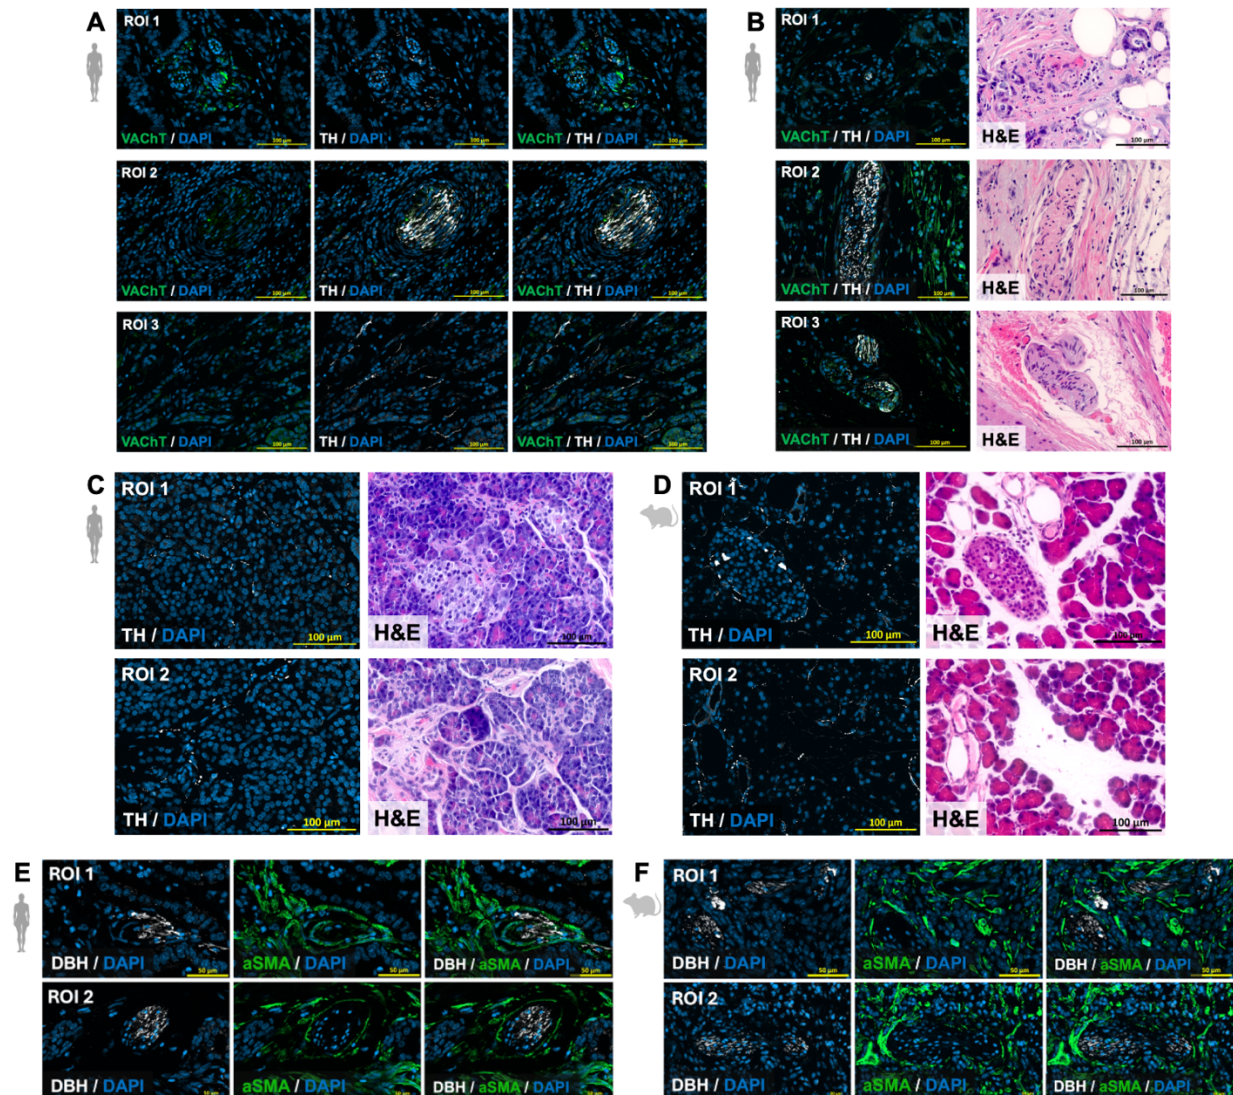

**Supplemental Figure 1. Immunofluorescent staining of variable sympathetic innervation in human and murine PDAC tumors.** (A) Co-immunofluorescent images illustrating diverse patterns of intratumor innervation in human PDAC, including nerve bundles with varying sympathetic and parasympathetic compositions, orientation and quantity. Samples were stained with VACHT (green), TH (white), and DAPI (cyan). Scale bar, 100  $\mu$ m. (B) Co-immunofluorescent images showing intratumor nerve bundles of different sizes in human PDAC. ROI1 depicts a small bundle, ROI2 a large bundle, and ROI3 multiple medium-sized bundles in proximity. Staining includes VACHT (green), TH (white), and DAPI (cyan). Scale bar, 100  $\mu$ m. Images are shown with matched H&E. Immunofluorescent images of sympathetic innervation in (C) human and (D) murine tumor-adjacent pancreas. ROI1s highlight innervation of acini and islets of Langerhans,

and ROI2s show innervation of ducts and interlobular connective tissue. Scale bars, 100  $\mu$ m. Co-immunofluorescent images of intratumor sympathetic nerves in (E) human PDAC and (F) murine KPC tissues. Two regions of interest (ROIs) show intratumor nerve bundles stained with the sympathetic nerve marker, DBH (white),  $\alpha$ -SMA (green), and DAPI (cyan). Scale bars, 50  $\mu$ m.

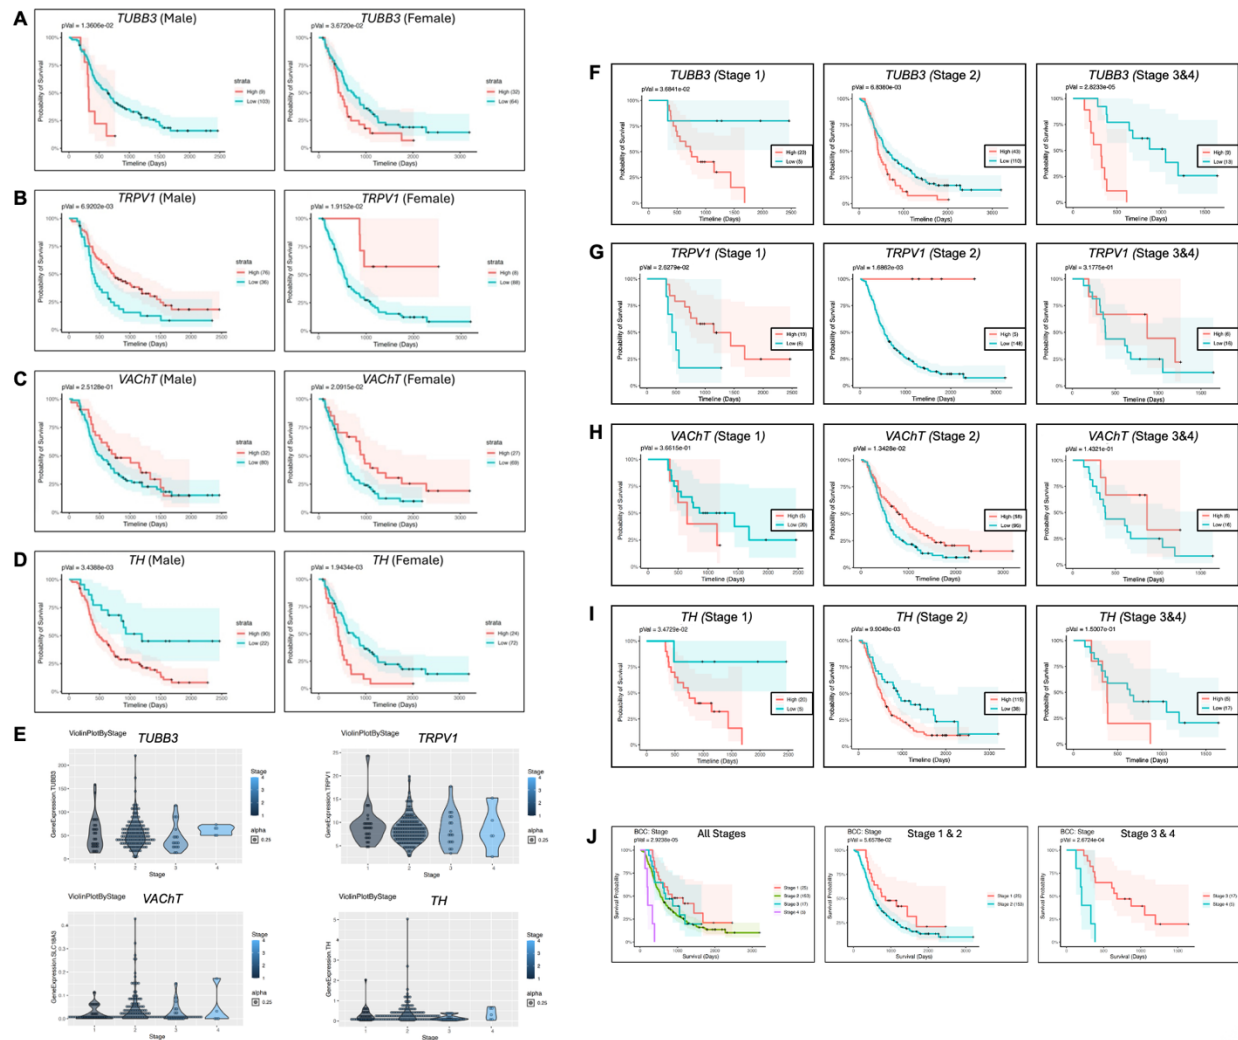

**Supplemental Figure 2: Kaplan-Meier estimates of PDAC survival stratified by sex and stage.** Kaplan-Meier estimates of PDAC patient survival associated with primary tumor high or low gene expression and stratified by sex of: (A) *TUBB3*, (B) *TRPV1*, (C) *VACHT* (*SLC18A3*), and (D) *TH*. The red line represents PDAC patients with expression, and the blue line represents patients with low expression (n = 208 total PDAC patients). (E) Violin plots of RNA expression by stage of *TUBB3*, *TRPV1*, *VACHT* (*SLC18A3*), and *TH*. Kaplan-Meier estimates of PDAC patient survival associated with primary tumor high or low gene expression and stratified by stage 1, 2,

and 3 & 4 combined of (F) TUBB3, (G) *TRPV1*, (H) *VACht* (*SLC18A3*), and (I) TH. The red line represents PDAC patients with high expression, and the blue line represents patients with low expression (stage 1, n = 25; stage 2, n = 153; stages 3 and 4, n = 22). Kaplan-Meier estimates of PDAC patient survival associated with (J) all stages (stage 1 (red line), stage 2 (green line), stage 3 (blue line), stage 4 (violet line), followed by plots comparing stage 1 (red line) and 2 (blue line), and stage 3 (red line) and 4 (blue line).

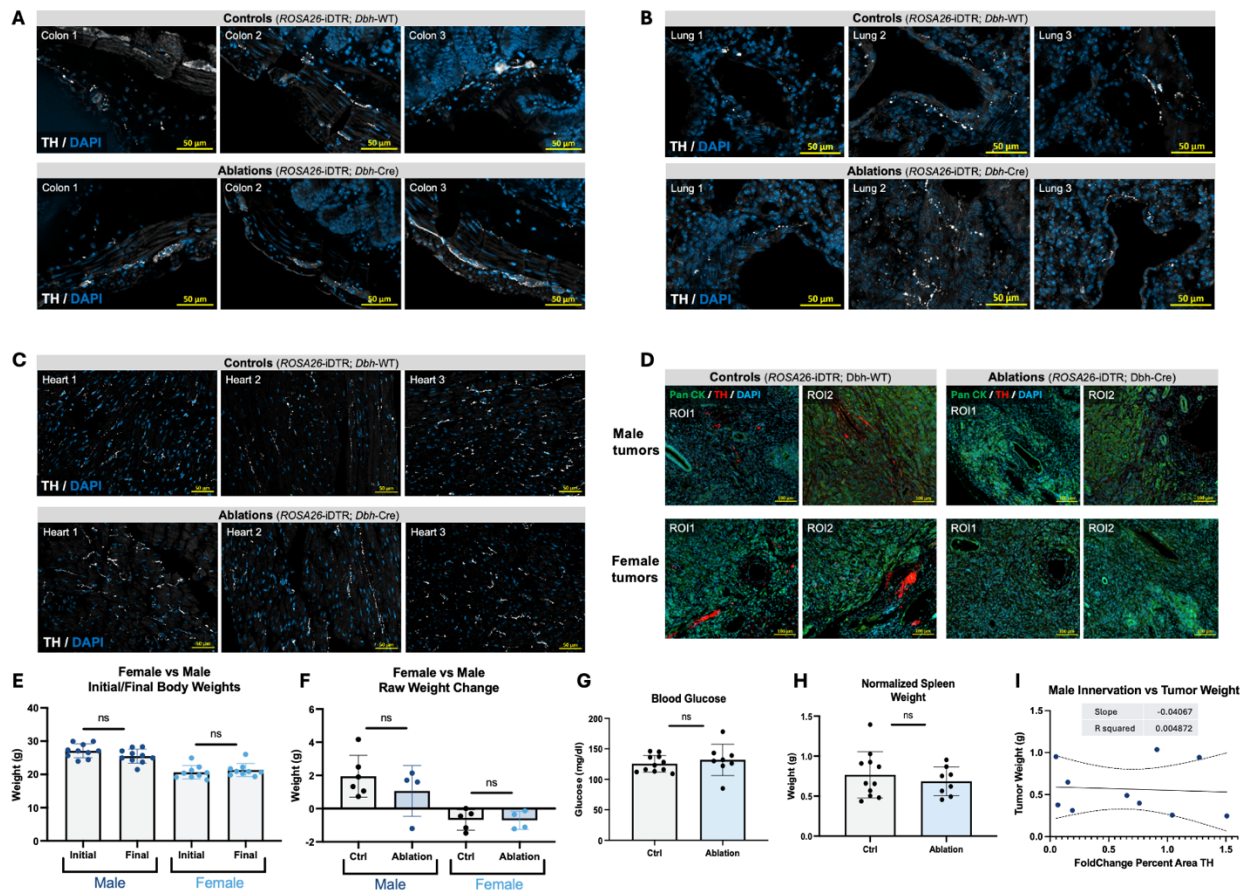

**Supplemental Figure 3: Validation of pancreas-specific sympathectomy and systemic physiological assessments.** Representative 15  $\mu$ m maximum-intensity projections of (A) colon, (B) lung, and (C) heart sections stained for TH (white) and DAPI (cyan), demonstrating preserved sympathetic innervation in control and ablated murine off target organs. Scale bars, 50  $\mu$ m. (D) Representative immunohistochemistry staining of intratumor innervation in control and ablated KPC tumors in male and female mice. Samples were stained with pan-CK (green), TH (red), and DAPI (cyan). Scale bars, 100  $\mu$ m. (E) Initial (tumor-free) and final (experimental endpoint) body

weights (g) of female (n = 9) and male (n = 10) mice. **(F)** Raw weight change (g) of control and sympathetic ablated mice (female n = 9, male n = 10). **(G)** Blood glucose levels (mg/dL) of control (n = 11) and sympathetic ablated (n = 9) mice at endpoint. **(H)** Normalized spleen weights (spleen weight / body weight) of control and ablated mice (female n = 9, male n = 9). All data are shown as individual points with mean  $\pm$  SD; ns indicates  $P > 0.05$ ; unpaired 2-tailed Student's t-test. **(I)** Correlation between male normalized TH percent area compared to KPC orthotopic tumor weights (g).

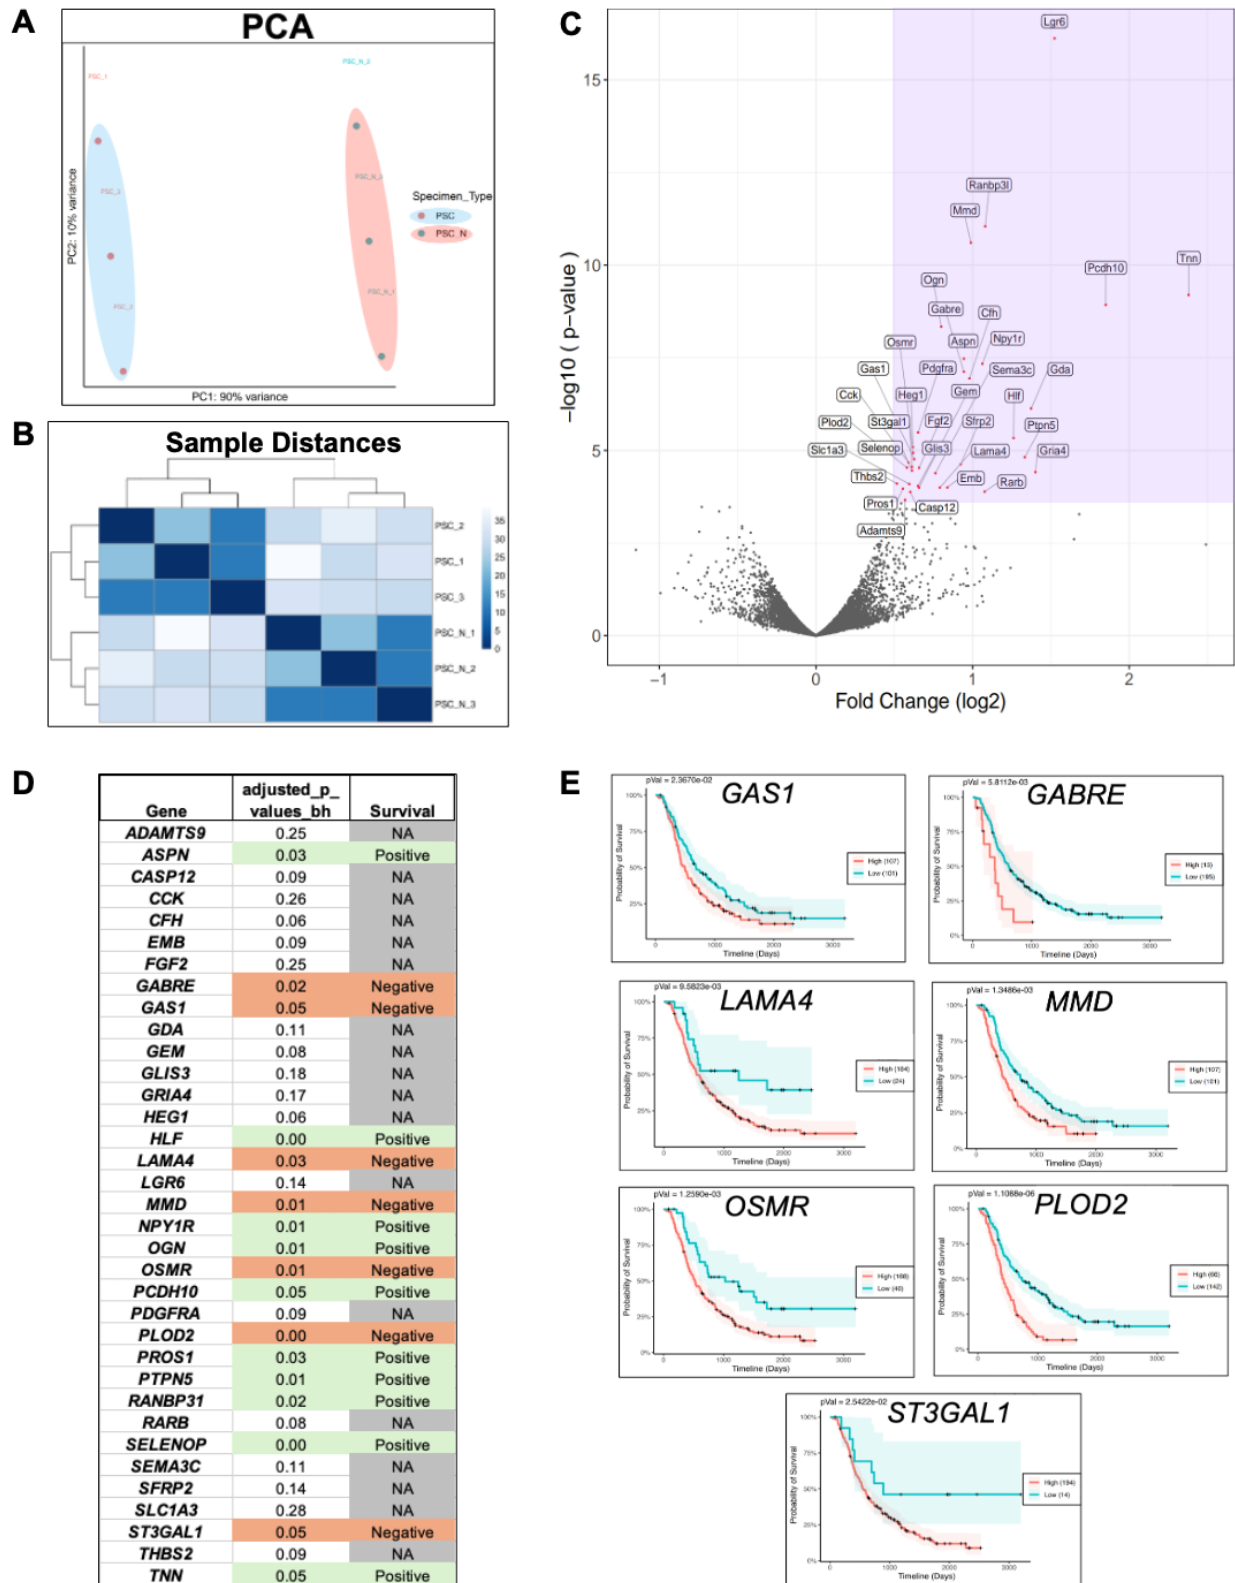

**Supplemental Figure 4: PSC bulk RNA-seq.** (A) Principal component analysis (PCA) showing samples in the PSC condition compared to PSC+SCG (PSC\_N) samples. PCA was performed

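A principal component analysis of the 500 most variable genes was run on log2(normalized count + 1), in place of the authors' variance-stabilized values. Without adjustment, the first component held 48.7% of the variance, and 93.7% of its own variance lay between replicate numbers and 2.79% between PSC and PSC+SCG. After the replicate number was removed with limma, the first component held 41.0%, of which 68.1% lay between the conditions. With PSC replicate 3 and PSC+SCG replicate 3 each in a block of its own, the first component held 74.2% and was almost wholly the difference between conditions, since the adjustment moves a library that is alone in its block to the mean of its condition. The distances between libraries show the same. Unadjusted, PSC replicate 3 lay 116 and 112 from PSC replicates 1 and 2, which were 96.9 apart, and PSC+SCG replicate 3 lay 148 and 136 from PSC+SCG replicates 1 and 2, which were 109 apart. After that adjustment replicates 1 and 2 were 67.5 apart in each group, and replicate 3 was 33.7 from each of them.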

on the top 500 most variable genes (batch-adjusted VST counts). **(B)** Batch-adjusted sample distances for co-cultured PSC. **(C)** Volcano plot of bulk RNA-seq results showing genes increased in PSC samples (negative log2 fold change, left) and PSC+SCG samples (positive log2 fold change, right) conditions. 

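The data here are the PSC and PSC+SCG libraries, and the survival of patients was not analysed here. Gabre (ENSMUSG00000031340) lies on chromosome X of GRCm39 from 71299605 to 71318409. Its normalized count was 1774 ± 877 (SD, n = 3) in PSC+SCG and 1005 ± 377 (SD, n = 3) in PSC, a log2 fold change of 0.73 (standard error 0.43). Lama4 (ENSMUSG00000019846) lies on chromosome 10 of GRCm39 from 38841141 to 38998403. It had 1704 ± 519.6 (SD, n = 3) in PSC+SCG and 1016 ± 503 (SD, n = 3) in PSC, a change of 0.81 (standard error 0.34) on the log2 scale. Mmd (ENSMUSG00000003948) lies on chromosome 11 of GRCm39 from 90140164 to 90243255, and 18.7% of its exon bases lie in exons of Gm45883 and Smim36 on the same strand, which the authors' counting by strand does not part. Counts of 4421 ± 964 (SD, n = 3) in PSC+SCG and 2398 ± 296 (SD, n = 3) in PSC gave a log2 fold change of 0.87 (standard error 0.17). Osmr (ENSMUSG00000022146) lies on chromosome 15 of GRCm39 from 6843053 to 6904450. This receptor of oncostatin M had 5913 ± 2832 (SD, n = 3) in PSC+SCG and 3978 ± 1821 (SD, n = 3) in PSC, a log2 fold change of 0.55 (standard error 0.43). Plod2 (ENSMUSG00000032374) lies on chromosome 9 of GRCm39 from 92424119 to 92490494. This collagen lysyl hydroxylase had 6108 ± 1589.7 (SD, n = 3) in PSC+SCG and 4544 ± 336 (SD, n = 3) in PSC, or 0.39 (standard error 0.19) on the log2 scale. St3gal1 (ENSMUSG00000013846) lies on chromosome 15 of GRCm39 from 66974724 to 67048690. It had 7519 ± 889.9 (SD, n = 3) in PSC+SCG and 4847 ± 1072 (SD, n = 3) in PSC, and the log2 fold change was 0.65 (standard error 0.18). Together with Gas1 these make 7 of the 35 genes of Fig. 5B, and all 7 were higher in PSC+SCG, with 6 of them higher in every same-numbered pair. In 2 of the 7 the groups did not overlap (10% of genes by chance), and 3 had an unadjusted p under 0.05. None was past the threshold in limma without a block. Under the replicate block 5 were, and the adjusted p from limma was 0.00559 for Gabre, 0.00160 for Lama4, 9.38e-05 for Mmd, 0.00906 for Osmr, 0.135 for Plod2 and 0.00165 for St3gal1. Over the alternatives it ranged from 5.85e-08 to 0.9999 for Gabre, 1.47e-05 to 0.9999 for Lama4, 3.48e-11 to 0.9999 for Mmd, 2.50e-04 to 0.9999 for Osmr, 7.41e-04 to 0.9999 for Plod2 and 2.54e-04 to 0.9999 for St3gal1. All 7 were past the threshold with replicates 3 apart.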

Purple shades the upregulated protein-coding genes passing the 0.05 adjusted p-value and 0.5 log2 fold change cutoff. **(D)** List of 35 significantly upregulated protein-coding genes in PSCs when co-cultured with SCGs and their associated human PDAC survival. Adjusted *P* values were generated with a Benjamini-Hochberg (BH) FDR correction (*n* = 208 patients). **(E)** Kaplan-Meier estimates of genes associated with overall poor PDAC patient survival: *GAS1*, *GABRE*, *LAMA4*, *MMD*, *OSMR*, *PLOD2*, and *ST3GAL1*. The red line represents PDAC patients with high gene expression, and the blue line represents patients with low gene expression (*n* = 208 total).

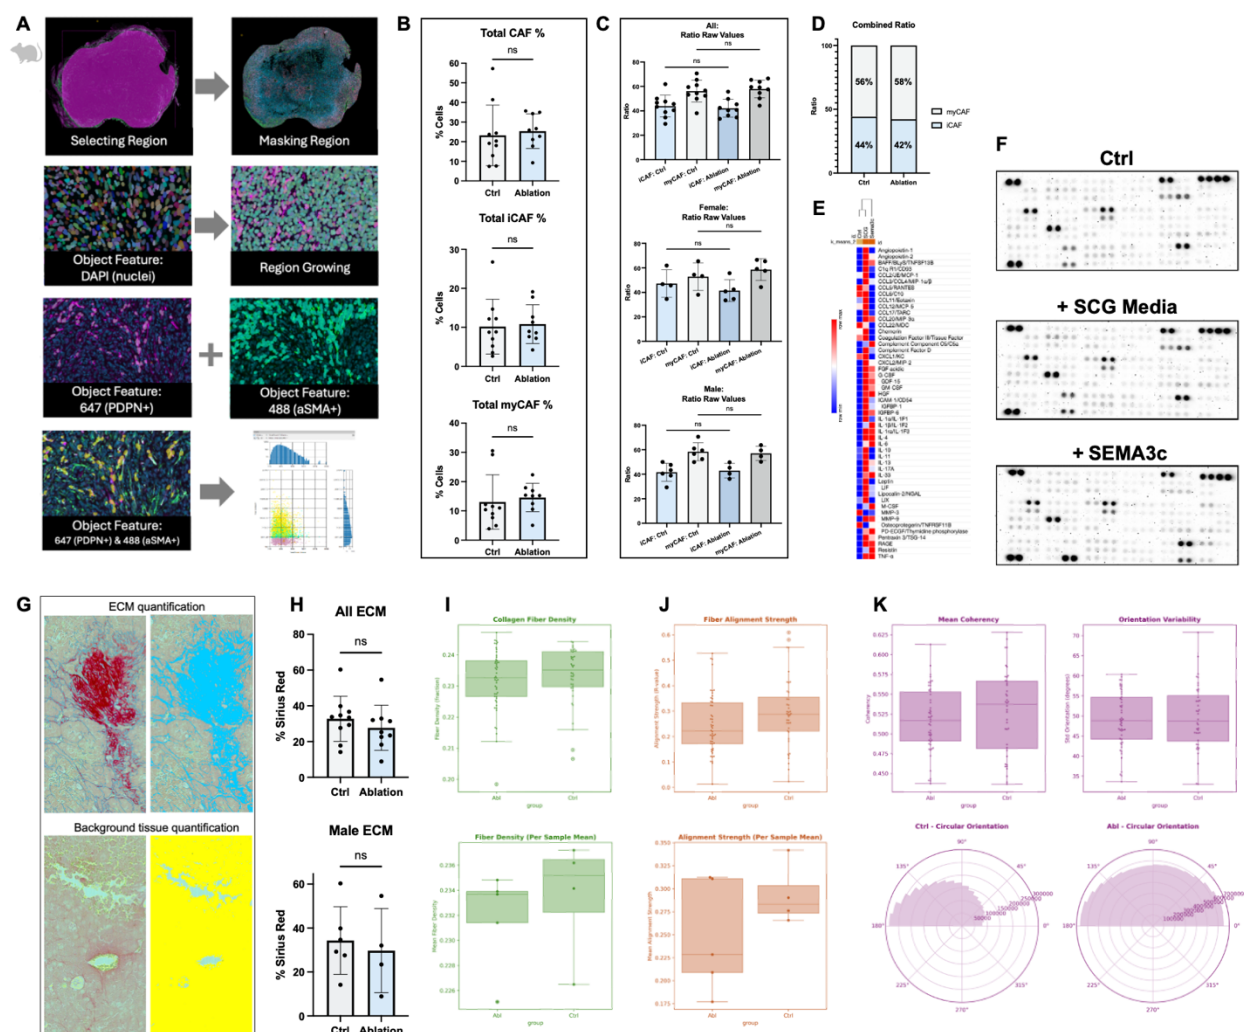

**Supplemental Figure 5: CAF and ECM phenotype quantifications.** (A) Schematic illustrating the CAF phenotype quantification pipeline performed using Zeiss Zen analysis software with the Cellpose plugin. DAPI (blue) outlined object features and CAFs were co-stained with PDPN (magenta) and aSMA (green). myCAFs were quantified as aSMA+/PDPN+ cells, while iCAFs were quantified as aSMA-/PDPN+ cells. (B) Quantification of CAF populations in control and sympathectomized KPC tumors: total CAF percentage, total iCAF percentage, and total myCAF percentage. (C) Ratios of iCAF-to-myCAF in all tumors combined, female mice only, and male mice only. (D) Summary of the iCAF-to-myCAF ratio % summary of all tumors combined. (E) Heat map of 50 iCAF-associated cytokines measured with the cytokine array. (F) Visualization of cytokine array membranes treated with PSC media of PSCs that were previously cultured in control media, + SCG media, and media containing recombinant murine SEMA3C. (G) Representative images of ECM and tissue background, with quantification performed using Zen Zeiss analysis. (H) All and male tumor ECM quantification. Each dot represents one tumor; data are presented as mean  $\pm$  SD; ns,  $P > 0.05$ ; unpaired, 2-tailed Student's t-test. (I) Biomni quantification of collagen fiber density. (K) Biomni quantification of mean coherency, orientation variability and circular variability.

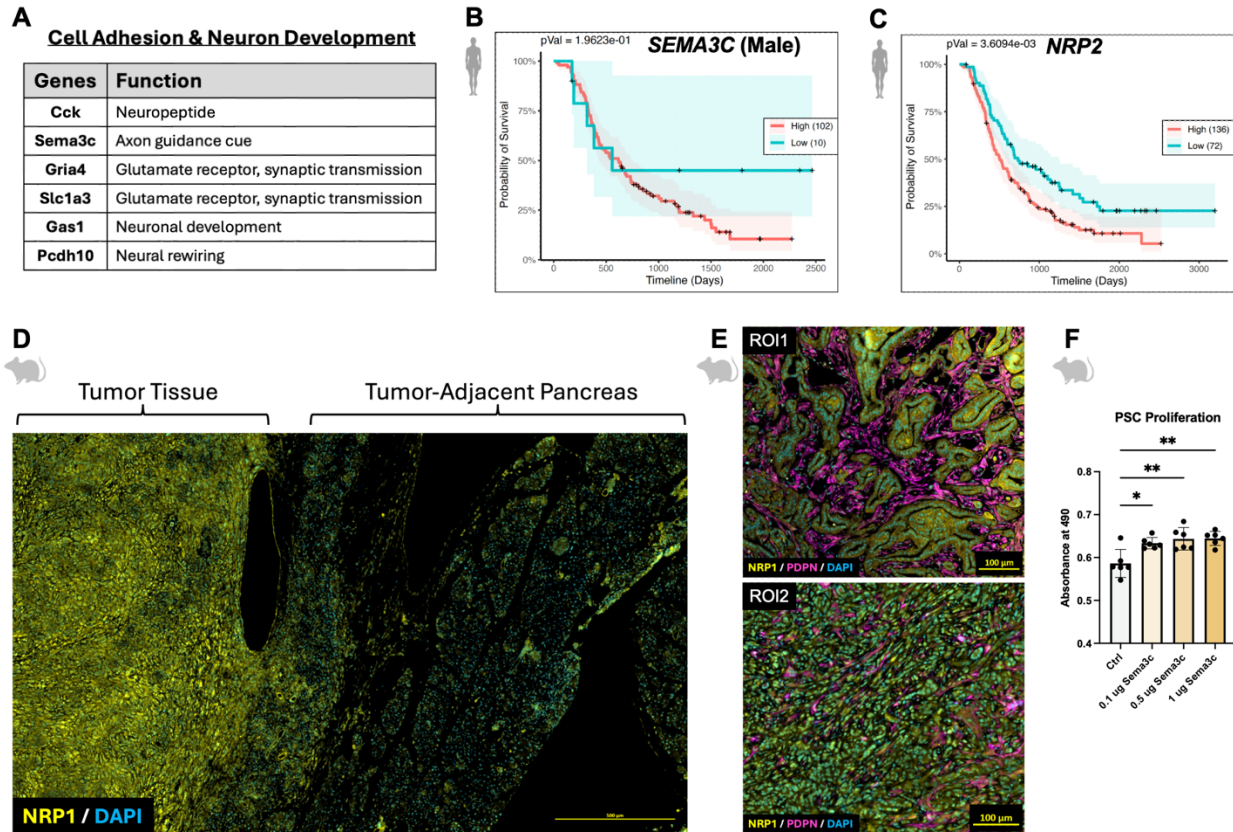

**Supplemental Figure 6: SEMA3C and NRP1 additional evaluations.** (A) List of genes associated with cell adhesion and neuron development. Kaplan-Meier estimates of PDAC patient survival associated with primary tumor high or low gene expression of (B) *SEMA3C* (male patients  $n = 112$ ) and (C) *NRP2* (all patients combined  $n = 208$ ). The red line represents PDAC patients with high expression, and the blue line represents patients with low expression. (D) Representative immunofluorescent image of NRP1 (yellow) in murine KPC tumor and tumor-adjacent pancreas. Scale bar, 500  $\mu$ m. (E) Co-immunofluorescent images of NRP1 (yellow) and PDPN (magenta) in a well differentiated (ROI1) and poorly differentiated (ROI2) KPC section. Scale bars, 100  $\mu$ m. (F) Proliferation of PSC cells treated with a gradient of recombinant murine SEMA3C.  $n = 6$  technical replicates, bar plots mean  $\pm$  SD; \* $P < 0.05$ , \*\* $P < 0.01$ ; 2-way ANOVA.

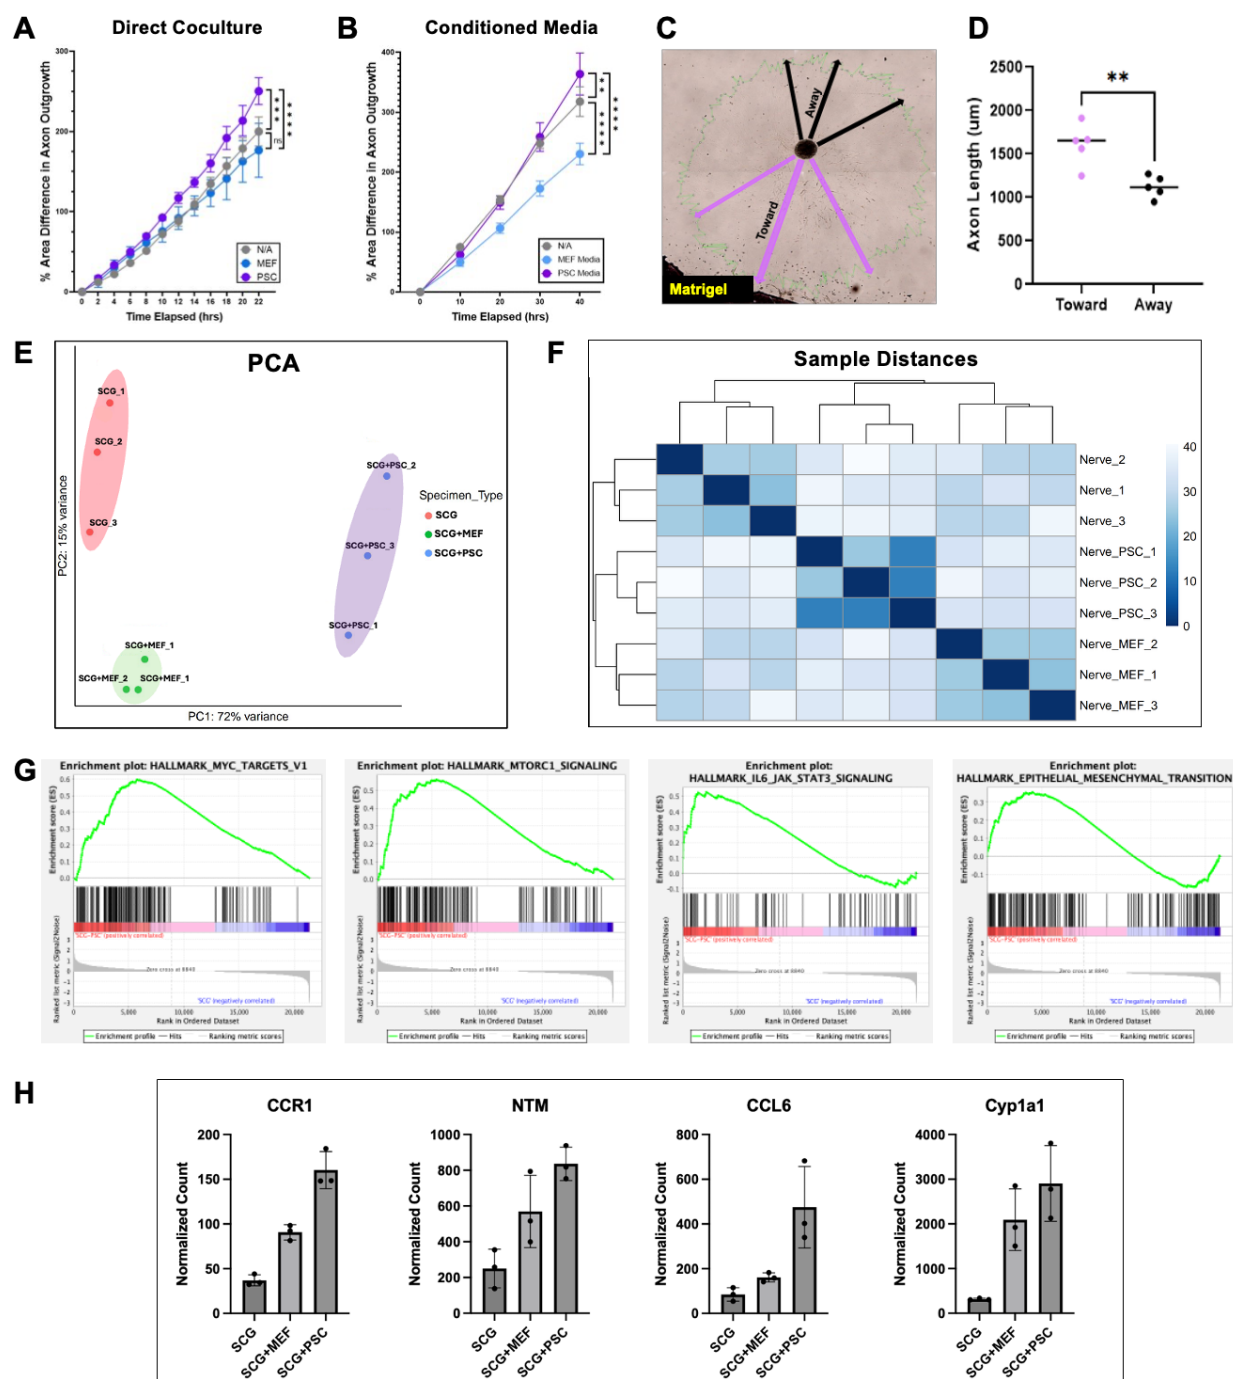

**Supplemental Figure 7: SCG radial outgrowth and bulk RNA-seq with GSEA plots. (A)** Radial outgrowth rate of SCG explants ( $n = 3$  per group) when directly co-cultured with no cells, MEFs, and PSCs. **(B)** Radial axon outgrowth rate of SCG explants ( $n = 3$  per group) when indirectly co-cultured with no cells, MEFs, and PSCs. **(C)** Representative image of directional co-culture. 15 radial measurements, originating at the explant cell body edge, were collected in the quadrant toward and away from the Matrigel dome containing PSCs. **(D)** Averaged directional

outgrowth of explants located within 3 mm of the Matrigel dome containing PSCs. Each point represents one explant (n = 5). Mean  $\pm$  SEM; ns  $P > 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ ; unpaired, 2-tailed Student's t test. (E) PCA plot representing samples of the SCG, SCG+MEF, and SCG+PSC conditions. PCA was performed on batch-adjusted VST counts for the top 500 most variable genes. (F) Batch-adjusted sample distances for SCG co-cultured samples. 

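On log2(normalized count + 1) of the 9 libraries, without adjustment, the first principal component of the 500 most variable genes held 26.3% of the variance, of which 70.8% lay between replicate numbers and 23.0% between conditions. With all 10 libraries it held 23.8%, of which 73.9% lay between replicate numbers. Once the replicate number was removed, the first component held 26.8%, and 92.6% of it lay between conditions. With replicates 3 apart it held 48.4%, and 98.2% of it lay between conditions. Unadjusted distances between replicates 1 and 2, 1 and 3, and 2 and 3 were 128, 133 and 147 in SCG, 115, 135 and 137 in SCG+MEF and 116, 119 and 135 in SCG+PSC. With SCG+PSC replicate 3 alone in its block, its distance to each of the other SCG+PSC libraries became 42.7, while those were 85.5 apart.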

(G) GSEA plots of Hallmark gene sets upregulated in SCG+PSC compared to SCG: MYC Signaling (NES = 2.04, FDR q-value = 0.0), MTORC1 (NES = 1.92, FDR q-value = 0.0), IL6/JAK/STAT3 signaling (NES = 1.64, FDR q-value = 0.003), and EMT (NES = 1.24, FDR q-value = 0.192). (H) Normalized counts comparing SCG, SCG+MEF and SCG+PSC transcription of: *Ccr1*, *Ntm*, *Ccl6*, and *Cyp1a1*.

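Replicates are given in the order of their numbers, and SCG+PSC replicate 4, the last value of its group, is not shown in the paper's figures. The normalized counts of Ccr1 were 34.4, 32.3 and 44.1 in SCG, 92.3, 81.5 and 98.3 in SCG+MEF and 184, 148, 148 and 137 in SCG+PSC. For Ntm they were 258, 355 and 138 in SCG, 516, 794 and 399 in SCG+MEF and 818, 938, 753 and 849 in SCG+PSC. Ccl6 had 84.0, 115 and 54.3 in SCG, 142, 182 and 158 in SCG+MEF and 682, 402, 339.7 and 453 in SCG+PSC. Cyp1a1 rose from 301, 338 and 305 in SCG to 1505, 2850 and 1923 in SCG+MEF and 2128, 3807, 2779 and 2807 in SCG+PSC. For each of the 4 genes every library of SCG+MEF and of SCG+PSC, replicate 4 included, lay above every SCG library. The log2 fold change between SCG+PSC and SCG+MEF was 0.81 (standard error 0.22, adjusted p = 1 from limma without a block and 0.103 with the replicate block, 0.0415 to 1 over the alternatives) for Ccr1. It was 1.50 (standard error 0.31, adjusted p = 1 from limma without a block and 0.0227 with the replicate block, 2.94e-07 to 1 over the alternatives) for Ccl6, which was past the threshold with the block. For Ntm it was 0.61 (standard error 0.33) and for Cyp1a1 0.48 (standard error 0.25), with an adjusted p from limma of 0.133 and 0.111 with the replicate block, in ranges of 0.0118 to 1 and 0.00717 to 1.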

| REAGENT                                                     | SOURCE                   | IDENTIFIER | LOT         | CONCENTRATION |
|-------------------------------------------------------------|--------------------------|------------|-------------|---------------|
| <b>Primary Antibodies for Immunostaining</b>                |                          |            |             |               |
| VACht Monoclonal Antibody (N6/38)                           | Invitrogen               | MA5-27662  | ZK4530702   | 1:200         |
| Anti-Tyrosine Hydroxylase                                   | EMD Millipore            | AB152      | 3870479     | 1:200         |
| Alpha-Smooth Muscle Actin Monoclonal Antibody (1A4 (asm-1)) | Invitrogen               | MA5-11547  | ZA4182968   | 1:200         |
| Anti-Mo Podoplanin                                          | Invitrogen               | 14-5381-82 | 2358694     | 1:100         |
| Dopamine-beta hydroxylase polyclonal antibody               | Thermo Fisher Scientific | PA5-34664  | ZG4406531A  | 1:100         |
| NRP1                                                        | Abcam                    | ab81321    | GR3370248-2 | 1:200         |
| Cytokeratin Pan Type I/II Antibody Cocktail [AE1/AE3]       | Invitrogen               | MA5-13156  | XK3722334   | 1:200         |
| <b>Secondary Antibodies for Immunostaining</b>              |                          |            |             |               |
| Alexa Flour 555 donkey anti-rabbit IgG (H+L)                | Invitrogen               | A3172      | 2482963     | 1:400         |
| Alexa Flour 488 donkey anti-mouse IgG (H+L)                 | Invitrogen               | A21202     | 2428531     | 1:400         |
| Alexa Fluor 647 Goat Anti-Syrian Hamster IgG H&L            | Abcam                    | ab180117   | GR3404612-2 | 1:200         |

**Supplemental Table 1: Antibodies used for immunostaining.** The primary and secondary antibodies used for immunostaining experiments, including reagent name, commercial source, catalog number, lot number and working dilution.

How the deposited data were processed for this re-analysis (not part of the article)

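Bulk RNA-seq of cocultures across inserts was used, 16 libraries in all. The PSC libraries were mPSC1 cells cultured alone (PSC, n = 3) and with SCG explants (PSC+SCG, n = 3). The nerve libraries were SCG explants cultured alone (SCG, n = 3), with NIH 3T3 cells (SCG+MEF, n = 3) and with mPSC1 cells (SCG+PSC, n = 4). Conditions and replicate numbers were taken from the labels of the libraries, and each library was 1 sample. The pairing of same-numbered libraries rests on those numbers alone, since neither the labels nor the paper's text says which libraries were cultured together or on which date.

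The authors aligned the reads to GRCm39 with STAR, counted them per gene and by strand on the GENCODE M33 basic annotation, collected the PSC and the nerve libraries in separate tables and divided each library by its DESeq2 size factor. The deposited values are therefore a signal, the normalized counts of 56941 genes per table, and were not filtered. Values were compared within a table and not between the tables, except in the tests of RNA carried over between the cell types. A library's values are multiples of 1 step, and dividing by that step gives back the reads on genes. For 14 of the 16 libraries the check of whole reads accepted this recovery, and these recovered reads were used for depth and for the edgeR and DESeq2 alternatives. In PSC+SCG replicate 1 and SCG+PSC replicate 4 the step lies near 1 and the check did not accept it, which does not show that their values are not whole multiples, and only their normalized counts were used. For that reason no test on reads is given for the PSC table or for SCG+PSC replicate 4.

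Recovered reads on genes ranged from 31900689 in a PSC library to 41632381 in another. At the least sum of 10 over the libraries of a test a gene can have fewer than 3 counts in a library, and fold changes of such genes are held near 0 by the pseudocount of 1.

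Gene coordinates and the share of exon bases lying in other genes came from GENCODE M39 on GRCm39, the same build as the authors' but a later release of the annotation than the authors' M33, and gene length and GC content were read for 14539 of the 14541 protein-coding genes tested in PSCs and 15906 of the 15908 tested in SCG explants.

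Log2(normalized count + 1) was tested in R 4.3.3 with limma 3.58.1 (linear model, empirical Bayes with a trend in mean expression). P-values were adjusted by the Benjamini-Hochberg procedure over all genes tested, and a gene was past the threshold at an adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size, the thresholds the paper states for PSCs. The nerve model held SCG, SCG+MEF and SCG+PSC replicates 1 to 3, the 9 libraries the paper's figures show. The comparisons were PSC+SCG against PSC, SCG+PSC against SCG, SCG+MEF against SCG, and SCG+PSC against SCG+MEF. The main test had no block.

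Alternatives were the replicate number as a block, the block with replicates 3 apart, pseudocounts of 0.5 and 8, a filter of at least 10 in at least 3 libraries, no filter, quantile normalization, adjustment over protein-coding genes only, adjusted p alone and leaving out each library in turn. For the nerve table they were also all 4 SCG+PSC libraries, SCG+PSC replicates 1, 2 and 4, the 2 groups compared only, edgeR 4.0.16 (TMM, quasi-likelihood) and DESeq2 1.42.0 without a block, with the replicate block and with replicates 3 apart. DESeq2's own filter on low means was kept. Ranges of a gene's adjusted p over the alternatives do not cover the fits that left out 1 library. These alternatives, the main tests and the rule for naming genes were fixed before the data were examined.

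Gene sets were tested with fgsea 1.28.0 (10000 permutations of genes, ranks by signal-to-noise ratio) on the 1457 mouse Reactome sets of that package, with sizes from 15 to 500 genes. Of 7111 Entrez identifiers in the sets, 6998 were matched to a symbol, and 5048 of the symbols were tested in PSCs and 5517 in SCG explants. Alternatives were ranks by limma's moderated t, camera (correlation between genes 0.01), both with and without the replicate block, the stricter filter and leaving out each library. The hallmark and Gene Ontology sets of the paper were not used here.

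Genes were named by a rule. It takes every gene that the text, Fig. 5B, Fig. 8D, Fig. 8E, Supplemental Fig. 6A or Supplemental Fig. 7H names for these libraries, the 4 genes the text names from Fig. 5D, and for each comparison up to 5 genes with the largest log2 fold change in each direction among the protein-coding genes past the threshold whose 2 groups do not overlap. Not every gene it takes is reported here by name, and counts over the lists of the figures hold all their genes. Genes of marker lists were used as lists. The median log2 fold change of each list was set against 10000 random lists, each gene drawn from the 200 genes nearest to it in mean expression.

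The tests were checked on simulated data in which 200 genes had been changed. Each planted change was larger in size than 0.64, the median log2 fold change of the 35 genes of Fig. 5B. No gene with few counts was chosen for a change. With replicate effects of the size seen here, the test without a block found 55% of the changed genes in PSCs and 64% in SCG explants, with 0 false calls in each. With the replicate block it found 98.5% and 94.5%, with 7 and 12 false calls. Replicates 3 apart gave 94% and 89.5% with 20 false calls in each, edgeR 63% with 0, DESeq2 with the replicate block 95% with 15, and DESeq2 with replicates 3 apart 90% with 23. Without replicate effects the test without a block found 98.5% in PSCs and 95% in SCG explants. A planted gene set had an adjusted p of 0.0415 in fgsea, and none of 200 random sets passed.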

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

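The tests named here were chosen before their own values were seen, but the rule for reading the test of sex was changed after its value was seen, from a firm negative to an open result. Among the 36 genes of the nerve libraries examined for a single SCG+PSC library far from the other 3, 4 had such a library, where chance gives 1.8. Of the same 36 genes, 0 moved one way in every pair with PSCs and the opposite way in every pair with MEFs, and other genes were not examined for this.

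Foxm1, Lig1 and Ifih1 were each far higher in SCG+PSC replicate 2 than in the other SCG+PSC libraries. For Foxm1 the normalized count was 2832 in SCG+PSC replicate 2 and 1790 in the next library, a gap of 0.886 of the group's range. For Lig1 it was 2351 against 1680, a gap of 0.883, and for Ifih1 1347 against 411, a gap of 0.833. The same-numbered differences from SCG were 1.56, 0.62 and 1.02 for Foxm1, 0.74, 0.62 and 0.48 for Lig1 and 1.66, 3.26 and 0.43 for Ifih1 on the log2 scale in replicates 1, 2 and 3. For Foxm1 and Lig1 the difference in replicate 2 was thus not the largest, and SCG replicate 2 was high as well, so for these genes a level shared by the libraries numbered 2 is a candidate explanation. For Ifih1 it was the largest. SCG+PSC replicate 2 also had the highest sum of Y-linked genes of the 10 nerve libraries (5574) and the lowest Xist (2828). The summed Y-linked genes were 0.77 higher on the log2 scale in SCG+PSC than in SCG with overlapping libraries, but SCG+MEF replicate 3, with the next highest sum (4644), had counts of 877 for Foxm1, 1110 for Lig1 and 242 for Ifih1, which goes against the sex of the pups as the source. SCG+PSC replicate 2 had 34116587 reads on genes, between those of SCG+PSC replicates 3 (32013901) and 1 (35975984), which goes against library size. Apart from the sex of the pups, the design gives no biological explanation for a single library, and no other was tested.

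Mmp12 was far higher in SCG+PSC replicate 4, at 2366 against 1835 in the next library, a gap of 0.849 of the range. The other 3 SCG+PSC libraries lay close together for this gene, which widens the gap as a share of the range. More macrophage RNA is an unlikely source of Mmp12 in SCG+PSC replicates 1 to 3, where the median log2 fold change of macrophage markers was at percentile 0.02 of random lists, but replicate 4 was not tested by itself, and chance alone gives 1.8 such genes of 36.

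SCG+PSC replicate 4 is not in the paper's figures, and the paper gives no reason. Of the 35 genes of Fig. 8D and Fig. 8E, 29 were above every SCG library in it, and 28 were in SCG+PSC replicate 3. DESeq2 was also run on SCG and SCG+PSC replicates 1 to 3 with each replicate 3 alone in a block, so that fold changes rest on replicates 1 and 2. Replicates 3 still entered its size factors and its filter on low means. Of the 136 protein-coding genes higher in SCG+PSC in that fit, 119 were higher in SCG+PSC replicate 4 than in SCG replicate 3, with a median log2 difference of 0.91 (percentile 100 of random lists). This sets 1 library against 1, and a deviation of SCG replicate 3 alone could give the same. Replicates 3 and 4 were also the closest of all pairs of libraries within a group, with a chi-square per degree of freedom of 7.15 between their counts, against 27.9 to 151 for the other pairs. That is more than the sampling of reads gives within 1 library, and both were treated as separate libraries, but whether they share a culture was not tested. The rise of these genes in replicate 4 therefore cannot be told apart from a preparation shared with replicate 3.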

How the results depend on the processing

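None of the alternatives below was chosen after the result was seen. The setting that changed the most was the block. In PSC+SCG against PSC, where 0 protein-coding genes were past the threshold without a block (205 at an unadjusted p under 0.05), the replicate block gave 65 higher and 11 lower and replicates 3 apart 129 higher and 34 lower. These settings put 24 and 35 of the 35 genes of Fig. 5B past it. The counts stayed at 0 with both pseudocounts, both filters, quantile normalization, adjustment over protein-coding genes only and adjusted p alone, and in the 6 fits that each left out 1 library (95 to 769 genes at an unadjusted p under 0.05). The tests planned for this table on recovered reads, edgeR and DESeq2 without a block, with the replicate block and with replicates 3 apart, are not reported, because the reads of PSC+SCG replicate 1 did not pass the check of whole reads.

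In SCG+PSC against SCG, 3 genes were higher and 0 lower without a block. Higher and lower genes numbered 280 and 29 with the replicate block, 276 and 22 with replicates 3 apart in limma, 51 and 7 with DESeq2, 359 and 56 with DESeq2 and the replicate block, and 309 and 31 with DESeq2 and replicates 3 apart. Adjustment over protein-coding genes only gave 6 higher, all 4 SCG+PSC libraries gave 8, the 2 groups compared only gave 1, and the 9 fits that each left out 1 library gave from 1 to 2. In those settings 0 were lower.

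In SCG+MEF against SCG, with 3 higher and 0 lower without a block, the same settings gave 27 and 11 (replicate block), 53 and 23 (replicates 3 apart in limma), 18 and 3 (DESeq2), 70 and 34 (DESeq2 with the replicate block) and 77 and 39 (DESeq2 with replicates 3 apart). The 2 groups compared only gave 1 higher, and leaving out 1 library from 0 to 3. Genes higher with both PSCs and MEFs, 1 without a block, numbered 17, 22, 12, 30 and 28 in those 5 settings, 2 with all 4 SCG+PSC libraries and from 0 to 1 with 1 library left out. Between SCG+PSC and SCG+MEF, where 0 genes were past the threshold without a block (488 at an unadjusted p under 0.05), the 5 settings gave 181, 143, 18, 365 and 276. With edgeR, both pseudocounts, both filters, quantile normalization and adjusted p alone these nerve counts did not change. SCG+PSC replicates 1, 2 and 4 gave 4 higher with PSCs, with the other counts as with replicates 1 to 3. In SCG+PSC against SCG the 3 genes called with edgeR, the pseudocounts, the filters and quantile normalization were all among the 280 of the replicate block. Of the 276 genes of limma with replicates 3 apart, 194 were among the 280 and 246 among the 309 of DESeq2 with replicates 3 apart.

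In simulated data with replicate effects the test without a block found 55% of the changed genes in PSCs and 64% in SCG explants. For changes as large as those planted, 3 libraries per group can thus give calls without a block. Each planted change was larger in size than 0.64 on the log2 scale, the median of the 35 genes of Fig. 5B. The share found among smaller changes was not simulated. Deviations of same-numbered libraries were correlated (mean r 0.34 in PSCs), as they would be if part of the spread without a block lay between replicate numbers. Why replicates 3 apart and DESeq2 added further genes, and why single libraries mattered, was not looked into, and the cause was not tested. With replicates 3 apart the PSC test leaves 1 residual degree of freedom and the nerve test 3. In the nerve test it gives SCG+PSC replicate 3 no weight in SCG+PSC against SCG.

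All 5 gene sets for the extracellular matrix, chosen by the names in Fig. 5C, were higher in PSC+SCG in every fit that tested them. In fgsea 4 were past an adjusted p of 0.05. From 0 to 5 sets were past it across the 6 fits that each left out 1 library, 5 with ranks by moderated t and the replicate block, and 3 with camera with or without the block. The filter of at least 10 in at least 3 libraries left 4 of the 5 sets with enough genes, 3 of them past it. For the cell cycle and immune sets, 4 of 5, the count was from 4 to 5 with 1 library left out and from 3 to 5 over the other alternatives.

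For named genes, 142 results were each tested under the alternatives, 2820 values in all, and 353 of these changed sides: 287 became stronger (past the threshold where they had not been), 25 weaker, and 41 reversed in 16 results. In the 38 genes the rule named for PSCs and the 35 it named for SCG+PSC against SCG, direction held under every alternative, with 1 exception. This was Aspn, whose log2 fold change ran from -0.061 to 1.11 with 1 library left out. In SCG+MEF against SCG, quantile normalization reversed Irgm1 (-0.024) and Il1rap (-0.014). Leaving out 1 library reversed Irgm1 (-0.091 to 0.20), Trim21 (-0.052 to 0.31), Rsad2 (-0.81 to 1.27), Lig1 (-0.072 to 0.34), Il1rap (-0.23 to 0.26), Irf7 (-0.060 to 0.48), Irf9 (-0.029 to 0.19), E2f8 (-0.14 to 0.78), Phf19 (-0.028 to 0.92), Mybl2 (-0.41 to 0.56), Foxm1 (-0.30 to 0.62) and E2f7 (-0.11 to 0.72) in the same comparison. Between SCG+PSC and SCG+MEF, Il4ra changed to 0.013 with quantile normalization and ran from -0.17 to 0.10 with 1 library left out, Sod3 from -0.27 to 0.091 and Cxcl10 from -0.59 to 0.80. Cxcl10, at -0.011 without a block, was 0.85 with replicates 3 apart in limma, 0.17 with DESeq2 and the replicate block, 0.91 with DESeq2 and replicates 3 apart, and 0.11 with all 4 SCG+PSC libraries. For these reversals the cause was not tested, and each lies in a gene whose log2 fold change without a block was smaller than its standard error.

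Depth limits genes with few reads. With all SCG libraries under 3 counts, Cxcl3 has no fold change of its own, and its log2 fold change of 4.55 in SCG+PSC moved to 5.32 with a pseudocount of 0.5.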

Differences from the paper's values

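The alternatives named in this part were set before the data were examined, and none of the tests was chosen after the result was seen. In PSC+SCG against PSC the paper reports 35 protein-coding genes higher, against 0 here (205 at an unadjusted p under 0.05). None of the reported alternatives came within the paper's number, with 65 for the replicate block, 129 for replicates 3 apart in limma and 0 for the others. DESeq2 with replicates 3 apart was also run on the PSC table, came within the paper's number and called each of the 35 genes of Fig. 5B, and was then left out because the recovered reads of PSC+SCG replicate 1 did not pass the check of whole reads.

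For genes higher in SCG explants with both PSCs and MEFs the paper's number is 28, against 1 here. Replicates 3 apart in limma (22), DESeq2 with the replicate block (30) and DESeq2 with replicates 3 apart (28) came within it, and the other alternatives, the replicate block in limma (17) among them, did not. For genes higher with PSCs only the paper's number is 280, against 2 here. The replicate block (263) and replicates 3 apart (254) in limma and DESeq2 with the replicate block (329) and with replicates 3 apart (281) came within it, and no other alternative did. For genes higher with MEFs only the paper's number is about 50 in Fig. 8C (read by eye), against 2 here. DESeq2 with the replicate block (40) and with replicates 3 apart (49) came within it, and limma with the replicate block (10) and replicates 3 apart (31), like the others, did not.

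A log2 fold change was taken to differ from the paper's where the distance between them was more than its standard error in the same fit, or in the main fit where a method gives none. A fit with a larger standard error can therefore come within a value from a greater distance. For Sema3a the paper's log2 fold change was about 1.1 in Fig. 8D (read by eye), against 1.61 here. Sema3a came within that value with limma with replicates 3 apart (1.23), DESeq2 with the replicate block (1.59) and DESeq2 with replicates 3 apart (1.15), and without SCG replicate 1, SCG replicate 3 or SCG+PSC replicate 3, and differed under the other alternatives. For Mmp12 the paper's log2 fold change was about 1.0 in Fig. 8D (read by eye), against 1.49 here. Mmp12 came within that value with limma with replicates 3 apart, edgeR (1.27), DESeq2 without a block (1.28) and DESeq2 with replicates 3 apart (0.99), and without SCG replicate 3, SCG+PSC replicate 1, SCG+PSC replicate 2 or SCG+PSC replicate 3, and differed under the other alternatives. For Pf4 the paper's log2 fold change was about 2.0 in Fig. 8D (read by eye), against 2.59 here. Pf4 came within that value with limma with replicates 3 apart (2.00), DESeq2 with replicates 3 apart (2.04) and a pseudocount of 8 (2.36), and without SCG replicate 2, SCG replicate 3, SCG+PSC replicate 1 or SCG+PSC replicate 3, and differed under the other alternatives. For Ifih1 the paper's log2 fold change was about 2.6 in Fig. 8E (read by eye), against 1.78 here. Ifih1 came within that value with limma with replicates 3 apart (2.50), edgeR (2.18), DESeq2 without a block (2.19), DESeq2 with the replicate block (1.96) and DESeq2 with replicates 3 apart (2.57), and without SCG+PSC replicate 3, and differed under the other alternatives. For Irgm1 the paper's log2 fold change was about 2.0 in Fig. 8E (read by eye), against 1.39 here. Irgm1 came within that value with limma with replicates 3 apart (1.98), edgeR (1.75), DESeq2 without a block (1.76), DESeq2 with the replicate block (1.51) and DESeq2 with replicates 3 apart (2.02), and without SCG replicate 2, SCG+PSC replicate 1 or SCG+PSC replicate 3, and differed under the other alternatives.

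For Cxcl10 the paper's log2 fold change was about 1.9 in Fig. 8E (read by eye), against 1.03 here. Cxcl10 came within that value with limma with replicates 3 apart (1.89), DESeq2 with the replicate block (1.18) and DESeq2 with replicates 3 apart (1.89), and without SCG replicate 3, SCG+PSC replicate 1 or SCG+PSC replicate 3, and differed under the other alternatives. For Trim21 the paper's log2 fold change was about 1.1 in Fig. 8E (read by eye), against 0.72 here. Trim21 came within that value with limma with replicates 3 apart (1.12), DESeq2 with the replicate block (0.76) and DESeq2 with replicates 3 apart (1.14), and without SCG replicate 1, SCG replicate 3, SCG+PSC replicate 1 or SCG+PSC replicate 3, and differed under the other alternatives. For Ifitm3 the paper's log2 fold change was about 1.1 in Fig. 8E (read by eye), against 0.74 here. Ifitm3 came within that value with limma with replicates 3 apart (1.11), edgeR (0.88), DESeq2 without a block (0.89), DESeq2 with the replicate block (0.79) and DESeq2 with replicates 3 apart (1.13), and without SCG replicate 2, SCG+PSC replicate 1 or SCG+PSC replicate 3, and differed under the other alternatives. For Rsad2 the paper's log2 fold change was about 4.0 in Fig. 8E (read by eye), against 1.93 here. Rsad2 came within that value with limma with replicates 3 apart (3.72), DESeq2 with the replicate block (2.89) and DESeq2 with replicates 3 apart (3.97), and differed under the other alternatives.

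For Irf7 the paper's log2 fold change was about 4.1 in Fig. 8E (read by eye), against 2.90 here. Irf7 came within that value with limma with replicates 3 apart (4.00), edgeR (3.52), DESeq2 without a block (3.54), DESeq2 with the replicate block (3.26) and DESeq2 with replicates 3 apart, and without SCG+PSC replicate 3, and differed under the other alternatives.

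In PSC+SCG against PSC, 1 gene differed. For Ranbp3l the paper's log2 fold change was about 1.1 in Supplemental Fig. 4C (read by eye), against 0.74 here. Ranbp3l came within that value with limma with replicates 3 apart (1.08), and without PSC+SCG replicate 3, and differed under the other alternatives.

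The paper lists the genes of Fig. 5B, Fig. 8D and Fig. 8E as raised in coculture. Without a block 0 of the 35 genes of Fig. 5B were past the threshold (19 had an unadjusted p under 0.05), 2 of the 15 of Fig. 8D and 0 of the 20 of Fig. 8E (17 had an unadjusted p under 0.05). With replicates 3 apart, limma called 35, 14 and 18 of them, and DESeq2 15 and 20 of those of Fig. 8D and Fig. 8E. The replicate block in limma called 24, 15 and 13. Of the 35 genes that the rule named for SCG+PSC against SCG, DESeq2 without a block called 15 more than limma without a block. DESeq2 with the replicate block called 24 more, all 4 SCG+PSC libraries 3 more and adjustment over protein-coding genes only 2 more.

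The paper states that MEFs changed fewer genes than PSCs did. Without a block the numbers were 3 and 3, and with the replicate block 38 with MEFs and 309 with PSCs. The paper places Cxcl10 among the genes raised by PSCs and not by MEFs. Its log2 fold change against SCG was 1.03 with PSCs and 1.04 with MEFs, and -0.011 between SCG+PSC and SCG+MEF. With replicates 3 apart DESeq2 called Cxcl10 with PSCs and not with MEFs, but that fit gives SCG+PSC replicate 3 no weight.

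In SCG explants with PSCs the paper reports enrichment of mTORC1 signaling and of metabolic processes. Of the Reactome sets, which are other sets than the paper's, mTOR signalling had a normalized enrichment score of -0.90 (27 genes, adjusted p = 0.946 from fgsea) and Respiratory electron transport one of -2.13 (adjusted p = 0.00230). The hallmark and Gene Ontology sets of the paper were not tested here, so these scores cannot tell whether its enrichment holds. Mitotic Spindle Checkpoint, at an adjusted p of 0.189, was past 0.05 with ranks by moderated t and the replicate block, and in the fit without SCG replicate 2. In PSCs the paper shows a set named for the assembly of collagen fibrils in Fig. 5C, whose caption places it among Gene Ontology processes. Whether it holds the genes of the Reactome set was not checked. The Reactome set Assembly of collagen fibrils and other multimeric structures had an adjusted p of 0.252 from fgsea here. It was past 0.05 with ranks by moderated t and the replicate block, and in the fit without PSC replicate 1.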

Other observations

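The tests of endothelial markers and of targets of the aryl hydrocarbon receptor were chosen only after the result was seen, and the others after the counts of genes past the threshold had been seen but before their own values were. Each list of genes was written down before its test, and its median log2 fold change was placed among 10000 random lists matched on mean expression, with the highest and the lowest 2.5% of lists as limits. Patterns found and tested on the same libraries are hypotheses.

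Cell cycle genes were higher in SCG+PSC than in SCG, with a median log2 fold change of 0.72 for 35 genes of S phase and 1.06 for 44 genes of G2 and M phase (percentile 100 each). Other cells in the explants could account for part of this. Fibroblast markers were higher (median 0.35 of 10 genes, percentile 100), and so were endothelial markers (median 0.76 of 7 genes, percentile 99.98), so more fibroblast or endothelial RNA in SCG+PSC remains a candidate explanation. Glial markers (median -0.034 of 12 genes, percentile 19.0) and neuronal markers (median 0.016 of 17 genes, percentile 65.05) did not show more glial or less neuronal RNA. In SCG+MEF against SCG the median was 0.091 for S phase (percentile 96.14), 0.18 for G2 and M phase (percentile 100) and 0.20 for fibroblast markers (percentile 100). The difference of these medians between SCG+PSC and SCG+MEF was not tested. A response of cells that divide in the explants cannot be told apart from a change in their number.

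Ccr1, Ccl6, Pf4, Mmp12, Mrc1 and Clec4n were higher in SCG+PSC, and 20 other macrophage markers were not (median -0.13, percentile 0.02), so more macrophage RNA is an unlikely source. In SCG+MEF the same markers were at percentile 5.53 and glial markers at 40.29. Cyp1a1 was higher in SCG+PSC, and the 3 targets of the aryl hydrocarbon receptor that the paper does not name were higher too (median 1.63, percentile 99.88), with a median of 0.34 in SCG+MEF (percentile 89.2). A wider response of this receptor may be present, and the targets that the paper names do not show it to be particular to PSCs. Against SCG the log2 fold changes with MEFs and with PSCs were 2.04 and 1.54 for Ahrr, 1.37 and 0.85 for Cyp1b1, 1.06 and 0.75 for Tiparp and 2.68 and 3.16 for Cyp1a1. Interferon genes that the paper does not name were higher in SCG+PSC (median 1.73 of 22 genes, percentile 100) and not in SCG+MEF (median 0.049, percentile 47.97). The interferon genes of the paper may therefore belong to a wider response. For Ifih1, Irgm1, Rsad2, Irf7, Trim21, Ifitm3 and Cxcl10 the SCG+PSC library farthest from the others was replicate 2, and it was the highest. For Irf7 it had 1503 against 385 in the next library. How far replicate 2 carries the median of the 22 genes was not tested. The difference between SCG+PSC and SCG+MEF was not tested for these lists.

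The paper proposes a response to injury in SCG+PSC. Genes of the response to axotomy were lower in SCG+PSC (median -0.21 of 14 genes, percentile 0) and in SCG+MEF (median -0.17, percentile 0.01), so no further rise of these genes was seen. All explants, those of SCG alone included, had been cut from the animal, and the test cannot tell whether a response to axotomy already present in each of them left room for a further rise. Neuronal markers were higher in SCG+MEF (median 0.17, percentile 100).

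The paper names adrenergic signaling as a cause of the PSC response and proposes a shift to an iCAF phenotype. In PSC+SCG, cAMP response genes were slightly higher (median 0.12 of 10 genes, percentile 98.71), in line with a cAMP response, though a median of this size is small. Genes of iCAFs were higher (median 0.31 of 14 genes tested, percentile 100), and genes of myCAFs were not lower (median 0.029 of 15 genes, percentile 80.73).

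RNA carried over between the cell types was tested. The rise of neuronal markers in PSC+SCG was 0.147% of their sum in SCG, and SCG RNA at that share would account for at most 2.14% of the rise of a gene among Cck, Sema3c, Gria4, Slc1a3, Gas1 and Pcdh10, for Pcdh10. This sets a sum and the values of these genes from the PSC table against those from the nerve table, which were normalized apart. The 27 genes high in PSCs and near 0 in the nerve libraries summed to a log2 ratio of -0.28 between SCG+PSC and SCG, but that choice of genes leaves out any that PSC RNA had raised in SCG+PSC. Chosen on the SCG libraries alone, 33 such genes summed to a log2 ratio of 2.34 with overlapping libraries, and 20 of the 33 were higher in SCG+PSC. The overlap does not meet the limit set for PSC RNA, but the genes this choice added include the interferon genes Oas2, Oas3, Ifi44 and Ifi27l2a, and whether SCG+PSC holds PSC RNA is left open. The summed Y-linked genes differed by 0.77 with overlapping libraries, so for the genes higher in SCG+PSC as a whole the test of sex cannot tell. Single libraries, compared after their values were seen, go against it for Ccr1 and Ccl6. SCG+PSC replicate 1 had fewer Y-linked counts than SCG replicate 2 (2422 against 3293) and more of Ccr1 (184 against 32.3) and Ccl6 (682 against 115).

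Other technical explanations were tested for the log2 fold changes of all protein-coding genes. Against gene length Spearman's rho was 0.129 in PSCs and -0.00775 in SCG explants with PSCs, and against GC content -0.0874 and -0.0571. The ratio of the larger mean read total to the smaller was 1.029 (over the 5 PSC libraries with recovered reads) and 1.015. The share of reads on the 10 highest genes differed by 0.146 percentage points in PSCs and -0.146 in SCG explants. These explanations are unlikely to account for the changes. After limma removed a block in which PSC replicate 3 and PSC+SCG replicate 3 were each alone, the mean distance of replicate 3 to replicates 1 and 2 was 0.50 of the distance between those, where it had been at least 1.18 without it. Their closeness after adjustment for batch is therefore a likely result of the adjustment itself, if those libraries are alone in their batch.

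It was tested whether the changes were carried by replicates 1 and 2 alone. In PSC+SCG replicate 3 against PSC replicate 3, the 35 genes of Fig. 5B had a median log2 difference of 0.50 (percentile 100 of random lists), and 29 of them were higher. The paper chose these genes on all 6 libraries, so for them the test cannot tell, a reading set after its value was seen. Of the 136 genes called by DESeq2 from SCG+PSC and SCG with each replicate 3 alone in a block, 120 were higher in replicate 3, with a median of 0.85 (percentile 100). Replicates 3 had no weight in those fold changes but entered the size factors and the filter on low means, so they were not wholly held out. The random lists do not allow for correlation between genes, and 1 library is set against 1, so a deviation of SCG replicate 3 alone could give the same.

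Other splits of the libraries were counted among the 4 of 10 that part all 3 same-numbered pairs, and with 4 splits no share under 0.05 can be reached. Genes past the threshold in PSC+SCG against PSC, higher and lower together, numbered 0 in all 4 splits without a block (205 at an unadjusted p under 0.05 in the real split), and with the replicate block 76 in the real split and 0, 0 and 1 with replicate 1, 2 or 3 exchanged (1 of 4 as large). In SCG+PSC against SCG they numbered 3 and then 0, 0 and 0 without a block and 309, 0, 0 and 0 with it. In SCG+MEF against SCG the numbers were 3, 0, 0 and 0 without a block and 38, 0, 0 and 0 with it. Between SCG+PSC and SCG+MEF all 4 splits gave 0 without a block (488 at an unadjusted p under 0.05 in the real split), and the block gave 181, 0, 0 and 0. DESeq2 with replicates 3 apart gave 340, 1, 1 and 51 for SCG+PSC and 116, 10, 10 and 4 for SCG+MEF against SCG. Of the 5 extracellular matrix sets, 4, 1, 0 and 0 were enriched in one direction, and of the 5 cell cycle and immune sets 4, 0, 0 and 3. Apart from the 2 tests with 0 genes in all 4 splits, the real split was 1 of 4 as large in each. The other 6 splits leave same-numbered libraries together, and without a block they gave from 0 to 1 gene in PSCs and 0 in the nerve comparisons. With 4 SCG+PSC libraries against 3 SCG libraries, the real split gave 8 genes and none of the other 34 gave any, or 1 of the 8 that part the same-numbered pairs. These splits treat SCG+PSC replicates 3 and 4 as separate libraries, and whether they share a culture was not tested.

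Further values belong to no claim of the paper. Extracellular matrix organization was higher in SCG+PSC than in SCG as well (221 genes, normalized enrichment score 1.46, adjusted p = 0.0172 from fgsea). Its adjusted p ranged over the alternatives from 0.00105 (moderated t with the replicate block) to 0.674 (without SCG replicate 1). It was over 0.05 in 4 of the 6 fits that each left out 1 library, with camera (0.178, and 0.165 with the replicate block) and with all 4 SCG+PSC libraries (0.0592). With all 4 SCG+PSC libraries, Mstn (log2 fold change 3.00, adjusted p = 0.0462 from limma) and Ngef (1.81, adjusted p = 0.0271) were past the threshold, and both were picked out after their values were seen. Both calls also treat SCG+PSC replicates 3 and 4 as separate libraries.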
